# Subventricular zone/white matter microglia reconstitute the empty adult microglial niche in a dynamic wave

**DOI:** 10.7554/eLife.66738

**Published:** 2021-08-23

**Authors:** Lindsay A Hohsfield, Allison R Najafi, Yasamine Ghorbanian, Neelakshi Soni, Joshua Crapser, Dario X Figueroa Velez, Shan Jiang, Sarah E Royer, Sung Jin Kim, Caden M Henningfield, Aileen Anderson, Sunil P Gandhi, Ali Mortazavi, Matthew A Inlay, Kim N Green

**Keywords:** microglia, depletion, CSF1R, repopulation, white matter, Mouse

## Abstract

Microglia, the brain’s resident myeloid cells, play central roles in brain defense, homeostasis, and disease. Using a prolonged colony-stimulating factor 1 receptor inhibitor (CSF1Ri) approach, we report an unprecedented level of microglial depletion and establish a model system that achieves an empty microglial niche in the adult brain. We identify a myeloid cell that migrates from the subventricular zone and associated white matter areas. Following CSF1Ri, these amoeboid cells migrate radially and tangentially in a dynamic wave filling the brain in a distinct pattern, to replace the microglial-depleted brain. These repopulating cells are enriched in disease-associated microglia genes and exhibit similar phenotypic and transcriptional profiles to white-matter-associated microglia. Our findings shed light on the overlapping and distinct functional complexity and diversity of myeloid cells of the CNS and provide new insight into repopulating microglia function and dynamics in the mouse brain.

## Introduction

Microglia represent the largest population of immune cells in the brain, constituting 5–10% of brain cells in the adult central nervous system (CNS). As resident tissue macrophages, microglia are responsible for immune defense and resolution, tissue maintenance, neuronal support, and synaptic integrity (Salter and Stevens, 2017; Tay et al., 2017; Wolf et al., 2017). Their central role in the CNS makes microglia attractive drug targets for neurological disorders/injuries. However, developing effective therapies that manipulate microglia requires further understanding of microglial origins, diversity, homeostasis, and dynamics.

Microglia arise from yolk sac-derived erythromyeloid progenitors and colonize the brain as embryonic microglia during early stages of development (i.e. E8.5 – E9.5) (Ginhoux et al., 2010; Kierdorf et al., 2013). These immature myeloid cells, displaying amoeboid morphology and high proliferative potential, enter the brain via the meninges and ventricles in mice (Lelli et al., 2013; Ueno et al., 2013; Swinnen et al., 2013; Xavier et al., 2015), as well as, via the leptomeninges, choroid plexus, and ventricular zone in humans (Tay et al., 2017; Verney et al., 2010; Monier et al., 2007; Ginhoux et al., 2013). Microglial colonization occurs first in the white matter (WM) (e.g. internal capsule, external capsule, and cerebral peduncle) and continues to the sub- and then cortical plate as cells proliferate and migrate in a radial and tangential manner (Verney et al., 2010). In adulthood (P28 and onward), microglia become fully mature, exhibiting ramified morphology and expressing canonical microglial signature genes: *P2ry12*, *Tmem119*, *Siglech*, *Cx3cr1*, *Olfml3*, *Fcrls*, and *Sall1* (Dubbelaar et al., 2018; Baufeld et al., 2018).

Recent single-cell RNA sequencing studies have identified transcriptionally distinct microglial gene signatures associated with disease (e.g. disease-associated microglia [DAM], microglial neurodegenerative [MGnD] phenotype [Keren-Shaul et al., 2017; Krasemann et al., 2017; Mathys et al., 2017; Masuda et al., 2019]), injury (e.g. injury-responsive microglia [IRM] Hammond et al., 2019), and brain region-specific areas/developmental stages (e.g. proliferative-region-associated microglia [PAM], axon tract-associated microglia [ATM] Masuda et al., 2019; Hammond et al., 2019; Li et al., 2019; Matcovitch-Natan et al., 2016), including the recent discovery of white matter-associated microglia (WAM) (Safaiyan et al., 2021). WAMs have been identified as a population of microglia in WM tracts from the corpus callosum that share parts of the DAM gene signature, including genes involved in phagocytosis, and increase with aging and disease (Safaiyan et al., 2021). In line with this, a distinct subset of microglia (PAMs/ATMs) has been described in the axonal tracts of the corpus callosum during development, sharing not only a similar location to WAMs, but morphological (i.e. amoeboid) and phagocytosis-associated gene profile (Masuda et al., 2019; Hammond et al., 2019; Li et al., 2019). Despite this, homeostatic microglia appear less heterogeneous during adulthood (Hammond et al., 2019; Li et al., 2019). These findings shed light on microglial diversity and state changes during health and disease; however, it remains unclear whether adult homeostatic microglia exist as one population, with the ability to change from one transcriptional/functional state to another, or whether they exist as heterogeneous subpopulations with distinct propensities.

Microglial homeostasis and dynamics are maintained by many signaling factors, including transforming growth factor-beta, Il-34, and colony-stimulating factor 1 (CSF1) (Butovsky et al., 2014; Elmore et al., 2014). Recent studies exploring the homeostatic kinetics of the microglia in the adult brain have revealed that these cells are long-lived (Tay et al., 2017; Réu et al., 2017) and self-renew, even after acute 80–95% depletion and subsequent repopulation (Elmore et al., 2014; Zhan et al., 2019; Bruttger et al., 2015). However, no approach to date has been able to deplete all microglia (Waisman et al., 2015; Han et al., 2017), and the rapid proliferation of surviving microglial cells would obscure the detection of other myeloid cells that contribute to the CNS environment and/or repopulation in the adult brain. While conventional depletion paradigms have shown that microglia have a remarkable capacity to repopulate from the presence of few surviving cells, we sought to investigate the consequences of eliminating these few remaining cells on microglial population dynamics.

To address this, we have optimized a colony-stimulating factor 1 receptor (CSF1R) inhibitor approach that involves sustained inhibitor administration, building on our prior work that microglia are dependent on this signaling for their survival (Elmore et al., 2014). This approach results in a delayed repopulation of myeloid cells that reconstitute the brain in a sequential manner previously unseen in the adult brain. We show that repopulating cells emerge from the subventricular zone (SVZ)/WM areas and traffic throughout the brain parenchyma via WM tracts before spreading out radially and tangentially through the rest of the brain in a dynamic wave of proliferating cells. Following full brain reconstitution, these repopulating cells remain phenotypically, transcriptionally, and functionally distinct from endogenous microglia, demonstrating unique gene expression profiles that are enriched for DAM genes and unique phenotypic properties similar to WAMs. Together, these data highlight the utility of CSF1R inhibitors in identifying and studying myeloid cell homeostasis and dynamics.

## Results

### Sustained high dose of CSF1R inhibitor unmasks a distinct form of myeloid cell CNS repopulation

In previous studies, we have shown that 7 day treatment of the brain penetrant CSF1R/KIT/FLT3 inhibitor PLX3397 (Pexidartinib; 600 ppm in chow) eliminates ~90–98% of microglia in the CNS (Elmore et al., 2014; Najafi et al., 2018). During depletion, surviving microglia are seen scattered throughout the brain (Figure 1A–B,C) and subsequent withdrawal of the inhibitor results in rapid and spatially homogenous microglial repopulation within 3 days, with cells exceeding control numbers by 7 days (Figure 1C,E). Recent studies show that repopulation is dependent on the local proliferation and clonal expansion of surviving microglia (Elmore et al., 2014; Zhan et al., 2019; Bruttger et al., 2015; Huang et al., 2018; Zhan et al., 2020; Mendes et al., 2021); thus, we refer to this type of repopulation as global microglial (GLOBAL) repopulation.

**Figure 1.**
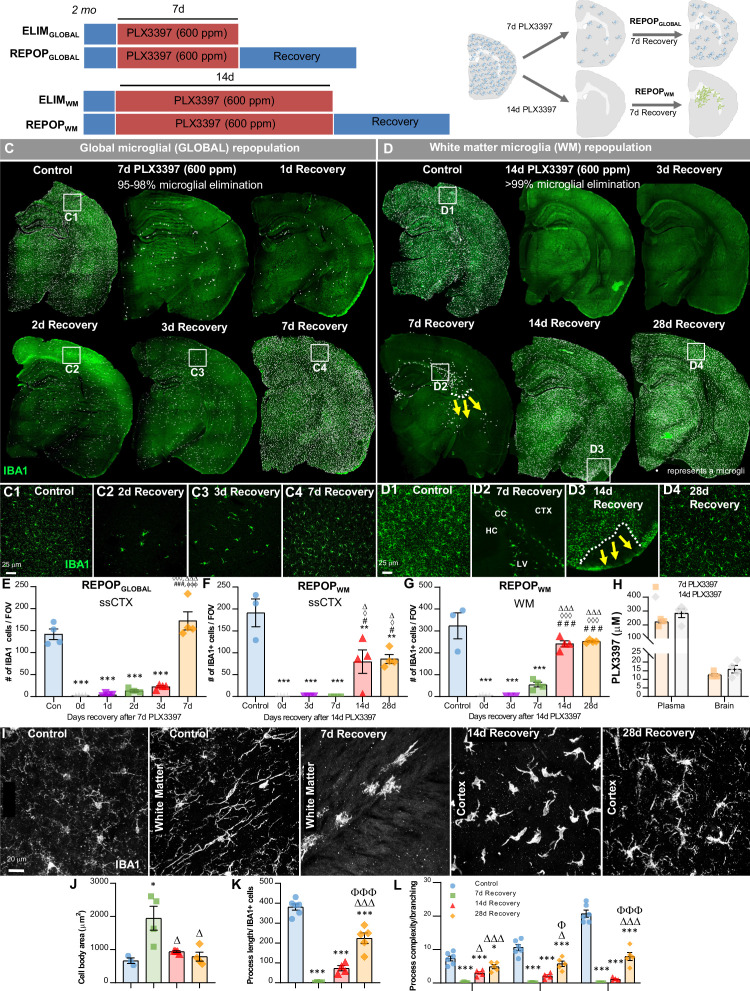
Sustained high dose of CSF1R inhibitor unmasks a distinct form of myeloid cell CNS repopulation. (**A–B**) Experimental paradigm and schematic depicting dose and duration of PLX3397 (600 ppm) treatment and subsequent inhibitor withdrawal allowing for global microglial (GLOBAL) and white matter microglia (WM) repopulation. For GLOBAL repopulation: 2-month-old wild-type (WT) mice were treated with 600 ppm of PLX3397 for 7 days, achieving ~90–98% brain-wide microglial depletion, with remaining microglia visibility dispersed throughout the brain parenchyma, and then placed on control diet for 7 days (7d recovery) allowing for microglial repopulation. At 7 day recovery, repopulating microglia reconstitute the brain from areas in which previously remaining microglia were deposited. For WM repopulation: 2-month-old WT mice were treated with 600 ppm of PLX3397 for 14 days, achieving 99.98% brain-wide microglial depletion, and then placed on control diet for 7 days allowing for microglial repopulation. At 7 day recovery, repopulating myeloid cells reconstitute the brain in specific neuroanatomical niches (e.g. ventricle, subventricular zone, white matter tracts, caudoputamen). (**C–D**) Representative immunofluorescence whole brain images of myeloid cells (IBA1, green) at each time point of treatment and recovery during GLOBAL (**C**) and WM (**D**) repopulation, with white dots superimposed over microglia. Due to the differential kinetics of these two forms of repopulation, repopulation (i.e. recovery) was evaluated at different timepoints, including initial stages with few cells, mid-repopulation, and full brain reconstitution. For GLOBAL repopulation: 2-month-old WT mice treated with control, 7 days of PLX3397 (7d PLX3397), 7 days of PLX3397 followed by 1 day on control diet (1d Recovery), 7 day of PLX3397 followed by 2 days on control diet (2d Recovery), 7 days of PLX3397 followed by 3 days on control diet (3d Recovery), and 7 days of PLX3397 followed by 7 days on control diet (7d Recovery). For WM repopulation: 2-month-old WT mice treated with control, 14 days of PLX3397 (14d PLX3397), 14 days of PLX3397 followed by 3 days on control diet (3d Recovery), 14 days of PLX3397 followed by 7 days on control diet (7d Recovery), 14 days of PLX3397 followed by 14 days on control diet (14d Recovery), and 14 days of PLX3397 followed by 28 days on control diet (28d Recovery). (C1–C4, D1–D4) Inserts of higher resolution confocal images of IBA1^+^ cells during repopulation. White dotted lines and yellow arrows highlight ‘wave’ edge and direction. (**E–G**) Quantification of IBA1^+^ cells per field of view (FOV) at each time point in cortical and white matter regions, respectively during GLOBAL (**E**) and WM (**F–G**) repopulation. (**H**) Pharmacokinetics analysis of PLX3397 levels in plasma and brain of mice treated with 7 day and 14 day PLX3397 (600 ppm). (**I**) Representative 63x immunofluorescence images of myeloid cells (IBA1, white) display morphological alterations. (**J–L**) Quantification of IBA1^+^ cell morphology: cell body area in the white matter tract (**J**), average process/filament length (**K**), and process complexity/branching (**L**) in the piriform cortex. Level 1–3+ indicates level of branching from the cell body. Data are represented as mean ± SEM (n=3–4). *p < 0.05, ** p < 0.01, *** p < 0.001; significance symbols represent comparisons between groups: (**E**) control *, 0d #, 1d ⋄, 2d Δ, 3d Φ; (**F–G**) control *, 0d #, 3d ⋄, 7d Δ. CC, corpus callosum; CTX, cortex; HC, hippocampus; LV, lateral ventricle. Figure 1—source data 1.Sustained high dose of CSF1R inhibitor unmasks a distinct form of myeloid cell CNS repopulation.

Here, we set out to examine CNS myeloid cell repopulation dynamics in the absence of remaining microglia in the brain. To accomplish this, we utilized a sustained high dose of PLX3397 (600 ppm) for 14 days. This treatment results in pharmacologically unprecedented microglial depletion, in which we observe no IBA1^+^ cells across whole brain sections (Figure 1A–B,D). Although PLX5622 is a CSF1R inhibitor (CSF1Ri) that is more active against CSF1R compared to other related kinases, studies in our lab have shown that high dose PLX3397 vs. high dose PLX5622 achieves higher CNS exposure and microglial depletion efficiency. Pharmacokinetic analysis of microglia-depleted brains at both 7d and 14d treatment of PLX3397 shows that PLX3397 levels remain the same in the CNS despite longer drug exposure (Figure 1H).

To explore the differential repopulation dynamics between these microglial elimination paradigms, we treated mice with PLX3397 for 14 days and then withdrew the inhibitor, allowing the CNS to recover for 3, 7, 14, and 28 days (Figure 1D,F–G), and compared it to GLOBAL repopulation (Figure 1C,E). At 3 day recovery following 14 day PLX3397 treatment, no IBA1^+^ cells are detectable in most brain sections. By 7 day recovery, IBA1^+^ cells appear, but are exclusively located near the lateral ventricle and in WM tracts lining the ventricles (Figure 1D2). By 14 day recovery, IBA1^+^ cells have spread throughout most of the CNS; however, some areas of the cortex (e.g. the piriform cortex) remain unoccupied (Figure 1D3). These areas display a distinct ‘wave’ of cells in adjacent unoccupied cortical areas (Figure 1D3). At 28 day repopulation, all brain regions are populated with IBA1^+^ cells, but absolute cell numbers remain 50% lower compared to microglia in control animals, as seen in somatosensory cortices (Figure 1D4, F). We subsequently refer to this form of repopulation as white matter microglia (WM) repopulation, due to its distinct characteristics from GLOBAL repopulation.

We have previously shown that within 14–21 days of GLOBAL repopulation, repopulating microglia not only attain similar densities to resident microglia, but also display similar morphologies, cell surface marker expression, gene expression profiles, and inflammatory responses to LPS (Elmore et al., 2014; Elmore et al., 2015; Elmore et al., 2018). In contrast, WM repopulating cells display larger cell bodies (Figure 1I–J) after 7 day recovery (which normalize by 14 day recovery), as well as reduced process/filament length (Figure 1I,K) and reduced process/dendrite branching and complexity (Figure 1I,L) compared to homeostatic microglia even after 28 days recovery.

### WM repopulation elicits a dynamic wave of repopulating proliferative myeloid cells

In GLOBAL repopulation, microglia repopulate the brain parenchyma in a homogeneous fashion, with repopulating cells displaying no preference for specific locations (Figure 1C). In contrast, WM repopulating cells first appear in precise ventricular and WM locations (Figure 1D2). To expand upon this initial observation, we sought to define the anatomical niches of this distinct form of repopulation and built a spatial heat map at three brain positions (Bregma 2.58 mm, 1.10 mm, −2.06 mm) along the rostral-caudal axis in brains of mice at 7 day recovery (Figure 2A). Throughout this axis, IBA1^+^ cells initially repopulate the brain within the caudoputamen, particularly in areas near the lateral ventricle and associated WM tracts. At rostral regions of the brain, cells are found within the rostral migratory stream (RMS), a projecting axonal tract from the SVZ to the olfactory bulb. In more caudal brain regions, repopulating cells are seen near the SVZ, caudoputamen, and corpus callosum. Subsequent analysis of the entire brain confirms the presence of these early repopulating cells in areas near the SVZ/ventricular zones, WM tracts, and caudoputamen.

**Figure 2.**
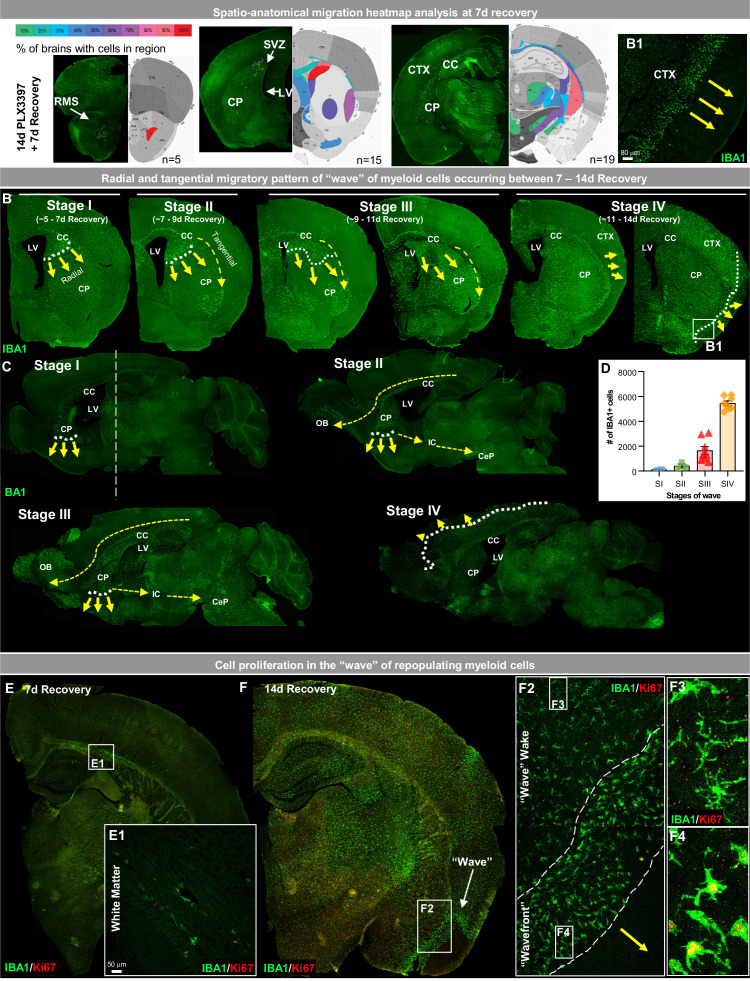
White matter microglia (WM) repopulation elicits a dynamic wave of repopulating proliferative myeloid cells. (**A**) Spatial heat map of WM repopulation at 7 day recovery in three brain positions (Bregma 2.58 mm, 1.10 mm, −2.06 mm) depicting % of brains with cells present in specific brain regions (n=5–19). (**B–C**) Immunofluorescence whole brain coronal (**B**) and sagittal (**C**) section images of IBA1^+^ cells (green) show a sequential time course of the ‘wave’ (see higher resolution image of wavefront in B1 insert) of myeloid cells filling the brain between 7 and 14 day recovery during WM repopulation. White dotted lines and yellow arrows indicate the edge and direction of the ‘wave’, highlighting the radial migratory patterns of WM repopulating cells. Yellow dashed arrows indicate the direction of the tangential migratory pattern of WM repopulating cells, mostly utilizing WM tracts. The straight white dashed line in C shows the Bregma position at which coronal sections were taken for B. (**E–F**) Representative immunofluorescence whole brain images of myeloid cells (IBA1, green) and proliferating cells (Ki67, red) at 7 (**A**) and 14 (**B**) day recovery. Insets show higher resolution of IBA1 and Ki67 colocalization in initially repopulating cells (A1) and in cells outside and inside the wavefront (B2-4). Data are represented as mean ± SEM (n=3–8). Figure 2—source data 1.White matter microglia (WM) repopulation elicits a dynamic wave of repopulating proliferative myeloid cells.

**Figure 2—figure supplement 1.**
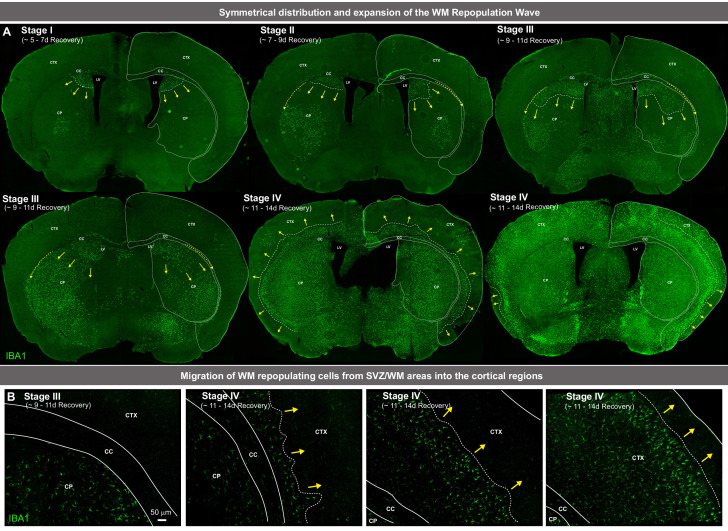
White matter microglia (WM) repopulation elicits a dynamic wave of repopulating proliferative myeloid cells. (**A**) Immunofluorescence whole brain coronal section images of IBA1^+^ cells (green) show the Stages (i.e. sequential time course), including the symmetrical distribution and expansion, of the ‘wave’ of repopulating myeloid cells that fill the brain during WM repopulation. White lines separate different brain regions: corpus callosum (CC), cortex (CTX), caudoputamen (CP), and lateral ventricle (LV). White dotted lines and yellow arrows indicate the edge and direction of the ‘wave’, highlighting the radial migratory patterns of WM repopulating cells. Yellow dashed arrows indicate the direction of the tangential migratory pattern of WM repopulating cells, mostly utilizing WM tracts. (**B**) Representative tile scan confocal images of the migration of WM repopulating IBA1^+^ cells (green) out of the WM tracts and into cortical regions. White dotted lines indicate WM boundaries.

Repopulating cells migrate in a radial and tangential fashion, initially filling the WM and caudoputamen before spreading out through the cortex in a dynamic wave between 7 and 14 day recovery (Figure 2B–C). Analysis of the migratory wave during this recovery time from Bregma 0.445 to Bregma −0.08 shows repopulating cell deposition appears to occur in stages, with symmetrical distribution and expansion (Figure 2—figure supplement 1A). At Stage I, cells are visible near the lateral ventricle at the intersection of the corpus callosum, caudoputmen, and SVZ and appear to migrate in a radial migration pattern from the ventricular zone into and filling the caudoputamen in an inferior direction. At this stage, cells also appear in WM tracts, specifically in the corpus callosum. At Stage II, cells begin to migrate in a tangential migration pattern utilizing WM tracts to migrate into WM areas or areas near WM tracts. At Stage III, repopulating cells continue to migrate in both a radial and tangential migratory pattern filling ~80–95% of the striatum, including the caudoputamen, lateral septal complex, and pallidum. It is also apparent that repopulating cells are restricted or unable to migrate past the WM tract or corpus callosum between the cerebral nuclei and cerebral cortex (Figure 2—figure supplement 1B). At Stage IV, the cells have broken through this WM tract barrier and migrate out in a radial migration pattern moving from the subcortical to the cortical plate (Figure 2B–D; Figure 2—figure supplement 1B). During Stages III-IV, patches of cortical microglial expansion are occasionally seen; however, the majority of proliferating/Ki67^+^ cells that contribute to WM repopulation are found in the wave rather than in cortical clusters of expanding microglia.

In contrast to the proliferative profile of previously described GLOBAL-repopulating microglia, in which remaining microglia proliferate throughout the brain to give rise to newly repopulating cells, proliferating WM repopulating myeloid cells are initially found near ventricles and WM tracts (Figure 2E and E1, Figure 2F–G). As the cells spread and migrate through the brain, proliferation remains localized within the cell ‘wavefront’ (Figure 2F, F and F4). Once out of the front (i.e. in the wake of the wave) IBA1^+^ cells appear to stop proliferating (i.e. Ki67^-^; Figure 2F3). This wave of proliferating cells is most apparent at Stage IV, led by a wavefront with an average width of ~100–150 µm of amoeboid and proliferating myeloid cells.

### Extensive CSF1R inhibition unveils the presence of CSF1Ri-resistant myeloid cell in the subventricular zone/white matter areas

Having demonstrated that 14 day PLX3397 (600 ppm) treatment and subsequent withdrawal results in reconstitution of the adult brain with a phenotypically distinct myeloid cell with unique tempo-spatial migratory patterns, we next sought to determine the source of these cells. To that end, we first confirmed the extent of microglial depletion with multiple myeloid markers, including microglial-specific P2RY12 and TMEM119 (Figure 3—figure supplement 1A–B), as well as in *Cx3cr1^CreERT2^* mice, to explore whether surviving cells were present but just downregulating myeloid markers. In these mice, YFP is permanently expressed in microglia following tamoxifen-inducible lineage tracing, illustrating that depletion is not due to a downregulation in microglial markers, but a loss of cells (Figure 3—figure supplement 1C). While in previous analyses, we observed no IBA1^+^ (including Cd11b^+^, P2RY12^+^, and TMEM119^+^) cells throughout the brains following 14 day PLX3397 treatment, we next conducted an examination throughout the entire brain along the rostral-caudal axis (i.e. every 6th section). With this extensive analysis, we observe a very small number of surviving IBA1^+^ cells in treated brains (~15 in 14 day treated PLX3397 brains vs. ~132,000 in control brains = 99.98% depletion; Figure 3—figure supplement 1D). Despite this, we describe the highest reported loss of microglial cells in the adult brain. Notably, these few cells (0.02% of cells) are seen exclusively in ventricular (i.e. SVZ) and adjacent WM areas (Figure 3A–D). These cells display a lack of canonical microglial markers, including P2RY12 and TMEM119, as well as distinct morphological profiles (Figure 3E–G). Examination of brains depleted for 3.5 month PLX3397 (600 ppm) revealed no further surviving cells in the WM/WVZ, suggesting that these cells eventually succumb to CSF1Ri (Figure 3—figure supplement 1F–H). These findings indicate that surviving SVZ/WM microglia may possess a different sensitivity to CSF1R inhibitors, possibly relying on other growth factors for survival, or that CSF1Ri kinetics in WM may be different to grey matter areas due to lipid abundance or inhibitor solubility in lipids. Reports show that the population of microglia residing in the adult SVZ and adjacent RMS display a distinct morphological profile with an amoeboid cell body and fewer/shorter branched processes and exhibit an activated phenotype, similar to WM repopulating cells (Ribeiro Xavier et al., 2015; Goings et al., 2006; Böttcher et al., 2019). Prior descriptions of myeloid cells found in the adult SVZ have found lower expression levels of the microglial-specific marker P2RY12 (Ribeiro Xavier et al., 2015). Here, we find repopulating cells are initially negative for both microglial-specific P2RY12 and TMEM119 surface markers, however, express these markers by 28 day recovery (Figure 3H–I, Figure 3—figure supplement 1E).

**Figure 3.**
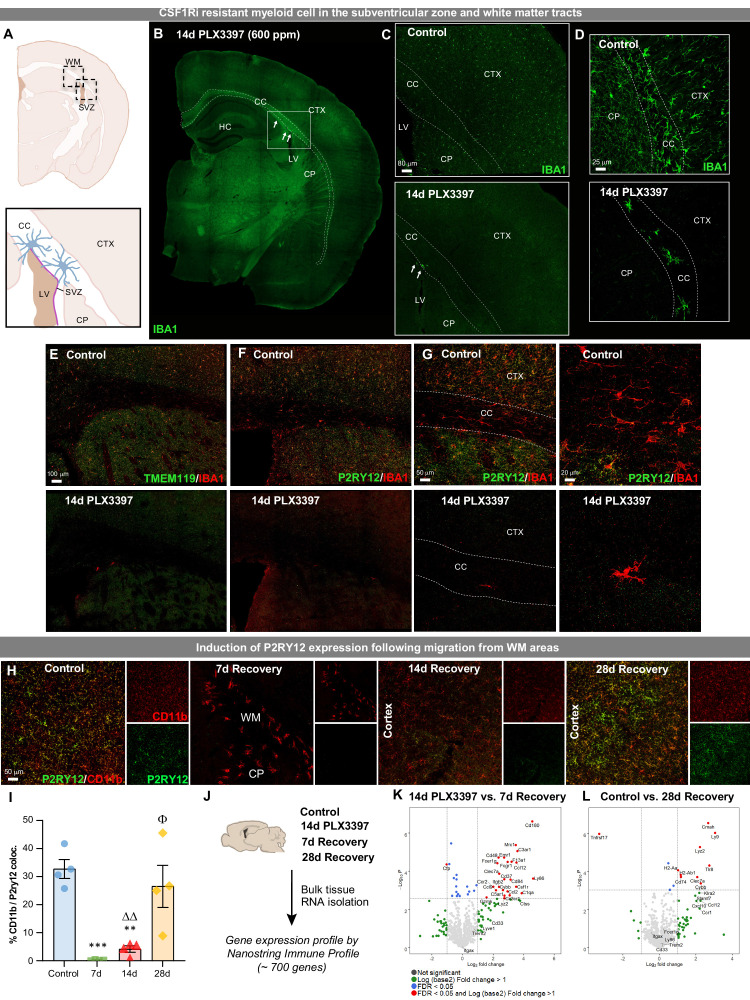
Extensive CSF1R inhibition unveils the presence of CSF1Ri-resistant myeloid cells in the subventricular zone and white matter tracts. Two-month-old WT mice treated with vehicle or PLX3397 (600 ppm in chow) for 14 days to evaluate extent of microglial depletion. (**A**) Brain section schematic of SVZ and WM areas where CSF1Ri-resistant myeloid cells are present following 14 day PLX3397 (600ppm in chow) treatment. (**B**) Representative whole brain slice image of CSF1Ri-resistant IBA1^+^ cells (white arrows) near the SVZ/WM areas (white box) surrounding the lateral ventricle. (**C–D**) Representative tile scan (**C**) and high-resolution confocal (**D**) images of control and 14 day PLX3397 mice showing the deposition of surviving SVZ/WM IBA1^+^ (green) cells in WM areas (white dotted lines). (**E–G**) Representative tile scan (**E–F**) and confocal immunofluorescence image of IBA1^+^ cells co-stained with microglial-specific markers TMEM119 (**E**) and P2RY12 (**F–G**) in control and 14 day PLX3397 mice, showing that CSF1Ri-resistant cells are TMEM119^-^ and P2RY12^-^. Higher resolution images illustrate atypical morphological profile of CSF1Ri-resistant cells. (**H**) Representative 20x images of myeloid cells (Cd11b, red) and P2RY12 (green). (**I**) Quantification of % colocalization of CD11b^+^ and P2RY12^+^ cells as seen in (**H**). (**J**) Control, 14 day PLX3397, 7 day recovery, and 28 day recovery mouse hemispheres were collected and analyzed for bulk-tissue gene expression changes using Nanostring Immune Profile. (**K–L**) Volcano plots displaying the fold change of genes (log2 scale) and their significance (y axis, -log10 scale) between 14 day PLX3397 depleted vs. 7 day recovery mice (**K**) and control vs 28 day recovery (**L**). Data are represented as mean ± SEM (n=3–5). *p < 0.05, ** p < 0.01, *** p < 0.001; significance symbols represent comparisons between groups: control *, 0d #, 3d ⋄, 7d Δ, 14d Φ. CC, corpus callosum; CP, caudoputamen; CTX, cortex; HC, hippocampus; LV, lateral ventricle; SVZ, subventricular zone; WM, white matter. Figure 3—source data 1.Extensive CSF1R inhibition unveils the presence of CSF1Ri-resistant myeloid cells in the subventricular zone and white matter tracts.

**Figure 3—figure supplement 1.**
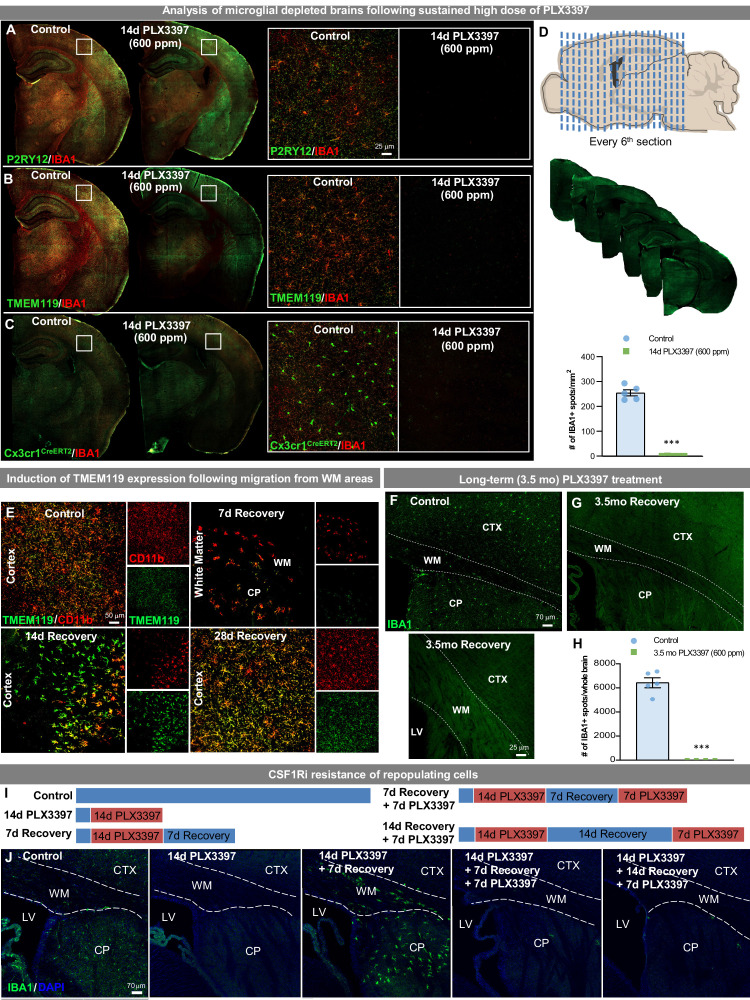
Extensive CSF1R inhibition unveils the presence of CSF1Ri-resistant myeloid cell in the subventricular zone/white matter areas. Two-month-old WT or *Cx3cr1^CreERT2^* mice were treated with vehicle or PLX3397 (600 ppm in chow) for 14 days to evaluate extent of microglial depletion. (**A–C**) Representative whole brain slice images of IBA1^+^ cells co-stained with microglial-specific markers P2RY12 (**A**) and TMEM119 (**B**), or YFP, to detect microglia or cells of *Cx3cr1* lineage (**C**), and ultimately microglial depletion efficiency. For *Cx3cr1* lineage tracing studies, *Cx3cr1^CreERT2^* mice were crossed with YFP reporter mice, treated with tamoxifen and then allowed to recover for 21 days prior to PLX3397 treatment. Inserts show 20x high-resolution images of brain regions highlighted by white boxes. (**D**) Total IBA1^+^ cells were quantified throughout the entire brain taking every 6^th^ section (i.e. stereology-style) along the rostral-caudal axis of 2-month-old mice treated for 14 days with PLX3397 (600 ppm in chow). (**E**) Representative 20x images of myeloid cells (Cd11b, red) and a microglial-specific marker (TMEM119, green). (**F–H**) Two-month-old WT mice were treated with vehicle or PLX3397 (600 ppm in chow) for 3.5 months. (**F–G**) Representative tile scan confocal images of IBA1^+^ (green) cells in control and 3.5 month PLX3397 mice. G1 is a higher resolution image showing the absence of SVZ/WM myeloid cells following prolonged CSF1Ri treatment. (**H**) Quantification of the number of IBA1^+^ cells in the whole brains of control and 3.5 month PLX3397-treated mice. (**I**) Experimental schematic depicting dose and duration of CSF1Ri resistance study. Two-month-old WT mice were placed on PLX3397 (600 ppm) for 14 days, allowed to recover for 7 or 14 days on control diet (allowing for WM repopulation), and then placed back on CSF1Ri diet (PLX3397 600 ppm) for 7 days. Controls, 14 day PLX3397, and 7 day Recovery were also included for comparison. (**J**) Representative immunofluorescent images of IBA1^+^ cell (green) and DAPI staining (blue, used to distinguish structures), showing the susceptibility of WM repopulating cells once migrated from SVZ/WM areas. White dotted lines illustrate WM areas. Data are represented as mean ± SEM (n=4–5). *** p < 0.001. CP, caudoputamen; CTX, cortex; LV, lateral ventricle; WM, white matter.

To gain insight into the transcriptional profile of these WM repopulating cells, we measured mRNA transcript levels from control, 14 day PLX3397-treated, 7 day recovery, and 28 day recovery whole brain hemispheres, using a Nanostring Immune Profiling panel (~700 immunology-related genes) (Figure 3J). Comparing 14 day PLX3397-treated brains (i.e. microglial-depleted) to 7 day recovery brains allowed us to explore the gene expression profile of the initial repopulating cells. This comparison revealed that the most upregulated genes in the 7 day recovery brain are involved in myeloid cell activation/priming, pathogen sensing, and monocyte-macrophage signaling (e.g. *Mrc1, C3ar1, Ccl12, Clec7a, Ccr2/Ccl2, Cybb,* and *Ccl9*), rather than homeostatic microglia signature genes (Figure 3K). In comparing 28 day recovery brains to controls, increased expression was detected in several genes associated with myeloid cell signaling (*Ccl8, Cmah, Ly9, Lyz2, Tlr8, C4b*), in particular, major histocompatibility complex I (*H2-D1*) and II (*H2-Aa, H2-Ab1, Cd74*) components and microglial priming (*Clec7a, Cybb*) (Figure 3L).

To explore whether WM repopulating microglia maintain resistance to CSF1Ri following their migration from the SVZ, we treated 7 and 14 day recovery mice for 7 days with PLX3397 (600 ppm) (Figure 3—figure supplement 1I). At both recovery times, the majority of cells were eliminated (Figure 3—figure supplement 1K) showing that WM repopulated cells are susceptible to CSF1Ri treatment and require CSF1R signaling for their survival. Together, these data provide evidence for the existence of a very small population of myeloid cells located in the SVZ and adjacent WM tracts that can uniquely survive 14 day PLX3397 high dose CSF1Ri treatment.

### WM repopulation occurs due to an unprecedented level of microglial depletion

To conclusively determine whether this unique form of repopulation occurs as a result of the unprecedented level of microglial depletion vs. a 14 day requisite CSF1Ri drug treatment, we utilized H2K-BCL2 mice, a transgenic mouse that overexpresses BCL2 in all hematopoietic cells (Domen et al., 1998). Similar to reports in Vav-Bcl2 mice (Askew et al., 2017), these mice display elevated microglial densities (Figure 4A). In H2K-BCL2 mice, 14 day treatment with PLX3397 (600 ppm) leads to a 61–95% elimination of microglia (Figure 4B–D). In line with this, a previous study has shown that overexpression of BCL2 in myeloid cells affords some resistance to tissue macrophage loss in Osteopetrotic (op/op) mice, a mouse lacking functional CSF1 (Lagasse and Weissman, 1997).

**Figure 4.**
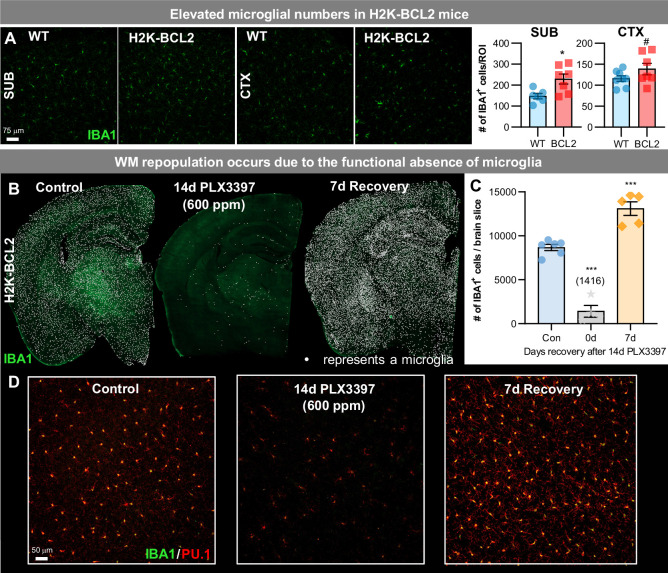
WM repopulation occurs due to an unprecedented level of microglial depletion. (**A**) Representative 20x immunofluorescence images of IBA1^+^ (green) cells in WT and H2K-BCL2 mice. Quantification of IBA1^+^ cells per region of interest (ROI) in subiculum (SUB) and cortex (CTX). (**B–D**) H2K-BCL2 mice were treated with PLX3397 for 14 days (600 ppm in chow), the drug was withdrawn, and then mice were provided with 7 days to recover, allowing for repopulation. (**B**) Representative whole brain images of IBA1^+^ (green) cells in control, 14 day PLX3397, and 7 day recovery mice, with white dots superimposed over microglia, showing incomplete microglial depletion leads to GLOBAL repopulation. (**C**) Quantification of IBA1^+^ cells per whole brain slice, as seen in (**B**). (**D**) Higher resolution images of IBA1^+^ (green) and PU.1^+^ (red), a myeloid cell marker, cells. Data are represented as mean ± SEM (n=4–6). # p < 0.1, *p < 0.05, *** p < 0.001. Figure 4—source data 1.WM repopulation occurs due to an unprecedented level of microglial depletion.

BCL2 is a major regulator of apoptosis, and enhanced *Bcl2* expression promotes the survival of cells of myeloid cells (Ogilvy et al., 1999), thus we postulate that BCL2 protection from cell death occurs through reduction in apoptosis. We and others have shown that CSF1Ri-induced microglial cell death is caspase-dependent (Elmore et al., 2014; Hagan et al., 2020); however, other mechanisms outside of apoptosis and necroptosis (Bohlen et al., 2017) could also play a contributing role (e.g. protease/autophagy). Importantly, subsequent withdrawal of CSF1Ri elicits GLOBAL repopulation, rather than WM repopulation (Figure 4B–D), indicating that WM repopulation occurs due to the unprecedented level of microglia depletion rather than drug treatment.

### WM repopulating myeloid cells derive from an existing *Cx3cr1+* cell source originating from the SVZ/WM area

Since repopulating cells first appear in the SVZ and the SVZ is a notable neurogenic/proliferative niche in the brain, we next stained sections containing the SVZ in control, 14 day PLX3397, 5 day and 7 day recovery groups for known precursor cell markers, as well as other cell lineage markers. Between 3 and 5 day recovery, repopulating cells transiently express NESTIN (92% of IBA1 cells were NESTIN^+^ at 5 day recovery; Figure 5A, Figure 5—figure supplement 1F), MASH1 (81% of IBA1 cells were MASH1^+^ at 5 day recovery; Figure 5B, Figure 5—figure supplement 1G), and TIE2 (50% of IBA1 cells were TIE2^+^ at 5 day recovery; Figure 5—figure supplement 1A,H), but are negative for GFAP (0% of IBA1 cells were GFAP^+^ at any timepoint during recovery; Figure 5—figure supplement 1B), DCX (0% of IBA1 cells were DCX^+^ during recovery; Figure 5—figure supplement 1C), OLIG2 (0% of IBA1 cells were OLIG2^+^ during recovery; Figure 5—figure supplement 1D), and SOX2 (0% of IBA1 cells were SOX2^+^ during recovery; Figure 5—figure supplement 1E) at all timepoints. Consequently, we performed lineage tracing using tamoxifen-inducible *Cre*-recombinases under control of the *Nestin* (*Nestin^CreERT2^*) and *Ascl* (*Ascl1^CreERT2^*, note: *Ascl1* encodes for MASH1) promoters, along with the myeloid cell-specific line (*Cx3cr1^CreERT2^*). *Cre* lines were crossed with YFP reporters for visualization of induced expression (Figure 5—figure supplement 2A). Tamoxifen was given immediately following PLX3397 treatment to track the lineage of repopulation cells, except for *Cx3cr1^CreERT2^* mice - which were given a 21 day washout period (i.e. tamoxifen was administered 21 days prior to PLX3397 treatment) to restrict labeling to resident vs short-lived peripheral myeloid cells (Goldmann et al., 2013). These studies revealed that repopulating cells do not originate from *Ascl1*^+^ (0% of IBA1 cells were YFP^+^ during recovery; Figure 5C) or *Nestin*^+^ (0% of IBA1 cells were YFP+ during recovery; Figure 5D) cell sources, despite their transient expression of these markers. Consistent with previous reports (Fonseca et al., 2017; Zhao et al., 2019), we found that the *Cre*-recombinase from the *Cx3cr1^CreERT2^* line is leaky in the absence of tamoxifen (8% of microglia express YFP in control brains and 12% of microglia express YFP during at 7 day recovery; Figure 5—figure supplement 2C–D). Despite this, we show that 94% of microglia in control brains expressed YFP (Figure 5—figure supplement 2C,B), 100% of surviving microglia expressed YFP following 14 days of PLX3397 (Figure 5—figure supplement 2C,B), and 95% of repopulating microglial cells expressed YFP at 7 day recovery (Figure 5—figure supplement 2B), thereby demonstrating that the majority of repopulating cells derive from a *Cx3cr1*^+^ cell source (Figure 5E). These repopulating cells exhibit a similar wave-like migration pattern, appearing first near ventricular areas and lastly in cortical regions (Figure 5—figure supplement 2G).

**Figure 5.**
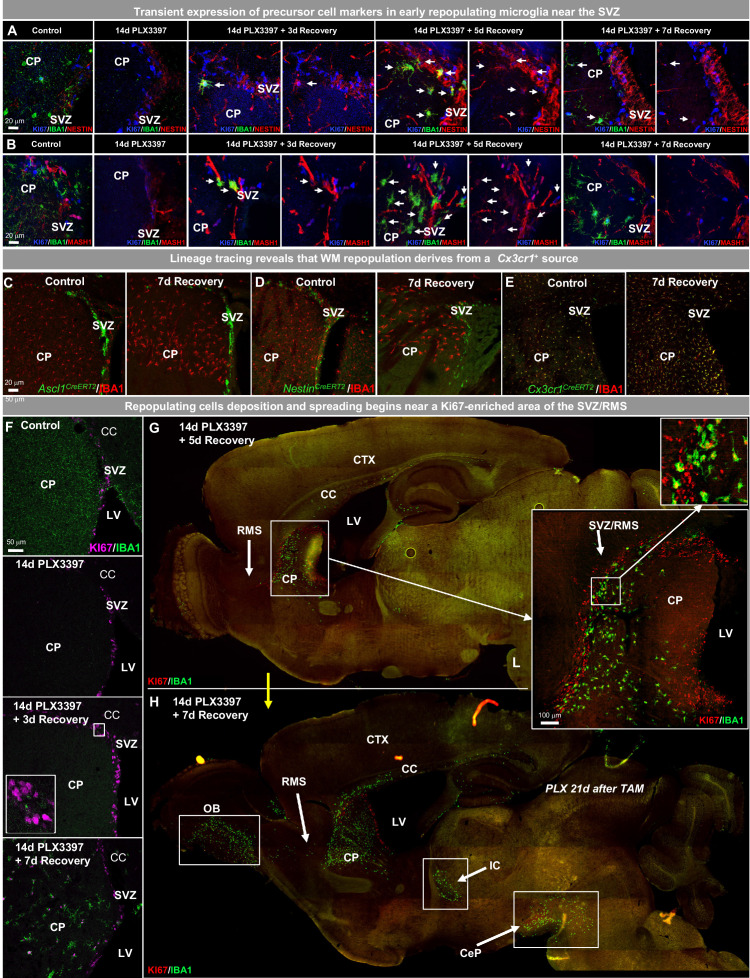
WM repopulating myeloid cells derive from an existing *Cx3cr1+* cell source originating from the SVZ/WM area. (**A–H**) Two-month-old WT mice were treated with PLX3397 (600 ppm) for 14 days, then allowed to recover without PLX3397 for 3, 5, and 7 days. (**A–B**) Representative 63x immunofluorescence images of proliferating (Ki67^+^, blue) myeloid cells (IBA1^+^, green) staining for positive for common cell lineage/precursor cell markers: NESTIN (red, **A**) and MASH1 (red, **B**) in the SVZ of control, 14 day PLX3397, 3 day recovery, 5 day recovery, and 7 day recovery mice. (**C–E**) CreER-directed lineage-specific labeling. In these mouse lines, tamoxifen-inducible Cre-recombinase is expressed under control of the promoter of interest. When activated by tamoxifen, the CreER fusion protein translocates to the nucleus allowing transient recombination to occur and, when crossed to a YFP reporter, visualization of induced expression via eYFP. (**C–D**) Representative 20x images of IBA1^+^ (red) and associated promoter-driven lineage-derived (YFP, green) cells in control and 7 day recovery Ascl1^CreERT2^/YFP (**B**) and Nestin^CreERT2^/YFP (**C**) mice. (**E**) Representative 20x images of IBA1^+^ (red) and Cx3cr1^+^ lineage derived (YFP, green) cells in control and 7 day recovery mice. (**F–H**) Representative coronal (**F**) and sagittal (**G–H**) brain images of IBA1^+^ (green) and Ki67^+^ (red, **B–C**) cells near SVZ/RMS regions between 5 and 14 days recovery. Inserts provide higher resolution images of cells near the SVZ/RMS proliferative site of repopulation, illustrating the spread of repopulating cells via WM/axonal tracts (i.e. RMS) between the CP and OB and between other WM regions (IC and CeP). CP, caudoputamen; CC, corpus callosum; CTX, cortex; LV, lateral ventricle; RMS, rostral migratory stream; SVZ, subventricular zone; OB, olfactory bulb; IC, internal capsule; CeP, cerebral peduncle. Figure 5—source data 1.WM repopulating myeloid cells derive from an existing Cx3cr1+ cell source originating from the SVZ/WM area.

**Figure 5—figure supplement 1.**
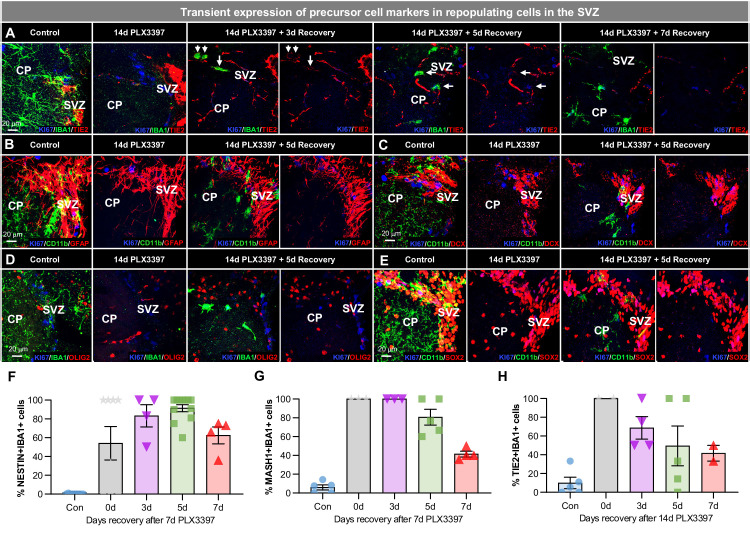
Early WM repopulating myeloid cells transiently express some precursor cell markers. (**A–E**) Representative 63x immunofluorescence images of proliferating (Ki67^+^, blue) myeloid cells (CD11b^+^ or IBA1^+^, green) staining for positive for common cell lineage/precursor cell markers: TIE2 (red, **A**), and negative for: GFAP (red, **B**), doublecortin (DCX, red, **C**), OLIG2 (red, **D**), and SOX2 (red, **E**) in the SVZ of control, 14 day PLX3397, 3 day recovery, 5 day recovery, and 7 day recovery mice. (**F–H**) Quantification of IBA1^+^ cells that co-stain with the precursor cell markers: NESTIN (**F**), MASH1 (**G**), and TIE2 (**H**). Data are represented as mean ± SEM (n=4–5). CP, caudoputamen; SVZ, subventricular zone.

**Figure 5—figure supplement 2.**
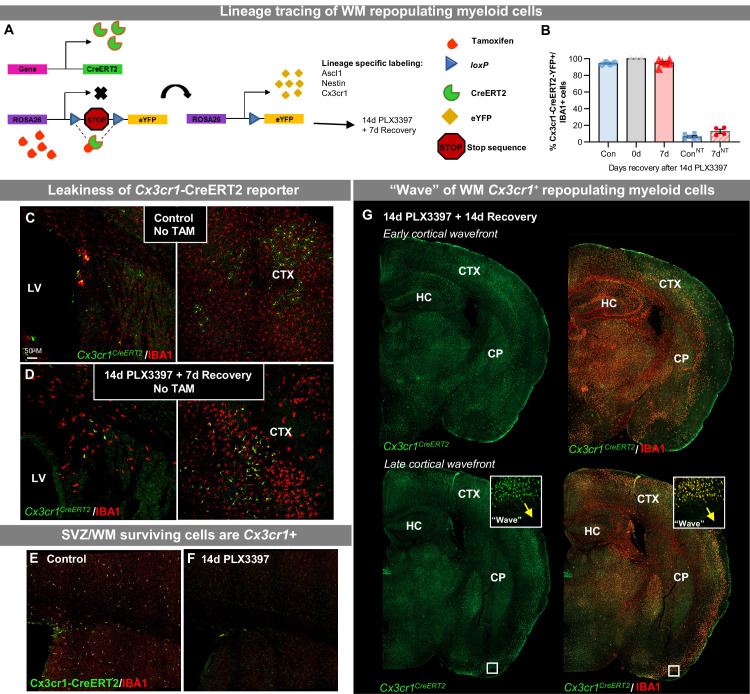
WM repopulating myeloid cells derive from an existing *Cx3cr1+* cell source originating from the SVZ/WM area. (**A–G**) CreER-directed lineage-specific labeling. (**A**) In these mouse lines, tamoxifen-inducible Cre-recombinase is expressed under control of the promoter of interest. When activated by tamoxifen, the CreER fusion protein translocates to the nucleus allowing transient recombination to occur and, when crossed to a YFP reporter, visualization of induced expression via eYFP. In this study, mice received 14 days of PLX3397 treatment 21 days following last tamoxifen injection. (**B**) Quantification of *Cx3cr1^CreERT2^*-YFP^+^IBA1^+^ cells in control, 14 day PLX3397, and 7 day recovery mice, in the presence and absence of tamoxifen treatment. (**C–D**) Representative images of *Cx3cr1^CreERT2^*-YFP^+^ (green) and IBA1^+^ (red) cells in control (**C**) and 7 day recovery (**D**) mice treated without tamoxifen. (**E**) Representative tile scan confocal images of *Cx3cr1^CreERT2^*-YFP^+^ (green) and IBA1^+^ (red) cells in control and 14 day PLX3397 mice. (**I**) Representative whole brain images of *Cx3cr1^CreERT2^*-YFP^+^ (green) and IBA1^+^ (red) cells in 14 day recovery mice, highlighting the ‘wave.’ CTX, cortex; CP, caudoputamen; HC, hippocampus; LV, lateral ventricle; SVZ, subventricular zone.

### The role of the SVZ/WM area in myeloid cell proliferation and migration signaling during early WM repopulation

In addition to the site of surviving CSF1Ri-resistant microglia, we next explored what role the SVZ/WM area plays in cell proliferation and the spatio-temporal expansion of repopulating cells during WM repopulation. Immunohistochemical analyses for IBA1 and Ki67 show that repopulating cells initially appear between 3 and 7 days recovery, with IBA1^+^/Ki67^+^ cells apparent within the SVZ and the adjacent caudoputamen by 7 days recovery (Figure 5F). Further evaluation of sagittal sections from mice at 5 day recovery confirms that repopulating cells first populate the parenchyma in the SVZ, specifically from a Ki67^+^-dense region located along the alpha arm of the SVZ (αSVZ) and posterior RMS (pRMS) (Figure 5G). These cells subsequently accumulate in the WM areas adjacent to the SVZ (i.e. the corpus callosum), caudoputamen, RMS, olfactory bulb, internal capsule, and cerebral peduncle before eventually filling the parenchymal grey matter (Figure 5H). The internal capsule connects the cerebral peduncle, caudoputamen, and RMS, while the RMS connects the SVZ to the olfactory bulb, providing anatomical pathways by which repopulating cells travel to specific brain locations. Of note, the aforementioned niches are the precise locations in which microglia initially colonize the developing brain (Ueno et al., 2013; Verney et al., 2010; Ginhoux et al., 2013). During the 14th – 17th week of gestation in the developing human brain, microglia are found near or within: the optic tract, the WM junction between the thalamus and internal capsule, and the junction between the internal capsule and the cerebral peduncle (Menassa and Gomez-Nicola, 2018). Furthermore, a recent study has shown that a second population of amoeboid CX3CR1-expressing microglia emerge from the ventricular zone at embryonic day 20 (E20) and infiltrate the corpus callosum during post-natal day 3–7 (P3-P7) (Nemes-Baran et al., 2020), corresponding to a similar postnatal timepoint and location as PAMs/ATMs identified via scRNA-seq (Hammond et al., 2019; Li et al., 2019).

To examine the transcriptional changes occurring in the SVZ during this early stage of WM repopulation, we micro-dissected the SVZ from control, 14 day PLX3397, and 5 day recovery mice, and performed bulk tissue gene expression analyses via RNA-seq (Figure 6A). 

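The SVZ libraries came from 15 mice: 5 control mice, 5 mice fed PLX3397 for 14 days, and 5 mice fed PLX3397 for 14 days and then returned to control chow for 5 days. The legend of Figure 6 gives n = 5, whereas the heatmap of Figure 6B shows 4 columns for 5 day recovery. The mice behind these columns are not named, so all 5 were used. PLX3397 inhibits the CSF1 receptor, on which microglia depend for survival, and was given in chow at 600 ppm. According to the methods, the authors prepared cDNA with the Smart-seq2 protocol, sequenced paired ends on a NextSeq500, aligned the reads to the mouse genome with STAR and counted them per gene with Rsubread. The labels of the samples describe another library protocol, from a commercial provider and with longer paired reads, for all 46 libraries, so the protocol is given here as the methods state it. The deposited values are FPKM, the reads of a gene divided by its length and by the size of the library, for 15695 genes listed by Entrez ID and symbol. The methods call the unit RPKM and keep protein coding and long non-coding RNA genes at 1 or more in at least 3 samples, but genes below that limit and of other types are still in the table. The expression limit was therefore applied here, which left 14151 genes, and the limit on gene types was not, except in an alternative that the closing section reports. Of the low genes, 95.7% had values that were whole multiples of the value of a single read. These steps, together with exon lengths from a GENCODE annotation, gave the number of reads behind each library. That number was 4.57 M to 9.52 M reads in control mice (median 5.80 M), 5.51 M to 10.6 M in 14 day PLX3397 mice (median 9.56 M) and 5.38 M to 9.67 M in 5 day recovery mice (median 8.24 M). The methods state around 10 M sequenced reads per sample, whereas the FPKM values use the totals recovered from the steps. At these depths, a single read on a gene of 2 kb corresponds to 0.0471 to 0.109 FPKM, so a gene listed at 0 can be present below this level. Log2(FPKM + 1) values of replicates of the same group correlated across genes with Pearson's r of 0.960 to 0.993 over 30 pairs of libraries, against 0.947 to 0.992 over 75 pairs from different groups (genes are not independent replicates). Groups were compared with limma on log2(FPKM + 1), with all 3 groups in a single fit, a trend of variance on expression and Benjamini-Hochberg adjustment, and DEGs are genes with an adjusted p under 0.05. Fold changes on this scale understate the change of genes with low FPKM. Each mean below is given ± SD over the 5 mice of a group, and each adjusted p comes from this limma fit.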

Gene expression data can be explored at http://rnaseq.mind.uci.edu/green/alt_repop_svz/gene_search.php. 

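After 14 days of PLX3397, 179 genes were differentially expressed in SVZ tissue compared to control, 8 higher and 171 lower. At 5 day recovery, 180 DEGs were found against the same control mice, 26 higher and 154 lower. Without replicate 3 of the 5 day recovery group, 330 DEGs were found in place of 180. Of the 180 DEGs, 79 also had a log2 fold change above 1 or below -1. Of the 14151 genes tested, the groups did not overlap in FPKM with control for 2.77% at 14 day PLX3397 and 3.10% at 5 day recovery, a separation that chance gives for 0.794%. The largest decreases at 14 day PLX3397 were in the complement genes *C1qa* (Entrez 12259), from 80.6 ± 11.8 to 0.116 ± 0.130 FPKM (log2 fold change -6.19, SE 0.14, adjusted p = 3.12e-14), and *C1qc*. *C1qc* (Entrez 12262) dropped from 74.5 ± 11.7 to 0.166 ± 0.275 FPKM (log2 fold change -6.03, SE 0.19, adjusted p = 7.45e-13). The cathepsin gene *Ctss* (Entrez 13040) was at 73.9 ± 10.7 FPKM in control, 0.351 ± 0.157 FPKM at 14 day PLX3397 (log2 fold change -5.79, adjusted p = 3.00e-13) and 3.73 ± 1.47 FPKM at 5 day recovery (log2 fold change -4.02, adjusted p = 4.98e-11). At 5 day recovery, the largest decreases besides *Ctss* were in *C1qb* (Entrez 12260), from 50.6 ± 8.85 to 1.93 ± 0.554 FPKM (log2 fold change -4.14, SE 0.16, adjusted p = 2.26e-11), and *P2ry12*. *P2ry12* (Entrez 70839) had a log2 fold change of -4.06 (SE 0.13, adjusted p = 5.02e-12). Among the rises, *Gfap* (Entrez 14580) encodes an intermediate filament of astrocytes. It was at 62.0 ± 10.3 FPKM in control, 135 ± 22.3 FPKM at 14 day PLX3397 (log2 fold change 1.11, adjusted p = 0.00127) and 168 ± 49.8 FPKM at 5 day recovery (log2 fold change 1.39, adjusted p = 0.000131). *C4b* (Entrez 12268) rose from 4.44 ± 0.526 to 12.8 ± 2.17 FPKM at 14 day PLX3397 (log2 fold change 1.33, SE 0.21, adjusted p = 0.00139). It is uncertain because its reads can be split with the near-identical *C4a*, and control replicate 3 stood apart at 5.35 FPKM. *Pstpip2* (Entrez 19201) rose from 2.91 ± 0.651 to 4.95 ± 0.914 FPKM (log2 fold change 0.61, SE 0.13, adjusted p = 0.0183). Its adjusted p rose above 0.05 in 4 of the fits that each left out a mouse, at most to 0.0649 without control replicate 3. The hemoglobin genes *Hba-a2* (Entrez 110257; 18.1 ± 5.17 to 55.2 ± 23.6 FPKM, log2 fold change 1.50, adjusted p = 0.00232) and *Hbb-bs* (Entrez 100503605; 6.62 ± 2.26 to 17.9 ± 6.12 FPKM, log2 fold change 1.30, adjusted p = 0.0144) rose at 5 day recovery. Both are uncertain, because each has a near-identical copy, and the adjusted p of *Hbb-bs* was 0.0546 without replicate 5 of the 5 day recovery group. Of the DEGs, 140 were shared by the 2 comparisons, all with the same direction, and 139 of these were lower. The comparisons share their control mice, and their log2 fold changes correlated across genes with r = 0.663. In 20 simulations of an unchanged group against the same controls, this correlation was 0.295 on average and 0.314 at most. The unchanged group had 0 DEGs in each simulation, so 0 could be shared, and the simulations do not bear on the shared DEGs. Of the 171 genes lower at 14 day PLX3397, the median gene was at 20.4% of control at that time and at 31.1% at 5 day recovery. Of these genes, 146 were higher at 5 day recovery than at 14 day PLX3397, 27 of them with an adjusted p under 0.05, and 3 were at least at the control level. The genes were chosen as low at 14 day PLX3397, so this count is not independent of that choice, and 139 were still DEGs lower than control at 5 day recovery.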

In comparing control vs. 5 day recovery, 227 DEGs were identified (FDR < 0.05) between the two groups (Figure 6B), with the majority being downregulated microglia-enriched/related genes, reflecting the reduced pool of myeloid cells in the CNS during the early stages of repopulation. Upregulated non-myeloid enriched DEGs in depleted vs. 5 day recovery mice (Figure 6B) consisted of genes implicated in cell cycle regulation (*Pak3, Swi5, Psmd11, Stat3*), DNA transcription/recombination/repair/expression (*Alyref2, Swi5, Zfp612, Zfp51, Thumpd1, Prmt5, Taok3, Psmd11, Tox, Stat3*), cell adhesion/migration/proliferation (*Pak3, Anxa1, Cadm1*) and development (*Gfap, Rab14, Zfp612*). 

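Between 5 day recovery and 14 day PLX3397, 46 DEGs were found in the SVZ, 41 higher at 5 day recovery and 5 lower. When only these groups entered the fit, their number was 29, and it was 23 without replicate 2 of the 14 day PLX3397 group and 86 without replicate 3 of the 5 day recovery group. The groups did not overlap in FPKM for 499 of all genes tested (3.53%), 298 higher and 201 lower at 5 day recovery. The largest rises were in the myeloid genes *Lyz2* (Entrez 17105; log2 fold change 2.33, SE 0.21, adjusted p = 1.46e-05), *C1qa* (log2 fold change 2.26, SE 0.14, adjusted p = 2.49e-07) and *Tyrobp* (Entrez 22177; log2 fold change 2.17, SE 0.18, adjusted p = 1.16e-05). *Tyrobp* was at 0.355 ± 0.243 FPKM at 14 day PLX3397 and at 5.13 ± 1.22 FPKM at 5 day recovery. The largest decreases were smaller. *Bzrap1* (Entrez 207777) dropped from 24.2 ± 2.30 to 14.4 ± 3.83 FPKM (log2 fold change -0.73, SE 0.14, adjusted p = 0.0327). *Fam53b* (Entrez 77938) dropped from 10.4 ± 1.23 to 6.42 ± 1.68 FPKM (log2 fold change -0.64, SE 0.13, adjusted p = 0.0499). *Cldn11* (Entrez 18417), a myelin gene, dropped from 316 ± 62.7 to 203 ± 25.9 FPKM (log2 fold change -0.63, SE 0.12, adjusted p = 0.0265). These adjusted p values rose above 0.05 in several fits that left out a mouse, at most to 0.102 for *Bzrap1* (without 14 day PLX3397 replicate 1), 0.141 for *Fam53b* (without replicate 4 of this group) and 0.0891 for *Cldn11* (without its replicate 2). Single 14 day PLX3397 mice stood apart from their group for *Bzrap1* (replicate 5, 20.2 FPKM) and *Fam53b* (replicate 4, 12.5 FPKM). The 15 non-myeloid genes that the text lists were all higher at 5 day recovery than at 14 day PLX3397, but 0 had an adjusted p under 0.05 over all genes tested. Adjusted over the list alone, 10 did, which is not independent evidence because the study chose the list on these mice. Over all genes, 2338 had an unadjusted p under 0.05 in this comparison. The smallest adjusted p was that of *Rab14* (Entrez 68365), at 123 ± 14.1 FPKM at 5 day recovery and 94.8 ± 5.57 FPKM at 14 day PLX3397 (log2 fold change 0.37, SE 0.08, adjusted p = 0.0585). This adjusted p was 0.0482 without replicate 1 and 0.0492 without replicate 3 of the 5 day recovery group. *Alyref2* (Entrez 56009) had a log2 fold change of 0.36 (SE 0.09, adjusted p = 0.107), *Zfp612* (Entrez 234725) of 0.40 (SE 0.11, adjusted p = 0.131), *Stat3* (Entrez 20848) of 0.17 (SE 0.08, adjusted p = 0.297) and *Tox* (Entrez 252838) of 0.18 (SE 0.12, adjusted p = 0.452). Compared to control, all 15 genes were higher at 5 day recovery and 13 were DEGs. Their number was 6 when only the groups compared entered the fit, 9 with quantile normalization or without the trend, and from 6 (without control replicate 3) to 14 (without 5 day recovery replicate 3) with a mouse left out. At 14 day PLX3397 all 15 were higher and *Gfap* was the only DEG. Of the 19 genes that Figure 6B shows highest at 5 day recovery, 18 passed the expression limit, all 18 were higher than at 14 day PLX3397 and 14 were DEGs (18 adjusted over the list alone). All 13 genes that Figure 6B shows lower at 5 day recovery were lower than at 14 day PLX3397, and 5 were DEGs (13 adjusted over the list alone). From the downregulated microglial genes at 5 day recovery, the paper reasons that they reflect the smaller pool of myeloid cells in the CNS early in repopulation.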

Gene ontology (GO) analysis of DEGs between control and 5d recovery SVZ tissue identified the following top four enriched pathways: *myeloid cell differentiation, leukocyte immunity, leukocyte activation, leukocyte chemotaxis and phagocytosis* (Figure 6C). Focusing on myeloid genes, *P2ry12*, *Siglech*, *Trem2*, *Cd33* and *Cx3cr1* were least enriched during initial repopulation, whereas *Ccl12*, *Cd52*, *Lyz2*, *Itgb2*, and *Cd84* were highly enriched (Figure 6D). 

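FPKM values of the 32 myeloid genes in Figure 6D were expressed as the percent of the control mean, per mouse. At 5 day recovery, the 32 genes averaged 19.5 ± 2.56% of control (n = 5), and at 14 day PLX3397 2.40 ± 1.03% (n = 5). *P2ry12* stood at 1.95 ± 0.818% of control at 5 day recovery, *Siglech* (Entrez 233274) at 2.91 ± 0.954%, *Trem2* (Entrez 83433) at 3.15 ± 2.04%, *Cd33* (Entrez 12489) at 4.27 ± 2.69% and *Cx3cr1* (Entrez 13051) at 4.75 ± 2.19%. In the order of all 32 genes from the lowest percent, these held places 1, 2, 4, 7 and 9. Their average, 3.41 ± 1.24%, was above the 0.655 ± 0.533% of 14 day PLX3397 mice (2-sided exact permutation test, p = 0.0159). *P2ry12* was already at 1.88 ± 0.777% of control at 14 day PLX3397, within the spread of its level at 5 day recovery. At 14 day PLX3397, *Siglech* was at 0.369 ± 0.826%, *Trem2* at 0.357 ± 0.797%, *Cd33* at 0.443 ± 0.990% and *Cx3cr1* at 0.223 ± 0.320%. *Trem2* fell from 22.9 ± 4.28 to 0.722 ± 0.467 FPKM compared to control (log2 fold change -3.82, SE 0.18, adjusted p = 2.85e-10), with control replicate 1 apart from its group at 15.5 FPKM. *Cx3cr1* fell from 23.2 ± 1.94 to 1.11 ± 0.509 FPKM (log2 fold change -3.56, SE 0.14, adjusted p = 3.03e-11). *Siglech* fell by 3.09 on the log2 scale (SE 0.10, adjusted p = 5.02e-12), and *Cd33*, at 1.96 ± 0.468 FPKM in control, fell by 1.43 (SE 0.11, adjusted p = 1.31e-07). At the other end, *Ccl12* stood at 131 ± 45.0% of control, *Cd52* (Entrez 23833) at 109 ± 32.1%, *Lyz2* at 65.4 ± 13.1%, *Itgb2* (Entrez 16414) at 26.0 ± 9.04% and *Cd84* (Entrez 12523) at 17.3 ± 10.7%. These held places 32, 31, 30, 27 and 26, with *Cd74* (60.9 ± 16.2%) and *C5ar1* (37.2 ± 11.2%) between *Itgb2* and *Lyz2*. Their average of 69.6 ± 10.2% was higher than the 5.26 ± 3.25% of 14 day PLX3397 mice (2-sided exact permutation test, p = 0.00794, the smallest that 5 mice against 5 allow) and lower than control (p = 0.0238 from the same exact test). The study named both sets of 5 genes from these mice, so their averages are not independent evidence. *Cd52* did not differ from control (2.84 ± 0.841 against 2.62 ± 0.778 FPKM, log2 fold change 0.08, SE 0.19, adjusted p = 0.851), and its sign changed without control replicate 3 (log2 fold change -0.02). It was higher than at 14 day PLX3397 (log2 fold change 1.44, adjusted p = 0.00167). *Lyz2*, at 8.00 ± 1.61 FPKM against 12.2 ± 1.86 FPKM in control, did not overlap with control but had an adjusted p of 0.210 (log2 fold change -0.57, SE 0.21). *Itgb2* remained below control (log2 fold change -1.18, adjusted p = 1.62e-05) and was higher than at 14 day PLX3397 (log2 fold change 0.73, adjusted p = 0.0171, but 0.0657 without 14 day PLX3397 replicate 2). *Cd84*, at 0.481 ± 0.187 FPKM in control, was under the expression limit and was not tested. Of the 30 genes of Figure 6D that could be tested, 28 were lower than control at 5 day recovery and 26 were DEGs (27 adjusted over the list alone). All 30 were higher than at 14 day PLX3397, and 18 of them were DEGs (24 adjusted over the list alone).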

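*Ccl12* (Entrez 20293), which encodes a monocyte chemoattractant, was listed at 0 FPKM in all 5 SVZ libraries of 14 day PLX3397 mice. At 5 day recovery it ranged from 0.856 to 2.31 FPKM, with a mean of 1.65 ± 0.568 FPKM (n = 5), and in control mice from 0.322 to 2.18 FPKM, with a mean of 1.26 ± 0.694 FPKM (n = 5). The rise from 14 day PLX3397 to 5 day recovery had an adjusted p of 0.00238 (limma), at most 0.0116 with a mouse left out, and no fold is given against a group listed at 0. On the log2(FPKM + 1) scale, *Ccl12* was number 10 of the 41 genes that rose between these groups, and with a pseudocount of 0.1 it was number 3 of 46. Compared to control, the difference at 5 day recovery was within the spread between mice (log2 fold change 0.26, SE 0.20, adjusted p = 0.506).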

To explore the biological relevance of these findings and the effect on early repopulation dynamics due to a loss in one of these important genes/signals, we administered an antibody against CCL12, the most highly upregulated gene during early WM repopulation (Figure 6E). Here, we show that neutralization of CCL12 results in a significant reduction in repopulating cell numbers at 7 day recovery, but not total distance of cell spreading (Figure 6F–H), indicating that this chemokine may play an important role in early repopulating cell proliferation or survival. Together, these data highlight the role of the SVZ and signaling during early WM repopulation.

**Figure 6.**
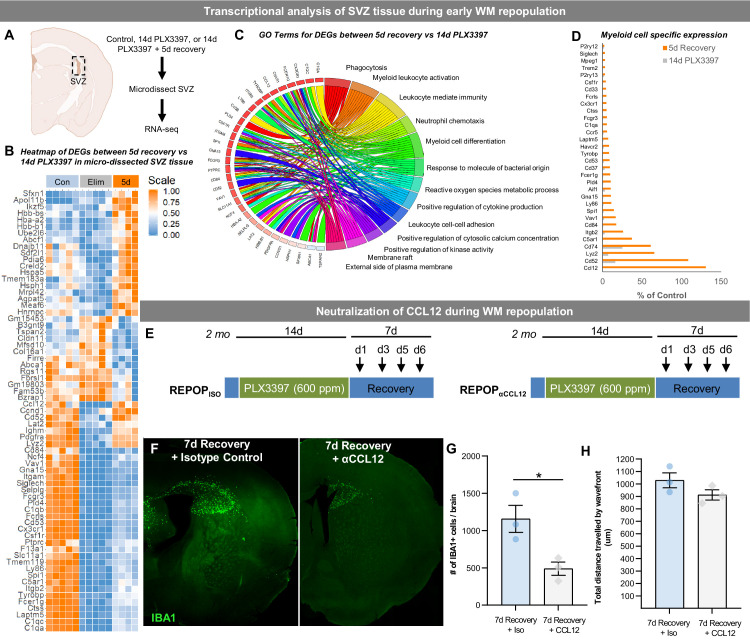
The role of the SVZ/WM area in myeloid cell proliferation and migration signaling during early WM repopulation. (**A–D**) Transcriptional analysis of SVZ tissue during early WM repopulation. (**A**) Bulk tissue RNA-seq analysis was performed on micro-dissected SVZ tissue from control, 14 day PLX3397, and 5 day recovery brains (n=5). (**B**) Heatmap of DEGs between 14 day PLX3397 (Elim) and 5 day recovery SVZ tissue. Gene expression data can be explored at http://rnaseq.mind.uci.edu/green/alt_repop_svz/gene_search.php. (**C**) Gene ontology chord plot of DEGs between control and 5 day SVZ tissue. (**D**) Plot highlighting expression (% of control) changes in myeloid-associated genes in depleted (14d PLX3397) and repopulated (5d recovery) SVZ tissue. (**E–H**) Neutralization of CCL12 during WM repopulation. (**E**) Experiment schematic of CCL12 neutralization study: 2-month-old WT mice were treated for 14 days with PLX3397 (600 ppm) and then placed on control diet for 7 days allowing for WM repopulation. Four i.p. injections were administered of anti-CCL12 antibody or goat IgG (Isotype control) at 1 day recovery, 3 day recovery, 5 day recovery, and 6 day recovery. (**F**) Representative whole brain images of IBA1^+^ cell (green) deposition following treatment. (**G–H**) Quantification of number of total IBA1^+^ cells and total distance traveled by IBA1^+^ wavefront in (**F**). Total distance was calculated by measuring the length from the ventricular edge of SVZ to the leading edge of the IBA1^+^ cell wavefront. Figure 6—source data 1.The role of the SVZ/WM area in myeloid cell proliferation and migration signaling during early WM repopulation.

### WM repopulating cells do not derive from the periphery

Our data show that extensive microglial depletion results in repopulation of the adult brain from myeloid cells that originate from SVZ/WM areas and utilize WM ‘highways’ to spread throughout the brain before filling the cortex in a distinctive wave-like pattern. As WM repopulating cells maintain distinct phenotypes from microglia, even after extended periods of time in the brain, we concluded that either (1) surviving SVZ/WM myeloid cells represent a distinct myeloid cell type with the capacity to spread and fill the empty microglial brain niche, or (2) extensive microglial depletion stimulates an influx of peripheral cells, which enter near the ventricles and then spread throughout the brain maintaining distinct profiles to their microglial counterparts. Indeed, previous studies have shown that under certain conditions (e.g. in an empty microglial niche) induced by microglial depletion, peripheral myeloid cells can infiltrate and serve as the source for microglial repopulation in the brain parenchyma (Varvel et al., 2012; Lund et al., 2018; Cronk et al., 2018; Paschalis et al., 2018). Thus, we reasoned that repopulation could be occurring from peripheral sources and undertook several complementary experimental approaches to explore this.

The choroid plexus is a major route of cellular entry into the CNS (Ge et al., 2017), thus we explored the contribution of this site to WM repopulation. Here, we observe that choroid plexus myeloid cells do not repopulate until 14 days recovery, despite the appearance of myeloid cells in the adjacent brain parenchyma (Figure 7A–B). Utilizing *Cx3cr1*^GFP/+^/*Ccr2*^RFP/+^ mice, in which CCR2^+^ cells (mainly monocytes) express RFP, we show that WM repopulating cells are CCR2/RFP^-^, or not a result of the infiltration of CCR2^+^ monocytes (Figure 7—figure supplement 1A–C). A recent study has posited that CSF1R inhibition suppresses CCR2^+^ monocyte progenitor cells and CX3CR1^+^ BM-derived macrophages (among other BM populations) and that these populations do not recover after cessation of CSF1R inhibition (Lei et al., 2020). In this study, we evaluated the effects of 14 day PLX3397 600 ppm treatment on peripheral myeloid cells, including CCR2^+^ and CX3CR1^+^ myeloid cells, and BM myeloid precursors (Figure 7—figure supplement 1D–F). Here, we observe an expansion, not suppression, of HSCs, common myeloid progenitors (CMPs), and granulocyte/monocyte progenitors (GMPs) following CSF1R inhibition and/or recovery (Figure 7—figure supplement 1F). However, these changes do not result in significant changes to blood or spleen myeloid cell populations (Figure 7—figure supplement 1D–E). CCR2/CCL2 signaling is implicated in many neuropathologies with peripheral cell CNS infiltration (Chu et al., 2014), however, we show that CX3CR1 and CCR2 KO in *Cx3cr1*^GFP/GFP^/*Ccr2*^RFP/RFP^ mice elicits no alterations in WM repopulation (Figure 7C–D) indicating that this form of repopulation is not dependent on these signaling axes. We further explored the CCR2/CCL2 signaling axis using *Ccl2*^-/-^ mice. Interestingly, we found that a lack of *Ccl2* conveyed resistance to CSF1Ri-induced microglial death, with 14 day PLX3397 treatment only eliminating ~90–95% of microglia (Figure 7—figure supplement 1G–H). As a result, GLOBAL repopulation was observed in these mice rather than WM repopulation. In combination with findings from H2K-BCL2 mice, these data confirm that >99% microglial elimination is a requirement for WM repopulation, which may not be achieved by 14 day PLX3397 treatment under certain conditions.

**Figure 7.**
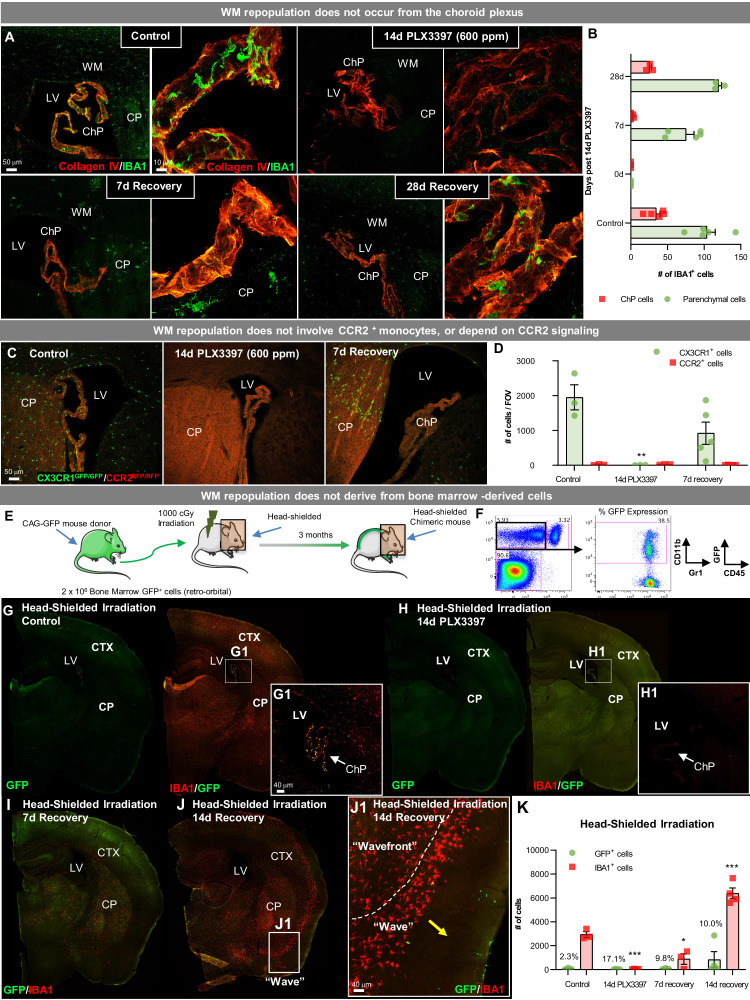
WM repopulating cells do not derive from the periphery. (**A**) Representative immunofluorescence 10x (**A**) and 63x (**B**) images of IBA1^+^ cell deposition within the choroid plexus (labeled with Collagen IV) in control, 14 day PLX3397, 7 day recovery, and 28 day recovery mice. (**B**) Quantification of IBA1^+^ cell deposition in the choroid plexus and parenchymal space. (**C, D**) Sustained microglial depletion and WM repopulation in *Cx3cr1*^GFP/GFP^/*Ccr2*^RFP/RFP^ (i.e., *Cx3cr1* and *Ccr2* KO). Representative immunofluorescence images (**C**) and quantification of the number (**D**) of CX3CR1-GFP^+^ (green) and CCR2-RFP^+^ (red) cells in control, 14 day PLX3397, and 7 day recovery mice (n=3–5). (**E**) Experimental paradigm: Schematic depicting generation of BM GFP^+^ chimeras, achieved by head-shielded (HS) irradiation and transplantation of donor GFP^+^ BM cells. After 3 months, mice were treated for 14 days with PLX3397 and then allowed to recover for 7 or 14 days on control diet. (**F**) FACS gating strategy to determine % chimerism in BM GFP^+^ chimeras achieved by head-shielded irradiation. (**G–J**) Representative whole brain images of GFP^+^ (green) and IBA1^+^ (red) cell deposition in HS irradiated control (**G**), 14 day PLX3397 (**H**), and mice following 7 (**I**) and 14 day recovery (**J**). (J1) Higher resolution images of repopulating cell wavefront seen in HS chimeras during WM repopulation. (**K**) Quantification of number of GFP^+^ and IBA1^+^ cells treated HS irradiated mice. % above bar graph indicates %GFP^+^IBA1^+^/IBA1^+^ cells. Data are represented as mean ± SEM (n=3–7). *p < 0.05, ** p < 0.01, *** p < 0.001. CTX, cortex; CP, caudate putamen; LV, lateral ventricle; ChP, choroid plexus; WM, white matter. Figure 7—source data 1.WM repopulating cells do not derive from the periphery.

**Figure 7—figure supplement 1.**
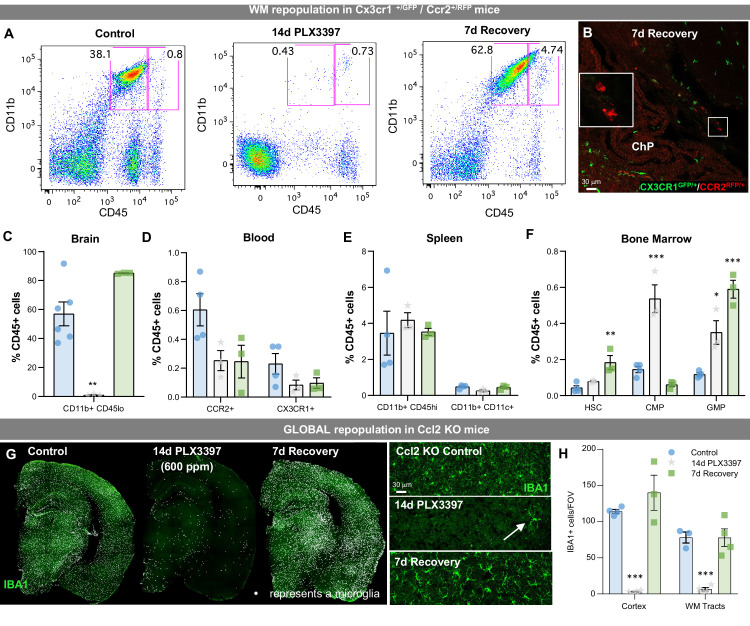
Evaluation of peripheral cell dynamics and CCL2 signaling in WM repopulation. (**A–F**) Sustained microglial depletion and WM repopulation in Cx3cr1^GFP/+^CCR2^RFP/+^mice. (**A**) Flow cytometry gating strategy for identifying microglial (CD11b^+^CD45^lo^) cells in the brain. (**B**) Representative immunofluorescence image of CX3CR1^+^ (green) and CCR2^+^ (red) cells in 7 day recovery mice. WM repopulation is apparent and no CCR2+ cells are present in the brain parenchyma. CCR2^+^ cells are only found in the choroid plexus (see insert), indicating that repopulating cells do not derive from CCR2^+^ (a common marker for peripheral myeloid cells or monocytes) cells. (**C–F**) Quantification of the impact of treatment on microglia in the brain (**C**) and distinct myeloid or myeloid precursor cell subsets in the blood (**D**), spleen (**E**), and bone marrow (**F**). (**G–H**) Ccl2 KO mice were treated with PLX3397 for 14 days (600 ppm in chow), the drug was withdrawn, and then mice were provided with 7 days to recover, allowing for repopulation. (**G**) Representative whole brain images of IBA1^+^ (green) cells in these animals, showing incomplete microglial depletion leads to GLOBAL repopulation. Inserts show higher resolution images of IBA1+ (green) cells. (**H**) Quantification of the average number of IBA1^+^ cells per FOV in the cortex and white matter tract of control, 14 day PLX3397 (600 pm), and 7 day recovery mice. Data are represented as mean ± SEM (n=3–4). *p < 0.05, **p < 0.01, ***p < 0.001. ChP, choroid plexus; HSC, hematopoietic stem cell; CMP, common myeloid progenitor; GMP, granulocyte-macrophage progenitor.

Next, we utilized bone marrow (BM) chimeric mice to further determine whether repopulating cells originate from a peripheral source (i.e. non-CCR2+ monocytes or other BM-derived cells). Two-month-old wild-type mice underwent head-shielded (HS) irradiation, followed by retro-orbital administration of GFP^+^ donor BM cells and 12 weeks of recovery for immune system reconstitution (Figure 7E–F). Previous studies have shown that CNS infiltration can occur from the BM upon exposure to head irradiation and consequent BBB permeability (Eglitis and Mezey, 1997; Priller et al., 2001; Mildner et al., 2007). With HS irradiation, however, no GFP^+^ cells were visible in the parenchyma of control chimeric mice (Figure 7G,K), confirming that under normal conditions circulating peripheral cells do not enter the brain. GFP^+^ cells were visible in the choroid plexus of control HS chimera (Figure 7G1), consistent with their partial turnover by circulating BM-derived cells (Kierdorf et al., 2019). Fourteen-day PLX3397 eliminated all myeloid cells in HS-irradiated brains (Figure 7H,K). By 7 day recovery, WM repopulation was apparent in HS-irradiated chimeric mice, however, IBA1^+^ cells were GFP^-^ (Figure 7I–K), thus ruling out peripheral BM-derived cells as the source of this form of microglial repopulation. At 14 day recovery, the wave of repopulating myeloid cells was visible in the cortex, as seen in WT mice (Figure 7J and J1). It should be noted that since parenchymal repopulating IBA1^+^ cells were GFP^-^ in HS chimeric mice, these data provide strong evidence that BM-derived cells, including choroid plexus macrophages - which are GFP^+^ in HS chimeric control mice - do not contribute to WM repopulation. Together, these data indicate that surviving SVZ/WM myeloid cells serve as the major source of this unique form of CNS myeloid cell repopulation.

### Repopulating myeloid cells are transcriptionally distinct and mount a differential response to inflammatory stimulus compared to homeostatic microglia

We next sought to gain insight into the transcriptional profile of WM repopulating cells once in residence in the brain. In addition, we also investigated whether phenotypic and transcriptional alterations translated into functional consequences and thus explored their response to immune challenge, via LPS administration (Figure 8A). Here, we performed RNA sequencing (RNAseq) on FACS-sorted CD11b^+^CD45^int^ control and 28 day recovery cells at 6 and 24 hr following LPS-induced immune challenge (Figure 8A, Figure 8—figure supplement 1A). 

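The sorted-cell experiment has 24 libraries of CD11b+CD45 int cells, the gate used for microglia, from whole hemispheres. They are control microglia at 0 hr (n = 3), 6 hr (n = 5) and 24 hr (n = 4) after LPS, and WM repopulating cells at each of these times (n = 4 each). WM repopulating cells came from mice fed PLX3397 at 600 ppm for 14 days and then allowed 28 days of recovery. LPS, a component of the bacterial cell wall that triggers an innate immune response, was given at 0.33 mg/kg, and 0 hr mice received none. The authors made the FPKM table of 15285 genes in the way described for the SVZ tissue, and 12684 genes passed the expression limit. Whole-read steps were found for 98.8% of the low genes, and exon lengths were used with them as for the SVZ tissue. They gave 6.42 M to 6.89 M reads per library in control microglia at 0 hr (median 6.72 M), 5.24 M to 7.17 M at 6 hr (median 6.39 M) and 6.11 M to 8.50 M at 24 hr (median 8.05 M). For WM repopulating cells the totals were 6.32 M to 7.79 M reads at 0 hr (median 7.58 M), 6.21 M to 7.80 M at 6 hr (median 6.86 M) and 6.42 M to 10.4 M at 24 hr (median 7.90 M). A read on a gene of 2 kb is worth 0.0482 to 0.0955 FPKM in these libraries. All 6 groups entered a single limma fit, and the differences between WM repopulating cells and control microglia at each time, the response to LPS within each, and the difference between these responses were tested in it. DEGs between WM repopulating cells and control microglia at 0 hr also have a log2 fold change above 1 or below -1, the limit the paper gives with Figure 8B. The cells of each library are a sorted pool, so genes of other cell types can reach the table through a small number of sorted cells, and neutrophil genes such as *S100a8* were found in each of the 24 libraries.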

For controls, cells were also collected from mice that did not receive LPS, referred to as 0 hr post LPS. Flow cytometry analysis of CD11b^+^CD45^int^ cells collected at 28 day recovery shows that these repopulating cells exhibit higher CD45 and CD11b intensities compared to control microglia at baseline. Control microglia show increased CD45 and CD11b in response to LPS, while repopulated cells do not change (Figure 8—figure supplement 1B–C).

**Figure 8.**
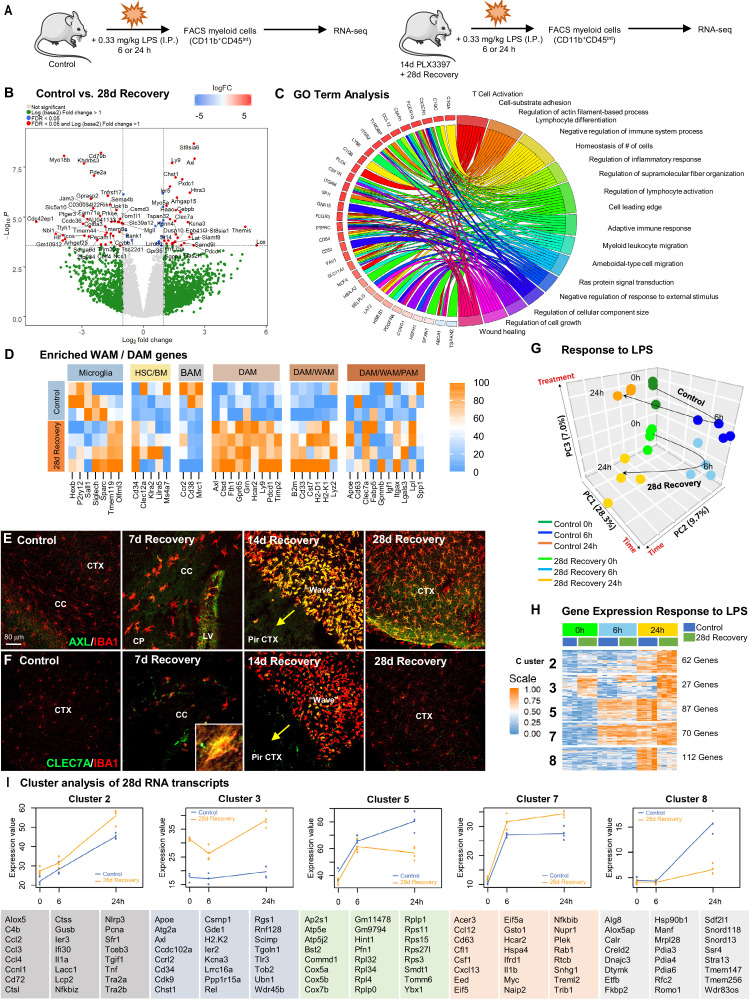
Repopulating myeloid cells are transcriptionally distinct and mount a differential response to inflammatory stimulus compared to homeostatic microglia. (**A**) Two-month-old WT control or 28 day recovery mice were given intraperitoneal injections of either PBS or LPS (0.33 mg/kg) and then collected at 6 or 24 hr post injection. Controls, which were mice that did not receive LPS, are referred to as 0 hr post LPS. Myeloid cells were extracted from whole brain hemispheres, isolated using FACS gating for CD11b^+^CD45^int^ and processed for RNA-seq. (**B**) Volcano plots displaying the fold change of genes (log2 scale) and their significance (y axis, -log10 scale) between control vs. 28 day recovery mice. (**C**) Gene ontology chord plot of DEGs between control and 28 day recovery myeloid cells. (**D**) Heatmap showing expression of genes enriched in DAM, HSC/BM-derived cells, canonical microglia, BAM, PAM, and WAM signatures in control and 28 day repopulating myeloid cells. (**E–F**) Representative immunofluorescence 20x images of IBA1^+^ (red) and AXL^+^ (green, **I**) or CLEC7A^+^ (green, **J**) cells shown in areas with high repopulating cell deposition in control, 7, 14, and 28 day recovery mice. (**G**) Principal component analysis plot of extracted control and 28 day recovery cells, across time (0 hr, 6 hr, 24 hr) and treatment (+/- LPS), depicting the separation of groups into six clusters. (**H**) Heatmap of selected time-series cluster analysis of control and 28 day recovery cells. Provided number indicates number of genes per cluster. (**I**) Time-series cluster analysis of control vs. 28 day recovery myeloid cell response (during WM repopulation) to LPS challenge following 14 day PLX3397 (600 ppm in chow; from H). Clusters showing distinct responses to LPS between control and 28 day WM repopulated cells, across time, were plotted as eigengene values, along with the top represented genes within each cluster. Data are represented as mean ± SEM (n=3–5). *p < 0.05, ** p < 0.01, *** p < 0.001. CP, caudoputamen; CC, corpus callosum; CTX, cortex; LV, lateral ventricle; PirCTX, piriform cortex. Gene expression data can be explored at http://rnaseq.mind.uci.edu/green/alt_repop_lps/gene_search.php. Figure 8—source data 1.Repopulating myeloid cells are transcriptionally distinct and mount a differential response to inflammatory stimulus compared to homeostatic microglia.

**Figure 8—figure supplement 1.**
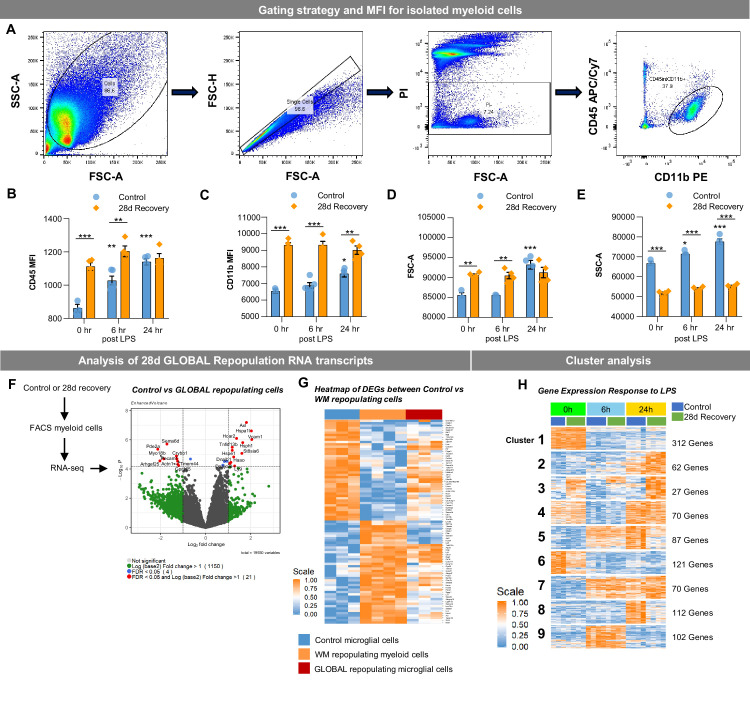
WM repopulating myeloid cells are transcriptionally distinct from homeostatic microglia. (**A**) FACS gating strategy for CD11b^+^CD45^int^ myeloid cells isolated from half brains. (**B–C**) Quantification of CD45 and CD11b intensities of extracted myeloid cells, respectively. (**D–E**) Quantification of forward- and side- scatter values of extracted myeloid cells, respectively. (**F–G**) Two-month-old WT mice treated with vehicle (blue) or PLX3397 (600 ppm in chow) for 7 or 14 days to stimulate GLOBAL (red) and WM (orange) repopulation, respectively. Microglia were isolated via FACS at 28 days recovery, RNA was extracted, and gene expression analysis was performed using RNA-seq. (**F**) Volcano plots displaying the fold change of genes (log2 scale) and their significance (y axis, -log10 scale) between control vs. GLOBAL repopulation microglia in 28 day recovery mice. (**G**) Heatmap of identified differentially-expressed genes (DEGs) between control vs. 28 day myeloid cells following 14 days of PLX3397 (600 ppm in chow; from Figure 2F), showing distinct expression patterns in control (blue), WM repopulated cells (orange), and GLOBAL repopulated cells (red). (**H**) Heatmap of full time-series cluster analysis of control and 28 day recovery cells. Provided number indicates number of genes per cluster. Data are represented as mean with individual data points (n=3).

RNA was extracted from FACS-sorted CD11b^+^CD45^int^ cells and RNA-seq analysis was performed to establish a high-resolution transcriptome profile of these cells in the absence and presence of LPS. Gene expression data can be explored at http://rnaseq.mind.uci.edu/green/alt_repop_lps/gene_search.php. Unlike GLOBAL repopulation, in which control and repopulating cells display few transcriptional differences (25 DEGs in GLOBAL vs. control Figure 8—figure supplement 1F–G), we identified 69 DEGs in WM repopulated myeloid cells compared to control microglia in the absence of LPS (logFC > 1, FDR > 0.05; Figure 8B). 

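The GLOBAL repopulation experiment was sequenced separately from the WM experiment. It has 7 libraries of sorted CD11b+CD45 int cells: 4 from control mice and 3 from mice fed PLX3397 for 7 days and then allowed 28 days of recovery. After this shorter treatment, the brain is repopulated from microglia that remain. The legend of Figure 8—figure supplement 1 gives n = 3, and the samples behind it are not named, so all 7 libraries were used. The authors' FPKM table for this experiment lists 19930 genes, and 16651 passed the expression limit. Its whole-read steps were found for 99.7% of the low genes. With exon lengths as for the SVZ tissue, they gave 2.21 M to 4.86 M reads per library in control (median 3.01 M). In GLOBAL repopulation they gave 2.71 M to 5.37 M reads (median 3.10 M), and a read on a gene of 2 kb is worth 0.0931 to 0.227 FPKM. Replicates of the same group correlated across genes with r of 0.950 to 0.973 over 9 pairs, and libraries of different groups with r of 0.948 to 0.967 over 12 pairs. The table was normalized separately from that of the WM experiment, and no value of the control libraries is shared between them, so each experiment was tested against its own controls.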

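At 0 hr, 99 DEGs were found between WM repopulating cells (n = 4) and control microglia (n = 3), 60 higher and 39 lower in WM repopulating cells. With the adjusted p alone and no limit on the fold change, the number was 154, of which 91 were higher. Of the 12684 genes tested, the groups did not overlap for 1727 (13.6%), 965 higher and 762 lower, where chance gives 5.71%. The largest rise was that of *Axl* (Entrez 26362), a receptor tyrosine kinase, with a log2 fold change of 2.31 (SE 0.29, adjusted p = 0.000180). *Bcl2a1d* (Entrez 12047) rose from 1.93 ± 0.657 to 12.8 ± 2.18 FPKM (log2 fold change 2.25, SE 0.35, adjusted p = 0.00118), which is uncertain because near-identical copies of this gene can share its reads. *Pdcd1* (Entrez 18566) was 28.7 ± 5.07 FPKM in WM repopulating cells and 5.70 ± 3.03 FPKM in control microglia (log2 fold change 2.23, SE 0.51, adjusted p = 0.0277), with an adjusted p of 0.144 without control replicate 2. *Khdrbs3* (Entrez 13992) dropped from 14.1 ± 2.47 to 2.18 ± 1.36 FPKM (log2 fold change -2.32, SE 0.31, adjusted p = 0.000206). *Cd79b* (Entrez 15985) dropped from 50.1 ± 5.17 to 12.2 ± 4.07 FPKM (log2 fold change -2.00, SE 0.30, adjusted p = 0.000707). *Nbl1* (Entrez 17965), at 7.48 ± 2.77 FPKM in control microglia, had the largest decrease (log2 fold change -2.36, SE 0.48, adjusted p = 0.0129), with an adjusted p of 0.0684 without control replicate 3. All 22 genes of Figure 8B marked as higher that could be tested were higher here, and all 24 marked as lower were lower. Of these, 20 and 18 were among the DEGs (22 and 24 adjusted over the list alone, which is not independent evidence because the study chose these genes on these samples). In GLOBAL repopulation, 0 genes reached an adjusted p under 0.05 against control, and 1504 had an unadjusted p under 0.05. The smallest adjusted p was that of *Axl* (0.0776), at 27.4, 38.9 and 45.1 FPKM in the 3 GLOBAL libraries and 8.52, 11.3, 15.3 and 8.67 FPKM in the 4 control libraries (log2 fold change 1.68, SE 0.23). *Ly9* had a log2 fold change of 1.11 in GLOBAL repopulation (SE 0.25, adjusted p = 0.275). Of the 99 DEGs of WM repopulation, 95 were in the GLOBAL table, and 72 of them, or 75.8% (95% exact Clopper-Pearson confidence interval 65.9 to 84.0%, which treats genes as independent), had the same direction in GLOBAL repopulation. Of 35 splits of the 7 GLOBAL libraries into groups of these sizes, 7 gave as large a share. An unadjusted p under 0.05 in GLOBAL repopulation was found for 48 of the 95 genes (50.5%), 47 of them with the same direction, against 9.03% of all genes tested there. In the other splits, at most 34 of the 95 genes had one. The mean log2 fold change of the 95 genes was 1.47 in size in WM repopulation and 0.51 in the same direction in GLOBAL repopulation, a difference that was not tested because the tables were normalized separately.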

GO analysis of DEGs between control and 28 day repopulated cells identified the following top five enriched pathways: *regulation of cellular component size, negative regulator of chemotaxis, ameboidal-type cell migration, negative regulation of response to external stimulus*, and *wound healing* (Figure 8C). To visualize differences in these cells vs. other myeloid cell subsets, we compared their gene expression profile to previously established myeloid cell signatures, including homeostatic microglia (Butovsky and Weiner, 2018; Bennett et al., 2016), HSC/BM-derived myeloid cells (Weiskopf et al., 2016), border-associated myeloid cells (BAMs) (Mrdjen et al., 2018)/CNS-associated macrophages (CAMs) (Jordão et al., 2019), DAMs/MGnD/ARMs (Keren-Shaul et al., 2017; Krasemann et al., 2017; Mathys et al., 2017; Sala Frigerio et al., 2019), PAMs/ATMs (Masuda et al., 2019; Hammond et al., 2019; Li et al., 2019), and WAMs (Safaiyan et al., 2021). Notably, we observe robust enrichment of DAM and WAM-associated genes in repopulating cells, including *Clec7a*, *Axl*, *Apoe*, *Cst7*, *Ctsd*, and *Ly9* (Figure 8D). 

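The signatures of Figure 8D were tested as sets on the difference between WM repopulating cells and control microglia at 0 hr. The test was limma's camera at its preset correlation between genes of 0.01. The lists hold only the genes that Figure 8D shows for these same libraries. The p values of these sets are therefore not independent evidence. All 9 genes of the DAM list were higher in WM repopulating cells, with a mean log2 fold change of 1.17 (adjusted p = 6.22e-12 over 6 lists). The 6 genes shared by DAMs and WAMs were all higher, with a mean of 0.61 (adjusted p = 0.000495), and 6 of the 8 tested genes shared by DAMs, WAMs and PAMs were higher, with a mean of 0.37 (adjusted p = 0.0508). The lists of homeostatic microglia (3 of 7 genes higher, mean 0.05, adjusted p = 0.946) and of HSC/BM-derived cells (3 of 5 higher, mean 0.05, adjusted p = 0.402) did not differ. The mean of the homeostatic list was -0.10 with quantile normalization and -0.01 without control replicate 1, and that of the HSC/BM list was -0.04 and -0.10 without control replicates 2 and 3. The 3 BAM genes were lower, with a mean of -0.58 (adjusted p = 0.0508). The adjusted p of the BAM list was 0.00799 without control replicate 3 and 0.239 without control replicate 1, and that of the list that includes PAMs was 0.0154 without control replicate 1 and 0.115 without control replicate 2. Under limma's fry, the adjusted p was 8.09e-06 for the DAM list, 0.0335 for the DAM and WAM list and at least 0.0870 for the others. With a correlation estimated from the data it was 0.00114 for the DAM list and at least 0.136 for the others. Of the 9 DAM genes, *Axl*, *Hcar2*, *Ly9* and *Pdcd1* were DEGs (7 genes adjusted over the list alone), and of the 6 DAM and WAM genes 0 were DEGs (3 adjusted over the list alone). A list of 5 lymphocyte genes, scored per library as the mean of log2(FPKM + 1), was also higher in WM repopulating cells, by 1.04. Each WM library was above each control library (2-sided exact permutation test, p = 0.0286, adjusted p = 0.0762 over 16 lists). Whether lymphocytes among the sorted cells add to *Ly9*, *Pdcd1* or other DAM genes was not tested. *Clec7a* was the DEG of the list that includes PAMs (1 adjusted over the list alone). *Axl* stood at 30.6 ± 3.34 FPKM in WM repopulating cells and 5.35 ± 0.354 FPKM in control microglia, with a log2 fold change of 2.24 to 2.36 when each library was left out in turn. *Clec7a* (Entrez 56644), which encodes the receptor dectin-1, was at 30.5 ± 3.86 against 11.2 ± 5.69 FPKM (log2 fold change 1.46, SE 0.28, adjusted p = 0.00865), and its adjusted p was 0.0730 without control replicate 2. *Ly9* (Entrez 17085) was at 51.7 ± 5.35 against 19.9 ± 5.50 FPKM (log2 fold change 1.36, SE 0.18, adjusted p = 0.000206). *Cst7* (Entrez 13011) did not overlap between the groups, at 29.3 ± 9.94 against 13.6 ± 3.56 FPKM, but had an adjusted p of 0.0600 (log2 fold change 1.02, SE 0.27), and of 0.0144 without WM repopulating replicate 3. *Ctsd* (Entrez 13033), at 7979.7 ± 436 against 5691 ± 943 FPKM (log2 fold change 0.50, SE 0.22, adjusted p = 0.344), also did not overlap. *Apoe* (Entrez 11816) overlapped between the groups, at 2993 ± 599.6 against 1923 ± 533 FPKM (log2 fold change 0.65, SE 0.26, adjusted p = 0.291). All 6 genes that the text names were higher in WM repopulating cells, 3 were DEGs, and all 6 had an adjusted p under 0.05 when adjusted over the list alone.

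**Figure D1:**
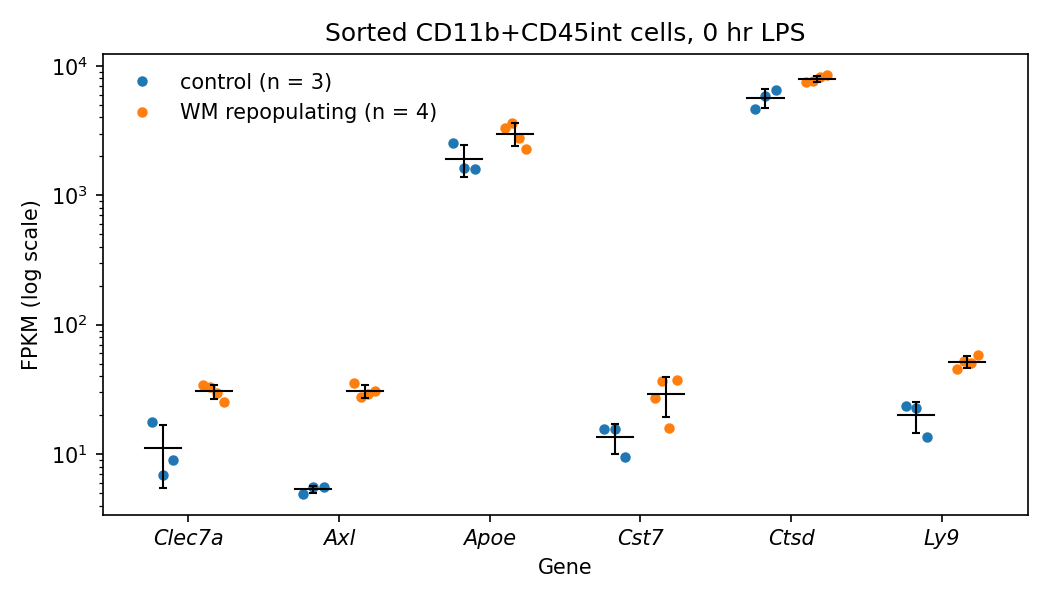
FPKM of *Clec7a*, *Axl*, *Apoe*, *Cst7*, *Ctsd* and *Ly9* on a logarithmic axis in sorted cells at 0 hr. Each point is a library, of control microglia (n = 3, blue) or of WM repopulating cells (n = 4, orange), with a line at the mean and bars of ± SD. The libraries of the groups overlap for *Apoe* and do not for the others.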

AXL and CLEC7A, recently identified as WAM markers (Safaiyan et al., 2021), immunostaining is apparent in repopulating myeloid cells, particularly in the early stages of repopulation, and in cells located at the wavefront, whereas undetected in microglia from control brains (Figure 8E–F). In addition, we also observe a reduction in expression of *Sall1*, a transcription factor unique to microglia (Buttgereit et al., 2016), in repopulating compared to homeostatic microglia.

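*Sall1* (Entrez 58198) was at 76.7 ± 3.94 FPKM in WM repopulating cells (n = 4) and 88.2 ± 3.88 FPKM in control microglia (n = 3) at 0 hr, and the groups did not overlap. The log2 fold change was -0.20 (SE 0.18, adjusted p = 0.709 from limma), between -0.23 and -0.16 with each library left out in turn.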

After confirming distinct transcriptome differences between control and 28 day recovery isolated microglia at 0 hr LPS (i.e. in the absence of LPS), we next evaluated their gene expression profiles at 6 hr and 24 hr following LPS challenge. 

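At 6 hr after LPS, 5390 genes were differentially expressed in control microglia compared to 0 hr, 2714 higher and 2676 lower, and 4921 in WM repopulating cells, 2446 higher and 2475 lower. At 24 hr, 2708 DEGs were found in control microglia (1537 higher) and 2389 in WM repopulating cells (1338 higher). With a limit of 1 on the log2 fold change in either direction, the 4 counts fell to 2381, 1952, 1062 and 789. Of the DEGs at 6 hr, 3761 were found in both kinds of cell, 3755 with the same direction, and the log2 fold changes of all genes correlated across genes with r = 0.897 between them. At 24 hr, 1357 were found in both, 1351 with the same direction (r = 0.746), and the control and WM libraries behind these responses are not shared. Over all genes tested, the groups did not overlap for 38.1% in control microglia and 39.9% in WM repopulating cells at 6 hr (chance 3.57% and 2.86%), and for 29.5% and 25.1% at 24 hr (chance 5.71% and 2.86%). The largest rise was that of *Saa3* (Entrez 20210), an acute phase gene, from 1.36 ± 2.13 to 8360.5 ± 1966 FPKM at 6 hr and 1305 ± 383 FPKM at 24 hr in control microglia (log2 fold changes 12.12 and 9.42). In WM repopulating cells, *Saa3* rose from 1.12 ± 1.31 to 7174 ± 3537 and 1046 ± 506 FPKM (log2 fold changes 11.77 and 9.01), and its values are uncertain because the *Saa* genes are near-identical to each other. *Il1rn* (Entrez 16181) reached 752 ± 701 FPKM at 6 hr in control microglia (log2 fold change 7.45) and 431 ± 182 FPKM in WM repopulating cells (log2 fold change 7.60), where replicate 1 stood apart at 0 hr with 0.806 FPKM. Next came *Cfb* (Entrez 14962) in control microglia (log2 fold change 6.61, adjusted p = 8.22e-11) and *Ifi205* (Entrez 226695) in WM repopulating cells (log2 fold change 6.36, adjusted p = 1.11e-10), which is uncertain because its family has near-identical members. At 24 hr, *Il1r2* (Entrez 16178) had log2 fold changes of 4.50 in control microglia and 4.84 in WM repopulating cells, with WM replicate 2 apart at 586 FPKM. *Ifitm1* (Entrez 68713) had 5.82 in control microglia, and *Ecm1* (Entrez 13601) had 4.47 in WM repopulating cells. Of the decreases, *Gpr34* (Entrez 23890) dropped from 914 ± 175 to 44.4 ± 22.4 FPKM at 6 hr in control microglia (log2 fold change -4.45, SE 0.29, adjusted p = 5.97e-11). *Upk1b* (Entrez 22268) dropped from 233 ± 53.4 to 18.3 ± 6.63 FPKM at 24 hr (log2 fold change -3.64, SE 0.27, adjusted p = 3.92e-09). *Cd209a* (Entrez 170786) was lower at 24 hr in both kinds of cell (log2 fold change -4.19 in control microglia and -3.69 in WM repopulating cells), with control replicate 3 apart at 24 hr (2.30 FPKM) and WM replicate 2 at 0 hr (42.5 FPKM). In WM repopulating cells, *Ttr* (Entrez 22139) and *Enpp2* (Entrez 18606), genes that the choroid plexus expresses, had log2 fold changes of -4.22 and -3.82 at 24 hr. A list of 6 choroid plexus genes, *Ttr* among them, was higher at 0 hr in WM repopulating cells than in control microglia by 0.98. Each WM library was above each control library (2-sided exact permutation test, p = 0.0286, adjusted p = 0.0762 over 16 lists). Choroid plexus material in the WM libraries of 0 hr therefore stays open as a source of these 2 falls. The immunoglobulin segment *Ighj1* (Entrez 777648) was lower at 6 hr in both (log2 fold change -5.02 and -5.77), with control replicate 3 apart at 16.3 FPKM and WM replicate 3 at 7.81 FPKM. *Ighj4* (Entrez 777656) was listed at 0 in all 4 WM libraries of 6 hr. Both are uncertain, as short segments with similar copies. *Hspa1a* (Entrez 193740) was lower at 6 hr in WM repopulating cells (log2 fold change -5.53, adjusted p = 0.000141), with WM replicate 4 of 6 hr apart at 83.6 FPKM and replicate 2 of 0 hr at 950.3 FPKM. It is uncertain because of its near-identical copy *Hspa1b*.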

Principal component analysis demonstrated that biological replicates were highly correlated, with samples clustering into six distinct groups (Figure 8G). 

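A principal component analysis of log2(FPKM + 1) over the 12684 tested genes gave components with 45.5%, 11.3% and 6.63% of the variance. How well the 24 libraries fell into their 6 groups on these 3 components was measured with the silhouette, which is 1 for a library that lies only near its own group and below 0 for a library that lies nearer to another. The mean silhouette was 0.427 (permutation test of the group labels, p = 1e-05, the smallest that 1e+05 permutations give, and p = 6e-05 when labels were permuted within each time). The nearest neighbour of 23 of the 24 libraries was of the same group. By group, the mean silhouette was 0.570 in control microglia at 0 hr, -0.0803 at 6 hr and 0.180 at 24 hr, and 0.878, 0.531 and 0.647 in WM repopulating cells at these times. The 3 libraries below 0 were replicates 1, 3 and 5 of control microglia at 6 hr (-0.205, -0.329 and -0.238). The alternative that moved the mean silhouette most was the use of the 500 genes with the largest variance, with 0.157 and 6 libraries below 0. Within groups, libraries correlated across genes with Pearson's r of 0.917 to 0.985 over 37 pairs, and between groups with r of 0.810 to 0.978 over 239 pairs.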

To identify global patterns in gene expression changes over time between our experimental groups, we employed K-means clustering (Conesa et al., 2006), revealing nine distinct clusters of genes (Figure 8H, Figure 8—figure supplement 1H). Cluster 3 contains genes that are significantly different between control and repopulating cells across all time points, including genes implicated in clearance (*Apoe*, *Atg2a*, *Axl, Wdr45b)*, cell growth/differentiation (*Cd34, Cdk9)*, stress (*Ier2, Ppp1r15a)*, inflammation (*Ccrl2, H2-K2, Scimp, Tlr3),* and senescence (*Ubn1, Wdr45b).* Clusters 2 (e.g. *C4b, Ccl2, Ccl3, Ccl4, Ctsl, Ctss, Il1a, Nlrp3, Pcna,* and *Tnf*), 5, 7 (e.g. *Ccl12, Cd63, Csf1, Cxcl13, Il1b, Myc, Plek,* and *Nfkbib*), and 8 shows differential responses to LPS at the 24 hr timepoint between control and repopulating cells (Figure 8I). 

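Each gene's log2(FPKM + 1) was set as a z-score over the 24 libraries, and the z-scores of the genes of a cluster were averaged per library. Over the 24 genes that Figure 8I shows for cluster 3, this score was higher in WM repopulating cells than in control microglia by 1.11 at 0 hr (2-sided exact permutation test, p = 0.0286, adjusted p = 0.0714 over 5 clusters), in units of the z-score. The difference was 0.887 at 6 hr (exact p = 0.00794, adjusted p = 0.0397) and 1.79 at 24 hr (exact p = 0.0286, adjusted p = 0.0286). These exact p values are the smallest that 4 against 3, 4 against 5 and 4 against 4 libraries allow. The study selected and clustered the genes on these same libraries, so differences in the score of any cluster, and their p values, are not independent evidence. Of these 24 genes, 23 were higher in WM repopulating cells at 0 hr, 20 at 6 hr and 24 at 24 hr, and 5, 5 and 21 had an adjusted p under 0.05. Of the 13 cluster 3 genes that the text names, 12 were higher at 0 hr, 11 at 6 hr and 13 at 24 hr. An adjusted p under 0.05 was found for 3, 3 and 11 of them (8, 7 and 12 adjusted over the list alone, which is not independent evidence because the study chose these genes on these samples). *Axl* and *Cd34* (Entrez 12490) were past this threshold at all 3 times. The log2 fold change of *Axl* was 1.41 at 6 hr (SE 0.26, adjusted p = 0.00922, but 0.0667 without WM replicate 2), where it was at 15.4 ± 5.26 against 5.22 ± 2.00 FPKM. That of *Cd34* was 0.96 at 0 hr (adjusted p = 0.00270), 1.18 at 6 hr (adjusted p = 5.70e-05) and 0.57 at 24 hr (adjusted p = 0.0309, but 0.111 without WM replicate 1). *Apoe* was past the threshold at 6 hr (log2 fold change 1.24, adjusted p = 0.0110, but 0.0720 without WM replicate 2) and at 24 hr (log2 fold change 1.83, adjusted p = 9.49e-05), where WM replicate 4 stood apart at 2045 FPKM. *Scimp* (Entrez 327957) was past it at 0 hr (log2 fold change 2.06, adjusted p = 0.0177, but 0.0868 without control replicate 2) and at 24 hr, with 1.41 at 6 hr (adjusted p = 0.131, and 0.0276 without control replicate 2). *Wdr45b* (Entrez 66840) did not differ at 0 hr (log2 fold change -0.09, adjusted p = 0.885) and was higher at 24 hr (log2 fold change 0.59, adjusted p = 0.0163). *Tlr3* (Entrez 142980) had a log2 fold change of 0.70 at 6 hr (adjusted p = 0.0726, and 0.0328 without control replicate 5), and at 24 hr *Tlr3* and *H2-K2* were not past the threshold. From 0 hr to 24 hr, the difference in the score changed by 0.657 for cluster 2, -1.17 for cluster 5, 0.317 for cluster 7, -1.01 for cluster 8 and 0.674 for cluster 3. Permuting the WM and control labels within each time (2450 arrangements, 2-sided) gave adjusted exact p values of 0.133, 0.133, 0.259, 0.133 and 0.414. This test takes both times to be without a difference, so it does not decide on a change where the differences at both times have the same sign, as in all 5 clusters. The residuals of a model without the change were therefore permuted (1e+05 permutations, 2-sided), a test chosen after the values had been seen. Its adjusted p values were 0.00175 for cluster 2, 0.0121 for cluster 5, 0.00818 for cluster 7, 0.0228 for cluster 8 (0.0781 without control replicate 3 of 0 hr) and 0.0032 for cluster 3. At 24 hr itself, the difference in the score was 0.899 for cluster 2, -1.33 for cluster 5, 0.558 for cluster 7 and -1.23 for cluster 8. At 6 hr it lay between -0.0591 and 0.124 for these 4 clusters. Of the 10 cluster 2 genes named in the text, 9 were higher in WM repopulating cells at 24 hr and 2 had an adjusted p under 0.05 (2 adjusted over the list alone). These were *Nlrp3* (Entrez 216799), at 46.0 ± 8.08 against 15.6 ± 3.60 FPKM (log2 fold change 1.51, SE 0.19, adjusted p = 5.11e-05), and *Ctss*. *Ctss* was at 12584 ± 1591 against 8539 ± 833 FPKM (log2 fold change 0.56, adjusted p = 0.0219, but 0.0785 without control replicate 1). Of the 8 cluster 7 genes, 7 were higher and 0 had an adjusted p under 0.05 (1 adjusted over the list alone). The smallest was that of *Nfkbib* (Entrez 18036; log2 fold change 0.91, SE 0.27, adjusted p = 0.0613). Of all genes tested, 2238 had an unadjusted p under 0.05 at 24 hr.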

GO term analysis of Cluster 3 revealed top enriched pathways: *phagopore assembly site membrane*, *extrinsic component of membrane*, and *endosome*. Cluster 8 GO term analysis revealed the following enriched pathways: *negative regulation of glucocorticoid secretion*, *negative regulation of interleukin-1 mediated signaling pathway*, and *connective tissue replacement involved in inflammatory response wound healing*. Together, these findings provide evidence that WM repopulating cells represent a myeloid cell population that are transcriptionally and functionally distinct from adult homeostatic microglia with similarities to the recently identified subset of WAMs, cells absent in the adult (4 months) mouse brain, but comprise 20% of microglia in the aged (24 months) mouse brain (Safaiyan et al., 2021). 

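Between WM repopulating cells and control microglia, 41 DEGs were found at 6 hr after LPS, 27 higher and 14 lower, and 503 at 24 hr, 213 higher and 290 lower. When only the groups compared entered the fit, these numbers were 16 and 255, of which 214 were among the 503. Without WM replicate 2 of 6 hr there were 23 DEGs at 6 hr, without control replicate 3 of 6 hr there were 75, and without WM replicate 2 of 24 hr there were 291 at 24 hr. Over all genes tested, the groups did not overlap for 3.78% at 6 hr (chance 1.59%) and for 12.1% at 24 hr (chance 2.86%). Genes with an adjusted p under 0.05 at 0 hr shared 18 of the DEGs at 6 hr and 62 of those at 24 hr, and 21 were shared by 6 hr and 24 hr, all with the same direction. At 6 hr, the largest rises were in *Chst1* (Entrez 76969; 9.41 ± 1.25 to 44.8 ± 8.53 FPKM, log2 fold change 2.13, adjusted p = 2.78e-07) and *Htra3* (Entrez 78558; log2 fold change 1.88, adjusted p = 0.000448). *Clec7a* came next (6.22 ± 1.47 to 24.1 ± 4.09 FPKM, log2 fold change 1.81, adjusted p = 0.000328). The largest decreases were in *Pde2a* (Entrez 207728; log2 fold change -1.77, adjusted p = 0.000328) and *Rny3* (Entrez 19874; log2 fold change -1.58, adjusted p = 0.0110, but 0.0559 without WM replicate 4). *Mlph* (Entrez 171531) followed (log2 fold change -1.52, adjusted p = 0.00192). At 24 hr, the largest rises were in *Axl*, *Scimp* and *P2ry14*. *Axl* was at 29.5 ± 4.77 against 4.01 ± 1.93 FPKM (log2 fold change 2.68, SE 0.27, adjusted p = 8.49e-06). *Scimp* was at 67.4 ± 20.6 against 12.2 ± 3.60 FPKM (log2 fold change 2.38, SE 0.41, adjusted p = 0.00138), and *P2ry14* (Entrez 140795) at 8.24 ± 4.28 against 0.938 ± 0.715 FPKM (log2 fold change 2.22, SE 0.38, adjusted p = 0.00127). The largest decreases at 24 hr were in the small RNA genes *Rnu1a1* (Entrez 19842; log2 fold change -2.94), *Rnu12* (Entrez 104307; log2 fold change -2.77) and *Rnu2-10* (Entrez 19848; log2 fold change -2.59). These are uncertain because of their near-identical copies. Their exons are short, and 146 other genes under 500 bases of exon had a median log2 fold change of -0.25 at 24 hr, while all 91 small RNA genes under this length had one of 0.09. The response to LPS itself differed between WM repopulating cells and control microglia, as an interaction term of the fit, for 3 genes at 6 hr (913 at an unadjusted p under 0.05) and for 11 genes at 24 hr (1105). The stress gene *Ier2* (Entrez 15936) went from 574 ± 37.3 to 404 ± 106 FPKM between 0 hr and 24 hr in control microglia and from 641 ± 81.2 to 1201 ± 213 FPKM in WM repopulating cells. Its interaction was 1.44 on the log2 scale (SE 0.26, adjusted p = 0.0227, but 0.0589 without WM replicate 4 of 24 hr). The DNA replication genes *Lig1* (Entrez 16881) and *Pole2* (Entrez 18974) rose in control microglia, from 4.47 ± 0.676 to 23.3 ± 5.95 FPKM and from 0.838 ± 0.640 to 9.98 ± 3.26 FPKM. They went from 4.59 ± 0.609 to 4.47 ± 1.14 FPKM and from 2.27 ± 0.358 to 2.77 ± 0.884 FPKM in WM repopulating cells (interactions -2.18 and -2.41, adjusted p = 0.00739 for both). *Gmnn* (Entrez 57441) went from 2.12 ± 1.15 to 18.2 ± 2.53 FPKM in control microglia and from 6.40 ± 2.79 to 9.49 ± 2.93 FPKM in WM repopulating cells (interaction -2.16, adjusted p = 0.0322, but 0.111 without control replicate 3 of 0 hr). At 6 hr, *E030042O20Rik* (Entrez 320474) went from 1.73 ± 0.743 to 0.404 ± 0.213 FPKM in control microglia, where replicate 5 stood apart at 0.783 FPKM. In WM repopulating cells it went from 0.499 ± 0.235 to 1.32 ± 0.447 FPKM (interaction 1.56, adjusted p = 0.0315, but 0.126 without WM replicate 1 of 6 hr). From the differences in expression at 0 hr and in the response to LPS, the paper reasons that there is evidence for WM repopulating cells as a myeloid population distinct from homeostatic microglia in transcription and function, and it states their similarity to WAMs.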

Further studies are needed to evaluate whether these WM repopulating cells exist in the naïve brain as WAMs or whether CSF1Ri treatment induces this phenotype. Further exploration is also warranted on the contributions and possible cross talk with astrocytes and other cell types during repopulation.

### Repopulating myeloid cells elicit few functional differences in behavior, injury, and neuronal-associated structures

Given the transcriptional and functional distinction between WM and homeostatic microglia, we next sought to determine the physiological and functional consequences of filling the adult brain with these cells. Previous studies have shown that replacement of endogenous microglia with GLOBAL repopulating microglia results in no detectable changes in cognitive or behavioral function (Elmore et al., 2018; Rice et al., 2017). Here, we performed a battery of cognitive and behavior tasks in 28 day recovery mice (Figure 9A–H) and observe that these mice exhibit reduced locomotion (Figure 9A–B) and reduced ability to discriminate a novel place change compared to controls (Figure 9H). However, we observe no other significant behavior or cognitive disruptions. Overall, these animals do not appear to exhibit overt cognitive, behavioral, or health changes.

**Figure 9.**
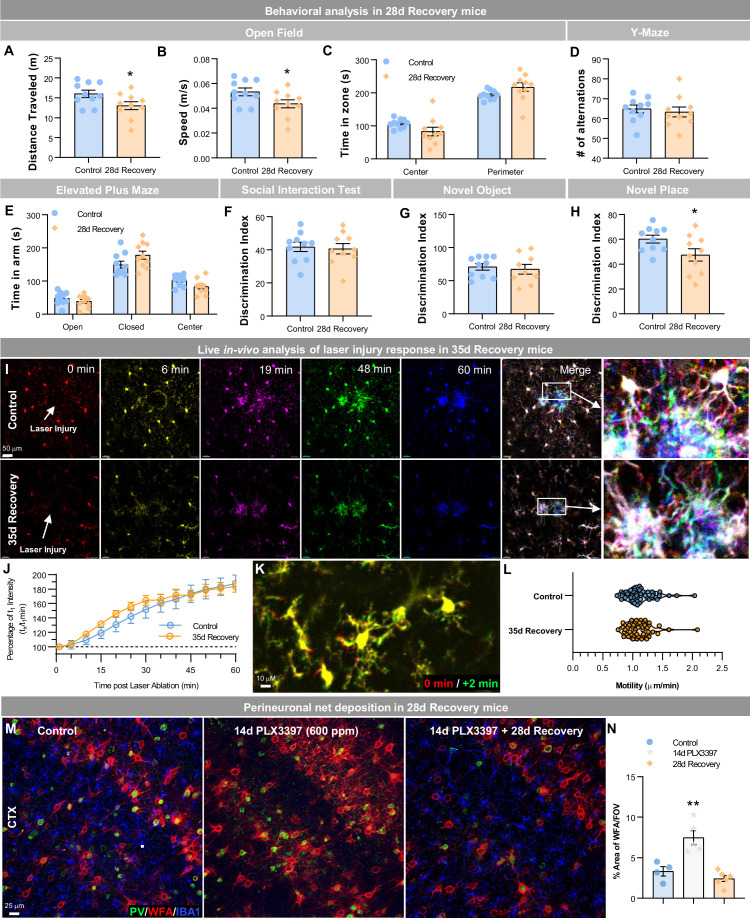
Repopulating myeloid cells elicit few functional differences in behavior, injury, and neuronal-associated structures. (**A–H**) Two-month-old WT mice treated with vehicle or PLX3397 (600 ppm in chow) for 14 days, followed by 28 days of recovery, filling the brain with WM repopulated myeloid cells. Mice underwent behavioral assessment by Open Field, Y-Maze, and Elevated Plus Maze, Social Interaction Test, and Novel Object/Place recognition. In Open Field, distance traveled (**A**) and average speed (**B**) were reduced in 28 day recovery groups, but time spent in each zone (**C**) was unchanged. No changes in performance were seen in the Y-maze, as measured by the number of alternations (**D**). No changes in anxiety behaviors were seen in the elevated plus maze, as measured by time spent in the open or closed arms (**E**). No changes in social preference were seen in the social interaction test (**F**). No changes in novel object recognition memory were seen (**G**), but 28 day recovery mice had a significant impairment in novel place recognition memory (**H**). Data are represented as mean ± SEM (n=10). *p < 0.05. (**I–L**) Two-month-old Cx3cr1-GFP^+^ mice treated with vehicle or PLX3397 (600 ppm in chow) for 14 days, followed by 35 days of recovery, filling the brain with WM repopulated myeloid cells. (**I**) Analysis of motility and focal laser response in WM repopulating myeloid cells. Representative images of Cx3cr1-GFP^+^ myeloid cell response to laser ablation, over time, obtained via two-photon imaging in control and 35 day recovery mice. (**J**) Quantification of the average normalized GFP^+^ intensity measured within a 50 µm radius of the site of damage over time. (**K**) Representative image of Cx3cr1-GFP^+^ myeloid cell at process motility from 0 min (red) to 2 min (green) time-period. (**L**) Quantification of process motility (i.e. extension of process µm per min) measuring the difference in visibly moving processes over 2 min in control and 28 day recovery myeloid cells. Data are represented as mean ± SEM (n=4). (**M–N**) Two-month-old WT mice treated with vehicle or PLX3397 (600 ppm in chow) for 14 days, followed by 28 days of recovery, filling the brain with WM repopulated myeloid cells. (**M**) Representative immunofluorescence 20x images of Parvalbumin^+^ (PV, green), WFA (a marker for perineuronal nets, red), and IBA1^+^ (blue) cells shown in the cortex of control, 14 day PLX3397, and 28 day recovery mice. (**N**) Quantification of % area of WFA per field of view (FOV) in the cortex. Data are represented as mean ± SEM (n=4–6). ** p < 0.01. Figure 9—source data 1.Repopulating myeloid cells elicit few functional differences in behavior, injury, and neuronal-associated structures.

**Figure 9—figure supplement 1.**
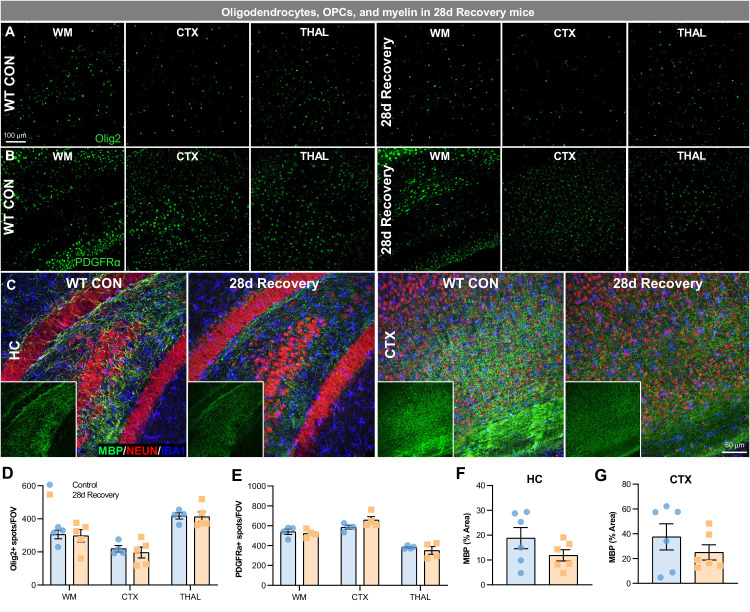
Effects of WM repopulation on white matter and cells of oligodendrocyte lineage. (**A–B**) Representative 20x immunofluorescence images of Olig2^+^ (**A**), a marker for oligodendrocytes, and PDGFRα^+^ (**B**), a marker for oligodendrocyte precursor cells (OPC), cells from control and 28d recovery mice in white matter, cortical, and thalamic regions. (**C**) Representative 20x immunofluorescence images of myelin basic protein (MBP; green), NEUN^+^ cells (red, to show brain structure), and IBA1^+^ cells (blue) from control and 28 day recovery mice in the hippocampus and cortex. (**D**) Quantification of (**A**). (**E**) Quantification of (**B**). (**F–G**) Quantification of (**C**). Data are represented as mean ± SEM (n=4–6). CTX, cortex; HC, hippocampus; THAL, thalamus.

Based on transcriptional changes in myeloid signaling and priming, we next explored how these repopulating cells would respond to injury. Live two-photon imaging of cortical myeloid cells was performed in control and 35 day recovery Cx3cr1^GFP/+^/Ccr2^RFP/+^ mice (Figure 9I–L). Cx3cr1-GFP^+^ repopulating myeloid cells react to a focal laser injury with similar rates of migration as homeostatic microglia (Figure 9J, Video 1 and Video 2). Furthermore, extension and retraction of processes (i.e. motility) were similar between control microglia and repopulating cells, although repopulating cells displayed fewer and thicker processes as previously demonstrated (Figure 9K–L).

**Video 1.** Cx3cr1-GFP+ myeloid cell response in control mice after laser ablation. Representative video of Cx3cr1-GFP^+^ myeloid cell response to laser ablation (1–5 s long) captured over a 62 min time period in control mice obtained via two-photon imaging. Each frame captures 30 s of elapsed time.

**Video 2.** Cx3cr1-GFP+ myeloid cell response in 35 day recovery mice after laser ablation. Representative video of Cx3cr1-GFP^+^ myeloid cell response to laser ablation (1–5 s long) captured over a 62-min time period in 35 day recovery mice obtained via two-photon imaging. Each frame captures 30 s of elapsed time.

Our recent studies have identified a novel contribution of microglia in modulating perineuronal nets (PNNs) in the adult brain (Crapser et al., 2020b; Crapser et al., 2020a; Liu et al., 2021), specialized extracellular matrix assemblies that enwrap neurons and proximal dendrites to regulate synaptic plasticity (Pizzorusso et al., 2002), protect against neurotoxins (Cabungcal et al., 2013), and enhance signal propagation, among other functions (reviewed in Crapser et al., 2021). In control brains, PNNs (as detected by *Wisteria floribunda* agglutinin (WFA) staining) are preferentially found on parvalbumin (PV)-expressing cells. Fourteen-day treatment of high-dose PLX3397 results in significant elevation in PNN staining, corroborating previous findings that microglia play a critical homeostatic role in modulating these structures (Crapser et al., 2020b). Following CSF1Ri withdrawal and subsequent 28 day recovery, PNN staining returns to normal levels (Figure 9M–N), indicating that WM repopulating cells share similar PNN-regulating capacities as homeostatic microglia.

Accumulating evidence indicates that WM and developing microglia contribute to myelinogenesis/oligodendrocyte progenitor maintenance (Marsters et al., 2020; Hagemeyer et al., 2017). In early postnatal development, a population of amoeboid microglia migrating from the ventricular zone into the corpus callosum phagocytose oligodendrocyte precursor cells (OPCs) prior to myelination (Nemes-Baran et al., 2020), which share similar timepoint and location-specific distributional overlaps with PAMs/ATMs (Hammond et al., 2019; Li et al., 2019). Thus, we next explored the effects of filling the brain with repopulating cells on WM and WM-associated cells. However, unlike during development in which these cells participate in oligo/myelinogenesis, in 28 day recovery mice we observe no changes in Olig2, a marker for cells of oligodendrocyte lineage (Figure 9—figure supplement 1A,D), or PDGFRα, a marker for oligodendrocyte progenitor cells (Figure 9—figure supplement 1B,E). Given the similarity of WM cells to WAMs, which have been shown to engulf MBP^+^ particles/myelin debris, we next stained for MBP, a marker for myelin (Figure 9—figure supplement 1C,F–G). Although not statistically significant there appears to be a slight decrease in MBP staining, indicating that these cells could be involved in MBP clearance. Together, these data provide evidence that although WM repopulating cells maintain an altered phenotypic profile, they can still fill the empty microglial niche with few functional consequences.

### Lasting phenotypic and transcriptional profiles of WM repopulating cells after three mo recovery

To determine whether the phenotypic and transcriptional differences in WM repopulating microglia are a result of a slower restoration of the microglial phenotype (i.e. temporary) or sustained after longer recovery time (i.e. reflective of a distinct cell subtype), we treated 2-month-old wild-type mice for 14 days with PLX3397 and then allowed for 3 months of recovery (Figure 10A–B). Morphological analysis of IBA1^+^ cells shows that WM repopulating cells maintain reduced cell density (Figure 10C), and amoeboid-like cell characteristics, including larger cell body size (Figure 10D), reduced number of processes (Figure 10E), and reduced process length (Figure 10F). Bulk tissue RNAseq analysis (Figure 10H) highlights that transcriptional differences remain in the brain three mo following CSF1Ri withdrawal (Figure 10I). Similar to earlier WM repopulation timepoints, DEG analysis highlights a downregulation in homeostatic-associated microglial gene *P2ry12* and upregulation in DAM/WAM-associated genes *Clec7a* (Figure 10I–J). GO term analysis shows that upregulated DEGs are involved in *neuron projection development, axon guidance, synaptic transmission,* and *synaptic potential,* providing evidence that WM repopulating cells could play an important role in axonal homeostasis. Together, these data show that WM repopulating microglia represent a distinct population of myeloid cells rather than a slower restoration of the microglial phenotype.

**Figure 10.**
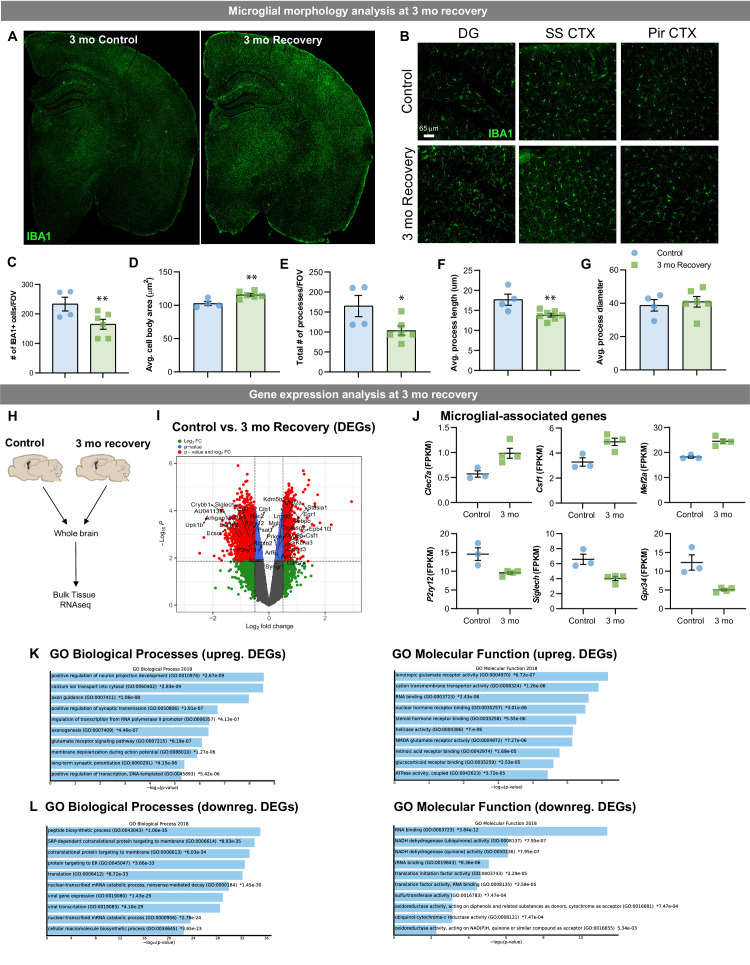
Lasting phenotypic and transcriptional profiles of WM repopulating cells after 3 month recovery. Two-month-old WT mice treated with vehicle or PLX3397 (600 ppm in chow) for 14 days. Chow was then withdrawn, and animals were allowed to recover on control diet for three months, assessing the long-term effects of filling the brain with WM repopulated myeloid cells. (**A-B**) Representative whole brain slice and 20x immunofluorescence confocal images of IBA1^+^ cells in control and 3-month recovery mice. (**C-G**) Quantification of IBA1^+^ cells and morphology: IBA1^+^ cells per field of view (**C**), cell body area (**D**), total number of IBA1^+^ processes (**E**), average process/filament length (**F**), and average process/filament diameter (**G**). (**H-L**) Transcriptional analysis of 3-month recovery WM repopulation brain tissue. (**A**) Bulk tissue RNA-seq analysis was performed on whole brain hemispheres from control and 3-month recovery brains. (**I**) Volcano plot displaying the fold change of DEGs (log2 scale) and their significance (y axis, -log10 scale) between control vs. 3 month recovery. (**J**) Quantification of relative expression (FPKM, fragments per kilobase of transcript per million) for microglial-associated genes in control and 3 month recovery brain tissue. (**K-L**) Gene ontology analysis of upregulated (**K**) and downregulated (**L**) DEGs between control and 3 month recovery mice. Data are represented as mean ± SEM (n=3-4). * p < 0.05, ** p < 0.01. DG, dentate gyrus; SS CTX, somatosensory cortex; Pir CTX, piriform cortex. Figure 10—source data 1.Lasting phenotypic and transcriptional profiles of WM repopulating cells after 3-month recovery.

## Discussion

As central players in CNS homeostasis, defense, and disease, intense focus has recently been placed on microglia and our understanding of their cell origins, function and dynamics. For decades the identity and ontogeny of microglial precursors remained controversial; the scientific community debated whether microglia derive from embryonic progenitors or blood-derived monocytes (Rio-Hortega, 1939; Ginhoux and Prinz, 2015). It is now well-established that microglia arise from yolk sac-derived erythromyeloid progenitors (Ginhoux et al., 2010; Kierdorf et al., 2013).

We previously reported that adult microglia are dependent on CSF1R signaling for their survival and identified several CSF1R inhibitors that eliminate microglia for extended periods of time without peripheral cell infiltration (Elmore et al., 2014). Following CSF1Ri-dependent microglial depletion, we and others have shown that subsequent withdrawal of CSF1R inhibitors from the microglial-depleted brain results in rapid microglial repopulation derived from surviving microglia (Elmore et al., 2014; Zhan et al., 2019; Najafi et al., 2018; Elmore et al., 2018; Rice et al., 2017; O'Neil et al., 2018). The resultant tissue is reconstituted within 14–21 days in a homogenous, tile-like fashion with the replacing microglia fully resembling the original tissue (Elmore et al., 2014; Zhan et al., 2019; Elmore et al., 2015; Elmore et al., 2018). Due to the rapid proliferation of these surviving microglia, exploration into the contribution of specific myeloid cell subtypes to the adult CNS has proven difficult, and so we set out to develop a paradigm without notable surviving microglia.

Previous attempts to achieve an empty microglial niche have fallen short, reporting ~95% or less microglial depletion efficiency (Lund et al., 2018). Here, we utilize sustained high-dose CSF1Ri administration (specifically 14 days of PLX3397 600 ppm) and show we can obtain 99.98% microglial depletion. In doing so, we identify a CNS myeloid cell subset that repopulates the brain parenchyma from SVZ/WM areas, without contributions from the periphery. We describe this form of repopulation as WM repopulation due to its unprecedented level of depletion efficiency and distinct characteristics from global microglial (GLOBAL) repopulation. Unlike GLOBAL repopulation paradigms, in which surviving microglia proliferate in clusters to give rise to new microglia (Bruttger et al., 2015) or more uniformly throughout the brain (Elmore et al., 2014; Zhan et al., 2019), WM repopulation dynamics involve specific spatiotemporal patterns and a dynamic migratory wave of proliferating cells. In WM repopulation, SVZ/WM microglia give rise to the majority of repopulating cells, including cortical microglia; however, this is not a unique property of WM microglia. Under these conditions, sufficient depletion of local microglia favors renewal from more distal cells that proliferate and migrate to fill the niche over local repopulation. Here, and in previous studies we have shown that incomplete (≤99%) microglial elimination leads to repopulation (i.e. GLOBAL repopulation) from all surviving microglia, including cortical microglia (Elmore et al., 2014), suggesting that there is a specific threshold of surviving microglia necessary for local repopulation. In addition, previous studies report a major contribution of peripheral BM-derived myeloid cells to the repopulating cell population following an empty microglial niche or the persistent loss of microglia (in which microglia cannot repopulate the niche) (Lund et al., 2018; Cronk et al., 2018). Since these models rely on tamoxifen administration, it could be possible that BM-derived myeloid cell engraftment in the CNS results from an experimental or technical caveat related to toxin administration rather than the presence of an empty microglial niche. In line with this, a recent study has reported that tamoxifen expands macrophage populations and should be reconsidered as a neutral agonist in myeloid cell lineage studies (Rojo et al., 2018). Recent scrutiny has also been placed on the use of CSF1R inhibitors, implicating long-term changes in BM-derived macrophages (Lei et al., 2020). In this study, we show that high dose and sustained CSF1Ri treatment can result in alterations to monocyte precursor populations; however, these changes do not translate in significant changes to peripheral monocyte populations, which we again show do not contribute to CNS myeloid cell repopulation in the absence of toxin, irradiation or injury.

WM repopulating cells initially appear in specific neuroanatomical niches (first in the SVZ – the site of where surviving CSF1Ri-resistant SVZ/WM myeloid cells reside) and spread throughout the brain in a distinct pattern: via WM tracts to the caudoputamen, optical tract, internal capsule, cerebral peduncle, and finally to cortical areas. The caudoputamen is closely associated with the lateral ventricle, SVZ and WM tracts in which myeloid cells initially appear and migrate, and we believe this spatial association plays a large role in why certain parenchymal areas see more appreciable repopulating cell deposition. Notably, this distribution of initially repopulating cells in ventricular regions and subsequent migration pattern exhibit strong anatomical parallels to microglial colonization and distribution of the embryonic and postnatal brain, in which microglia enter the brain via ventricular routes and remain restricted in WM zones before migrating out to the rest of the brain, with the cortical plate being one of the last areas of colonization (Tay et al., 2017; Ueno et al., 2013; Verney et al., 2010; Ginhoux et al., 2013; Xavier et al., 2014; Lopez-Atalaya et al., 2018). Del Rio-Hortega observed the accumulation of microglia along ventricles and white matter areas in the developing brain within the first postnatal week (Rio-Hortega, 1939; Rio-Hortega, 1932). In 1939, Kershman used the term ‘fountain of microglia’ referring to ‘hot spots’ of activated microglia during human embryogenesis. This observation has been confirmed by several studies over the decades, and recent publications have identified a distinct microglia population that appears postnatally in myelinated regions (Hagemeyer et al., 2017; Benmamar-Badel et al., 2020; Wlodarczyk et al., 2017). A recent study reported that the fountain of microglia (amoeboid microglia migrating from the ventricular zone) phagocytoses OPCs in the corpus callosum during development (Nemes-Baran et al., 2020). It should be noted that we do not believe WM repopulating cells represent a microglial precursor. Most importantly, our findings highlight important anatomical structures that facilitate microglial/myeloid cell migration in an empty microglial niche, which play an essential role in development, but also appear intact in the adult brain.

Utilizing a microglial depletion and repopulation paradigm that successfully achieves an empty microglial niche, we identified a unique subset of myeloid cells in the SVZ/WM area that appears to serve as the source for WM repopulating cells. Notably, our novel paradigm results in the replacement of microglia with *Cx3cr1*^+^ myeloid cells originating from the SVZ and associated WM areas, allowing us to study the biology of these cells, and how they adapt to extrinsic environmental cues from grey matter, rather than the WM areas they are normally restricted.

SVZ/WM myeloid cells are initially resistant to CSF1R inhibition, which we believe owes to unique properties of the SVZ environment, as once WM repopulating cells (deriving from SVZ/WM myeloid cells) take up residence in other parenchymal areas, they once again are susceptible to CSF1Ri treatment. Although the signals responsible for shaping macrophage/microglia identity are still being discovered, studies have revealed that the local niche or microenvironment can play an active role in establishing macrophage identity (Lavin et al., 2014; Gosselin et al., 2014). We postulate that a combination of local factors, such as transcription factors, availability of CSF1, and epigenetic regulation (via tissue-specific enhancers) (Blériot et al., 2020), contribute to the uniqueness of SVZ/WM microglia and their ability to escape initial PLX3397 treatment. Studies indicate that WAMs/DAMs upregulate CSF1 and TREM2 (Keren-Shaul et al., 2017; Safaiyan et al., 2021), signaling factors that promote microglial survival (Elmore et al., 2014; Wang et al., 2015; Zheng et al., 2017; Easley-Neal et al., 2019), which may help explain enhanced SVZ/WM microglia survival. It remains unclear whether PLX3397 concentration levels are lower in specific brain regions (i.e. bioavailability of the compound is lower in WM compared to grey matter areas possibly due to differential lipid abundance and compound solubility). However, we believe this is unlikely given the extent of microglial elimination in most WM areas and the close proximity of surviving SVZ/WM microglia to the ventricles (and exposure to higher peripheral doses of the compound).

Previous studies have shown that *Csf1*- and *Csf1r*-deficient mice exhibit severe macrophage population deficits, but that not all macrophages are depleted (Rojo et al., 2019; Dai et al., 2002; Cecchini et al., 1994), possibly through contributions from GM-CSF, IL-3 or other important myeloid cell growth factors (Pixley and Stanley, 2004). It was also shown that some macrophages persist in the absence of CSF1R in *Csf1r*-deficient zebrafish (Kuil et al., 2020). Since 3.5 months treatment with PLX3397 resulted in the eventual loss of SVZ/WM microglia, we hypothesize that this population of SVZ/WM microglia is partially resistant to CSF1R and requires a different threshold for cell death. These cells may rely on other factors for cell survival. A recent study identified a MAC2^+^ CSF1Ri-resistant microglial population following 14 days of PLX5622 (1200 ppm) treatment, postulating that alterations in of TREM2-TYROBP could explain CSF1Ri resistance (Zhan et al., 2020). This study highlights the existence of a progenitor-like microglial cells that is resistant to CSF1Ri; however, it is important to note that the authors report 88% depletion of IBA1^+^ cells with similar repopulation dynamics to what we term GLOBAL repopulation. Thus, we do not believe the identified MAC2^+^ population significantly contributes to WM repopulation.

In addition, several studies have highlighted the existence of microglial cells residing in brain-specific regions with distinct identities and properties (Masuda et al., 2019; Li et al., 2019; Böttcher et al., 2019). WM repopulating cells maintain altered phenotypes and responses to LPS, even after extended periods of time, suggesting that these SVZ/WM-derived cells are highly distinct from other microglia. In line with identifying distinct properties of myeloid cells in the SVZ/WM, previous studies have reported the unique heterogeneity of this microglial subset compared to subsets in other brain regions (Stratoulias et al., 2019; Tan et al., 2020). Similar to the morphological and molecular findings in WM repopulating cells, SVZ microglia are less branched (or less ramified), express surface markers that are commonly associated with an alternatively active phenotype (i.e. expressing high levels of anti-inflammatory cytokines IL-4 and IL-10), and lower expression levels of P2RY12 (Ribeiro Xavier et al., 2015). Interestingly, the existence of *Cx3cr1*^+^ IBA1^-^ cells in the SVZ and RMS has been reported (Ribeiro Xavier et al., 2015). In humans, microglia in the SVZ exhibit a more activated phenotype that was distinct from all other brain regions, and show higher expression of CD45, CD64, CD68, CX3CR1, EMR1, HLA-DR, indicative of microglial activation, and proliferation markers like Ki67 compared to other subsets (Böttcher et al., 2019). Moreover, WM microglia have been reported to display unique properties during postnatal stages, including an amoeboid morphology and enriched expression of genes related to microglial priming, phagocytosis, and migration (Staszewski and Hagemeyer, 2019). Thus, it appears that WM repopulating myeloid cells fit many of the previously reported characteristics of SVZ/WM microglia.

Once established in the brain, the gene expression profile of the WM repopulating cell shows enhanced enrichment for DAM genes (e.g., *Clec7a*, *Axl*, *Ly9*, *Apoe*, *Itgax)*. 

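Among these DAM genes in sorted cells at 0 hr, *Itgax* (Entrez 16411), which encodes CD11c, was at 3.97 ± 0.435 FPKM in WM repopulating cells (n = 4) and 2.63 ± 0.263 FPKM in control microglia (n = 3). The groups did not overlap, but the log2 fold change of 0.45 (SE 0.26) had an adjusted p of 0.523 in limma, and it lay between 0.39 and 0.50 with each library left out. Of the 12 WAM and DAM genes that the discussion names, 10 were higher in WM repopulating cells, 3 were DEGs (*Axl*, *Clec7a* and *Ly9*) and 6 had an adjusted p under 0.05 when adjusted over the list alone.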

A recent single-cell RNAseq analysis has revealed a WM microglia-specific cluster and specifically a population of white matter-associated microglia (WAMs) that are dependent on TREM2 signaling (Safaiyan et al., 2021). 

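In sorted cells at 0 hr, the homeostatic gene *P2ry12* overlapped between WM repopulating cells (n = 4) and control microglia (n = 3). *P2ry12* was at 2559 ± 306 against 3008 ± 314 FPKM (log2 fold change -0.24, SE 0.24, adjusted p = 0.767). *B2m* (Entrez 12010) did not overlap, at 4398 ± 395 against 3409.9 ± 287 FPKM (log2 fold change 0.37, SE 0.18, adjusted p = 0.434). *Lyz2* overlapped, at 2044 ± 499 against 1611 ± 669 FPKM (log2 fold change 0.39, SE 0.29, adjusted p = 0.648). The MHC genes *H2-D1* (Entrez 14964), at 710.0 ± 76.7 against 371 ± 29.3 FPKM (log2 fold change 0.93, SE 0.32, adjusted p = 0.182), and *H2-K1* did not overlap between the groups. *H2-K1* (Entrez 14972) was at 865 ± 96.2 against 509 ± 68.6 FPKM (log2 fold change 0.76, SE 0.27, adjusted p = 0.203). When only the control and WM libraries of 0 hr entered the fit, their adjusted p values were 0.00405 and 0.0194, and over the other settings, leave-outs aside, they were at most 0.224 and 0.229. Both are uncertain because the MHC genes are near-identical in parts and can share reads. Of 11 cathepsin genes that could be tested, 8 were higher in WM repopulating cells, and *Ctsh* (Entrez 13036) was the only cathepsin with an adjusted p under 0.05, over all genes and adjusted over the list alone. *Ctsh* was at 799.9 ± 34.8 against 534 ± 40.2 FPKM (log2 fold change 0.58, SE 0.11, adjusted p = 0.00965), with an adjusted p of 0.0534 without control replicate 3.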

The similarities between WAMs and WM repopulating cells are striking: WAMs are characterized by the downregulation in homeostatic microglial genes (*P2ry12, Hexb*) and upregulation in DAM-associated genes (*Apoe, B2m, Lyz2, and Clec7a*), cathepsins, and major histocompatibility complex (MHC) class II-related genes (*H2-D1, H2-K1*), which are also observed in WM repopulating cells. Droplet-based scRNAseq analysis revealed that these cells are located in the corpus callosum, a WM region with close proximity to the SVZ. 

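*Lpl* (Entrez 16956), which encodes lipoprotein lipase, was at 4.40 ± 1.11 FPKM in WM repopulating cells (n = 4) and 3.73 ± 0.776 FPKM in control microglia (n = 3) among sorted cells at 0 hr. The groups overlapped, and the difference was smaller than the spread between libraries (log2 fold change 0.18, SE 0.38, adjusted p = 0.907 from limma, with each library left out between 0.04 and 0.34).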

WAM signature genes also include *Lpl* and *Itgax*, which are also elevated in 28 day WM repopulating cells. Furthermore, WM repopulating cells and WAMs express markers associated phagocytic activity, including CLEC7A and AXL (Safaiyan et al., 2021). An early postnatal phagocytic subset of microglia located in the WM (termed PAMs) has been identified, which also shares a gene signature with DAMs (Li et al., 2019). It appears that WM repopulating cells closely resemble WAMs, however, PAMs/ATMs may represent the developmental equivalent of this cell population. These data reinforce the discovery and existence of a distinct population of microglia in the WM; however further study is needed to examine whether surviving SVZ/WM microglia exist in the naïve brain as WAMs or whether CSF1Ri treatment induces this WAM-like phenotype.

WM is comprised primarily of myelinated axons that connect neurons in different regions of the brain. While WM abnormalities have been detected in a variety of neurological disorders, several microglial-related diseases (adult-onset leukoencephalopathy with axonal spheroids and pigmented glia; ALSP, Nasu-Hakola disease), caused by mutations in microglial-associated genes (e.g. *Csf1r, Tyrobp, Trem2*), have implicated microglial dysfunction/activation in extensive WM loss and altered cognitive function (Sirkis et al., 2021). Recent evidence shows that WAMs engulf MBP^+^ particles during disease and facilitate myelin debris clearance (Safaiyan et al., 2021), thus developing ways to manipulate or enhance WM microglial function could prove therapeutically beneficial. Furthermore, since WAM cell numbers increase dramatically with age, identifying their source, properties, and mechanisms of emergence in the brain could prove vital to our understanding of aging and age-related disorders.

In conclusion, this study unveils the presence of a myeloid cell subtype originating from the SVZ and associated WM areas with increased CSF1Ri resistance that yields a dynamic wave of repopulating cells to reconstitute the microglial-depleted brain. These cells exhibit distinct properties compared to homeostatic microglia, sharing similar phenotypic and transcriptional profiles to DAMs and WAMs. Together, these results not only highlight the complexity and diversity of myeloid cells in the adult brain, but establish a model system that provides new insight on myeloid cell homeostasis and dynamics in the brain.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Strain, strain background (*M. musculus*)	B6.129P2(C)-Cx3cr1^tm2.1(cre/ERT2)Jung^	Jackson Laboratory	IMSR Cat# JAX:020940, RRID:IMSR_JAX:020940	
Strain, strain background (*M. musculus*)	STOCK Ascl1^tm1.1(Cre/ERT2)Jejo^/J	Jackson Laboratory	IMSR Cat# JAX:012882, RRID:IMSR_JAX:012882	
Strain, strain background (*M. musculus*)	C57BL/6-Tg (Nes-cre/ERT2)KEisc/J	Jackson Laboratory	IMSR Cat# JAX:016261, RRID:IMSR_JAX:016261	
Strain, strain background (*M. musculus*)	B6.129X1-Gt(ROSA)26Sor^tm1(EYFP)Cos^/J	Jackson Laboratory	IMSR Cat# JAX:006148, RRID:IMSR_JAX:006148	
Strain, strain background (*M. musculus*)	B6.129(Cg)-Cx3cr1^tm1Litt^Ccr2^tm2.1Ifc^/JernJ	Jackson Laboratory	IMSR Cat# JAX:032127, RRID:IMSR_JAX:032127	
Strain, strain background (*M. musculus*)	B6.129S4-Ccl2^tm1Rol^/J	Jackson Laboratory	IMSR Cat# JAX:004434, RRID:IMSR_JAX:004434	
Strain, strain background (*M. musculus*)	C57BL/6-Tg(CAG-EGFP)131Osb/LeySopJ	Jackson Laboratory	IMSR Cat# JAX:006567, RRID:IMSR_JAX:006567	
Strain, strain background (*M. musculus*)	C57BL/6J	Jackson Laboratory	IMSR Cat# JAX:000664, RRID:IMSR_JAX:000664	
Antibody	Anti-Iba1 (Rabbit polyclonal)	FUJIFILM Wako Shibayagi	Cat# 019–19741, RRID:AB_839504	IF(1:1000)
Antibody	Anti-Iba1 (Goat polyclonal)	Abcam	Cat# ab5076, RRID:AB_2224402	IF(1:1000)
Antibody	Anti-Cd11b (Rat monoclonal)	Bio-rad	Cat# MCA711, RRID:AB_321292	IF(1:50)
Antibody	Anti-P2RY12 (Rabbit polyclonal)	Sigma-Aldrich	Cat# HPA014518, RRID:AB_2669027	IF(1:200)
Antibody	Anti-TMEM119 (Rabbit monoclonal)	Abcam	Cat# ab209064, RRID:AB_2800343	IF(1:200)
Antibody	Anti-AXL (Goat polyclonal)	R and D Systems	Cat# AF854, RRID:AB_355663	IF(1:100)
Antibody	Anti-Dectin-1 (CLEC7A) (Rat monoclonal)	InvivoGen	Cat# mabg-mdect, RRID:AB_2753143	IF(1:30)
Antibody	Anti-Ki67 (Rabbit monoclonal)	Abcam	Cat# ab16667, RRID:AB_302459	IF(1:200)
Antibody	Anti-Ccl12 (Goat polyclonal)	R and D Systems	Cat# AF428, RRID:AB_2070875	100 ug/0.5 ml sterile HBSS
Antibody	Anti-Nestin (Mouse monoclonal)	Abcam	Cat# ab6142, RRID:AB_305313	IF(1:200)
Antibody	Anti-MASH1 (Mouse monoclonal)	BD Biosciences	Cat# 556604, RRID:AB_396479	IF(1:200)
Antibody	Anti-TIE2 (Mouse monoclonal)	Abcam	Cat# ab24859, RRID:AB_2255983	IF(1:100)
Antibody	Anti-GFAP (Chicken polyclonal)	Abcam	Cat# ab4674, RRID:AB_304558	IF(1:3000)
Antibody	Anti-doublecortin (DCX) (Goat polyclonal)	Santa Cruz Biotechnology	Cat# sc-8066, RRID:AB_2088494	IF(1:200)
Antibody	Anti-Olig2 (Rabbit monoclonal)	Abcam	Cat# ab109186, RRID:AB_10861310	IF(1:200)
Antibody	Anti-SOX2 (Goat polyclonal)	R and D Systems	Cat# AF2018, RRID:AB_355110	IF(1:200)
Antibody	Anti-GFP (Rabbit polyclonal)	Abcam	Cat# ab6556, RRID:AB_305564	IF(1:200)
Antibody	Anti-GFP (Chicken polyclonal)	Abcam	Cat# ab13970, RRID:AB_300798	IF(1:200)
Antibody	Anti-PU.1 (Rabbit monoclonal)	Cell Signaling Technology	Cat# 2258, RRID:AB_2186909	IF(1:200)
Antibody	Anti-Collagen IV (Rabbit polyclonal)	Abcam	Cat# ab6586, RRID:AB_305584	IF(1:200)
Antibody	Anti-Parvalbumin (Mouse monoclonal)	Millipore	Cat# MAB1572, RRID:AB_2174013	IF(1:200)
Antibody	Anti-Wisteria floribunda lectin (WFA) (Biotinylated)	Vector Laboratories	Cat# B-1355, RRID:AB_2336874	IF(1:1000)
Antibody	Anti-PDGF Receptor alpha (PDGFRα) (Rabbit polyclonal)	Abcam	Cat# ab124392, RRID:AB_10978090	IF(1:200)
Antibody	Anti-Myelin Basic Protein (MBP) (Rat monoclonal)	Millipore	Cat# MAB386, RRID:AB_94975	IF(1:200)
Antibody	Anti-NeuN (Mouse monoclonal)	Millipore	Cat# MAB377, RRID:AB_2298772	IF(1:1000)
Software, algorithm	Leica Application Suite X (LASX)	Leica	RRID:SCR_013673	
Software, algorithm	Imaris	Bitplane	RRID:SCR_007370	
Software, algorithm	Image J	Image J	RRID:SCR_003070	
Software, algorithm	Fiji	Fiji	RRID:SCR_002285	
Software, algorithm	Weighted Gene Co-expression Network Analysis	Software R package	RRID:SCR_003302	
Software, algorithm	EdgeR	Bioconductor software package	RRID:SCR_012802	
Software, algorithm	DESeq	Bioconductor software package	RRID:SCR_000154	
Software, algorithm	LIMMA	Bioconductor software package	RRID:SCR_010943	
Software, algorithm	Glimma	Bioconductor software package	RRID:SCR_017389	
Software, algorithm	ggplot2	Software R package	RRID:SCR_014601	
Software, algorithm	EnhancedVolcano	Bioconductor software package	RRID:SCR_018931	
Software, algorithm	clusterProfiler	Bioconductor software package	RRID:SCR_016884	
Software, algorithm	maSigPro	Bioconductor software package	RRID:SCR_001349	
Software, algorithm	Enrichr	Enrichr	RRID:SCR_001575	
Software, algorithm	Ethovision XT	Noldus	RRID:SCR_000441	
Software, algorithm	GraphPad Prism	GraphPad	RRID:SCR_002798	

### Compounds

PLX3397 was provided by Plexxikon Inc (Berkeley, CA) and formulated in AIN-76A standard chow by Research Diets Inc at the doses indicated in the text. PLX3397 was provided in chow at 600 ppm.

### Mice

All mice were obtained from The Jackson Laboratory (Bar Harbor, ME) unless otherwise indicated. *Cx3cr1^CreERT2^* (020940), *Ascl1^CreERT2^* (012882), and *Nestin^CreERT2^* (016261) mice were bred to R26-YFP (006148) reporter mice. Cx3cr1^GFP/GFP^Ccr2^RFP/RFP^ (032127) mice were bred to C57BL/6 to obtain Cx3cr1^GFP/+^Ccr2^RFP/+^ mice. H2K-*BCL*-2 transgenic mice were gifted from Irving Weissman. Ccl2 KO (004434) mice were obtained from The Jackson Laboratory. For transplant studies, bone marrow cells were isolated from CAG-EGFP mice (006567). All other mice were male C57BL/6 (000664) mice. Animals were housed with open access to food and water under 12 hr/12 hr light-dark cycles. All mice were aged to 1.5 months unless otherwise indicated.

### Animal treatments

All rodent experiments were performed in accordance with animal protocols approved (AUP-17–179) by the Institutional Animal Care and Use Committee at the University of California, Irvine (UCI). *Microglial depletion:* Mice were administered ad libitum with PLX3397 at a dosage of 600 ppm (to eliminate microglia) or vehicle (control) for 14 days. To stimulate repopulation, PLX3397 was withdrawn and replaced with vehicle. *LPS treatment:* Lipopolysaccharide (LPS; *Escherichia coli* 0111:B4; L4130, Sigma-Aldrich, St. Louis, MO) was dissolved in phosphate-buffered saline (PBS) and administered intraperitoneally (IP) at a dose of 0.33 mg/kg animal body weight either 6 or 24 hr prior to sacrifice. *BrdU labeling:* Bromodeoxyuridine (BrdU; 000103, Thermo Fisher Scientific, Waltham, MA) was administered at a dose of 1 ml/100 g body weight (per manufacturer’s instructions) for four consecutive days. Mice were sacrificed 24 hr following last BrdU injection. *Tamoxifen treatment:* Tamoxifen (10540-29-1, Sigma-Aldrich) was suspended in corn oil for 60 min at 50°C. To obtain efficient conversion of *loxP* alleles a dose of 5 mg tamoxifen/ 25 g animal body weight was delivered orally over five consecutive days. Animals were injected with tamoxifen immediately following PLX3397 inhibition to track the lineage of the repopulating cells (for all lines except *Cx3cr^CreERT2^*, in which TAM was administered 21 days prior to PLX3397 treatment). In vivo *neutralization of CCL12:* 100 ug of polyclonal goat anti-CCL12/MCP-5 (AF428, R and D Systems, Minneapolis, MN) or goat IgG in 0.5 ml of sterile HBSS was administered per mouse via i.p. injection at day 1, day 3, day 5, and day 6 (25 ug x 4) recovery (i.e., days post PLX3397 withdrawal). *Bone marrow transplant:* C57BL/6 mice were anesthetized with isoflurane and then irradiated with 1000 cGy (head-shielded) and reconstituted via retroorbital injection with 2 x 10^6^ whole BM cells from CAG-EGFP mice. Blood was measured 4, 8, and 12 weeks post transplantation to track granulocyte chimerism. At 12 weeks post transplantation, the mice were euthanized and BM was harvested and analyzed by flow cytometry for HSC chimerism. This established an average percent chimerism of >40% in HS irradiated mice. *Tissue collection:* Following treatments, adult mice were sacrificed via carbon dioxide inhalation and perfused transcardially with 1X PBS. For mouse pups (below the age of postnatal day P9), animals were fully sedated using ice and then decapitated. Brains were extracted and dissected down the midline, with one half flash-frozen for subsequent RNA and protein analyses, and the other half drop-fixed in 4% paraformaldehyde. Fixed brains were cryopreserved in PBS + 0.05% sodium azide + 30% sucrose, frozen, and sectioned at 40 μm on a Leica SM2000 R sliding microtome for subsequent immunohistochemical analyses. *Subventricular zone microdissection and isolation:* Extracted brains were immersed in ice-cold HBSS (14025092, Thermo Fisher Scientific) and cut in half along the sagittal axis. Following removal of the septum, a thin layer of the rostral and lateral walls of the lateral ventricles were extracted from each hemisphere with a microsurgical stab knife (52–1501, Unique Technologies, Mohnton, PA) and immediately frozen in RNA isolation buffer solution.

### Histology and confocal microscopy

Fluorescent immunolabeling followed a standard indirect technique as described previously (Elmore et al., 2014). Brain sections were stained with antibodies against: IBA1 (1:1000; 019–19741, Wako Chemicals, Richmond, VA; and ab5076, Abcam, Cambridge, UK), CD11b (1:50, MCA711, Bio-Rad Laboratories, Hercules, CA), P2RY12 (1:200, HPA014518, Sigma-Aldrich), TMEM119 (1:200, ab209064, Abcam), AXL (1:100, AF854, R and D Systems), Dectin-1 (also known as CLEC7A; 1:30, mabg-mdect, Invivogen, San Diego, CA), Ki67 (1:200, ab16667, Abcam), NESTIN (1:200, ab6142, Abcam), MASH1 (1:200, 556604, BD Biosciences, San Jose, CA), TIE2 (1:100, ab24859, Abcam), GFAP (1:3000, ab4674, Abcam), DCX (1:200, sc-8066, Santa Cruz, Dallas, TX), OLIG2 (1:200, ab109186, Abcam), SOX2 (1:200, AF2018, R and D Systems), YFP/GFP (1:200, ab6556, Abcam), GFP (1:200, ab13970, Abcam), PU.1 (1:200, 2258, Cell Signaling Technology, Danvers, MA), Collagen IV (1:200, ab6586, Abcam), Parvalbumin (1:200, MAB1572, Millipore, Burlington, MA), WFA (1:1000, B-1355, Vector Laboratories, Burlingame, CA), PDGFRα (1:200, ab124392, Abcam), MBP (1:200, MAB386, Millipore), and NeuN (1:1000, MAB377, Millipore). For DAPI staining, mounted brain sections were cover-slipped using Fluoromount-G with DAPI (00-4959-52, Invitrogen, Carlsbad, CA). High resolution fluorescent images were obtained using a Leica TCS SPE-II confocal microscope (Leica Microsystems, Wetzlar, Germany) and LAS-X v 3.3.0 software. Images in the cortex were taken in the somatosensory cortex unless otherwise indicated. For confocal imaging, one field of view (FOV) per brain region was captured per mouse unless otherwise indicated. To capture brightfield images and whole brain stitches, automated slide scanning was performed using a Zeiss AxioScan.Z1 equipped with a Colibri camera (Zeiss, Oberkochen, Germany) and Zen AxioScan 2.3 software. Microglial morphology was determined using the filaments module in Bitplane Imaris 7.5 (Bitplane, Zurich, Switzerland), as described previously (Elmore et al., 2015). Cell quantities were determined using the spots module in Imaris. Percent coverage measurements were determined in Image J (NIH, Bethesda, MD).

### Cranial window implantation

Mice were anesthetized with isoflurane (Patterson Veterinary, Greeley, CO) in O_2_ (2% for induction, 1–1.5% for maintenance). To provide perioperative analgesia, minimize inflammation, and prevent cerebral edema, Carprofen (10 mg/kg, s.c., Zoetis, Parsippany-Troy Hills, NJ) and Dexamethasone (4.8 mg/kg, s.c. Phoenix Pharmaceuticals, St. Joseph, MO) were administered immediately following induction. Ringer’s lactate solution (0.2 mL/20 g/hr, s.c, Hospira, Lake Forest, IL) was given throughout the surgery to replace fluid loss. Sterile eye ointment (Rugby Laboratories, Hempstead, NY) was applied to prevent corneal drying. Surgical tools were sterilized using a hot glass bead sterilizer (Germinator 500, CellPoint Scientific, Gaithersburg, MD). Following hair removal, Povidone-iodine (Phoenix) and Lidocaine Hydrochloride Jelly (2%, Akorn, Lake Forest, IL) was used to disinfect and numb the scalp, respectively. The scalp and underlying connective tissue were removed to expose the parietal and interparietal bone. Lidocaine Hydrochloride injectable (2%, Phoenix) was used for muscle analgesia and the right temporal muscle detached from the superior temporal line. The skull was dried using ethanol (70% in DI water) and a thin layer of Vetbond Tissue Adhesive (3M, Saint Paul, MN) applied to the exposed surface. Custom-printed ABS headplates were attached using Contemporary Ortho-Jet liquid and powder (Lang Dental, Wheeling, IL) at an angle parallel to the skull. A small craniotomy (3 mm diameter) was performed over the right hemisphere 2.5 mm anterior and 3 mm lateral lambda. Hemostatic gelfoam sponges (Pfizer, New York, NY) pre-soaked in sterile saline (CareFusion AirLife Modudose, CareFusion/BD, San Diego, CA) were used to absorb dural bleeding. Surgery was terminated if dural tears or intracerebral bleeding was observed. A 4 mm glass coverslip (World Precision Instruments, Sarasota, FL) was placed over the exposed brain and its edges attached to the skull first with a thin layer of Vetbond and second with dental acrylic. Following surgery, mice recovered in their home cage over a warm heating pad until normal behavior resumed (~15–30 min). Postoperative care consisted of daily Carprofen injections (10 mg/kg, s.c.) for 1 week.

### Two-photon imaging

Fluorescence was gathered with a resonant two-photon microscope (Neurolabware, Los Angeles, CA) with 900 nm excitation light (Mai Tai HP, Spectra-Physics, Santa Clara, CA). A 20x water immersion lens (1.0 NA, Olympus, Tokyo, Japan) was used with magnification 4. Emissions were filtered using a 510/84 nm and 607/70 nm BrightLine bandpass filter (Semrock, Rochester, NY). Image sequences were gathered using Scanbox acquisition software (Scanbox, Los Angeles, CA) at a depth of 200–260 µm below the meninges. An electrically tunable lens was used to image 20 planes (326x325µm, 3 µm z step), each sampled at 0.5 Hz. Laser damage consisted of line scanning at magnification 25 for 1–10 s at 800 nm.

### Quantification of homeostatic motility and response to laser ablation

All image stacks were processed and analyzed using the image processing package FIJI, a distribution of NIH Image J software (Schindelin et al., 2012). Stacks were temporally binned by taking the sum for each pixel over 30 frames (1 min.). Homeostatic motility was quantified manually by measuring the difference of visibly moving processes over 2 min. For each mouse, 10 microglia were chosen at random and the first five extension or retraction observed were recorded for a total of 50 observations per mouse. Microglia respond to laser damage by extending their processes toward the site of injury. We took advantage of increasing fluorescence at the site of damage from infiltrating GFP-positive processes to quantify microglia response to laser ablation. The average GFP intensity within a circle (r = 50 µm) centered at site of damage at any timepoint (t_x_) was normalized to the intensity in that area at 1 min. post ablation (t_1_). To determine differences in GFP intensity within groups over time and between groups at any timepoint, we used a repeated measures two-way ANOVA corrected for multiple comparison (Geisser-greenhouse correction).

### PK analysis

PLX3397 concentration in plasma and cerebellum were analyzed for pharmacokinetic (PK) data by Integrated Analytical Solutions, (Inc).

### FACS analysis

Myeloid cells were extracted from whole hemispheres, isolated into single-cell suspensions and identified using fluorescence-activated cell sorting (FACS) gating for CD11b^+^CD45^int^ as previously described (Elmore et al., 2014). Cells were stained with the following surface antibodies purchased from Biolegend (San Deigo, CA) at 1:200 unless otherwise indicated: CD34-eFlour660 (1:50, 50-0341-80, eBioscience, San Diego, CA), Sca-1-AF700 (1:100, 108141), CD16/32-PE (101307), Ter119-PE/Cy5 (116209), ckit/CD117-PE/Cy7 (25-1171-81, eBioscience), CD150/SLAM-PerCP-eFlour710 (46-1502-82, eBioscience), CD11b-APC (101212), CD11b-PE (101208), Gr1-AF700 (108422), CD45-AF700 (103128), CD45-APC/Cy7 (103116), NK1.1-PE (108707), CD3-PE/Cy7 (100220), CD19-Per-Cyanine5.5 (45-0193-82, eBioscience), CD11c-APC/Cy7 (117323), Ly6C-PE (1:400, 128007), Ly6G-5.5 (127615). For HSCs, CMPs, and GMPs, all cells were gated on live (PI^-^), Ter119^-^ cells and then identified with the following gating strategy: HSCs: FcyR^-^, ckit^+^ Sca^+^ CD34^-^, SLAM^+^, CMPs: FcyR^-^, ckit^+^, Sca^-^, CD35^+^, and GMPs: FcyR^+^, ckit^+^, Sca^-^, CD34^+^. Samples were acquired with the BD LSRII or BD Fortessa X20, and sorted with the BD FACS Aria II.

### Nanostring analysis

RNA was extracted and purified from frozen half brains using an RNA Plus Universal Mini Kit (Cat. #73404, Qiagen). For nCounter analysis, total RNA was diluted to 20 ng/μl and probed using a mouse nCounter PanCancer Immune Profiling Panel (Nanostring Technologies, Seattle, WA, USA) profiling ~700 immunology-related mouse genes. Counts for target genes were normalized to the best fitting house-keeping genes as determined by nSolver software. The WGCNA package was used to evaluate the quality of reads, as well, as identify and remove appropriate outliers, based on standard deviation within normalized expression values. PCA plots were generated using plot3D. Negative binomial linear regression analysis was performed using EdgeR, DESeq, and Limma packages to generate FDR and log fold change values. Top significant genes are displayed as a volcano plot constructed using GLimma, ggplot2, and EnhancedVolcano.

### RNA-sequencing and analysis

Total RNAs were extracted by using RNeasy Mini Kit (Qiagen, Hilden, Germany). RNA integrity number (RIN) was measured by Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA) and samples with RIN >= 7.0 were kept for cDNA synthesis. cDNA synthesis and amplification were performed followed by Smart-seq2 (Picelli et al., 2014) standard protocol. Libraries were constructed by using the Nextera DNA Sample Preparation Kit (Illumina, San Diego, CA). Libraries were base-pair selected based on Agilent 2100 Bioanalyzer profiles and normalized as determined by KAPA Library Quantification Kit (Illumina). The libraries were sequenced using paired-end 43 bp mode on Illumina NextSeq500 platform with around 10 million reads per sample. *Read alignment and expression quantification:* Pair-end RNA-seq reads were aligned using STAR v.2.5.1b with the options (--outFilterMismatchNmax 10 --outFilterMismatchNoverReadLmax 1 --outFilterMultimapNmax 10) (Dobin et al., 2013). Rsubread was used to generate feature counts (Liao et al., 2019). Gene expression was measured using Limma, edgeR, and org.Mm.eg.db packages with expression values normalized as RPKM (Robinson et al., 2010; McCarthy et al., 2012; Carlson, 2018; Ritchie et al., 2015).

#### Differential expression analysis

Libraries with uniquely mapping percentages higher than 80% were considered to be of good quality and kept for downstream analysis. Protein coding and long non-coding RNA genes, with expression RPKM > = one in at least three samples, were collected for subsequent analysis. Differential expression analysis was performed by using Limma, edgeR, and org.Mm.eg.db (Robinson et al., 2010; McCarthy et al., 2012; Carlson, 2018; Ritchie et al., 2015). Differentially expressed genes (DEGs) were selected by using false discovery rate (FDR)<0.05. Top significant genes are displayed as a volcano plot constructed using GLimma, ggplot2, and EnhancedVolcano (FDR < 0.05, LogFC >1) (Blighe, 2019). PCA plots were generated using plot3D (Soetaert, 2017).

#### Gene ontology and pathway analysis

DEGs were analyzed for Gene ontology (GO) enrichment by clusterProfiler using a hypergeometric test with corrected p-values < 0.05 (Yu et al., 2012). These results were then plotted with GOplot. maSigPro package was used to identify genes that show different gene expression profiles over time (Conesa et al., 2006). Heatmaps were generated by mapping RPKM values to genes identified in maSigPro and then constructed using gplots. Normalized (min max normalization for each individual gene) log2-transformed expression values are displayed as a heatmap with hierarchical clustering utilizing gplots. maSigPro-selected gene clusters were identified and enriched for GO using clusterProfiler. GOplot was used to correlate genes and important pathways. DEGs of 3 mo recovery mice were analyzed for Gene ontology (GO) enrichment by enrichR with corrected p-values < 0.05.

### Behavioral and cognitive analysis

Mouse behavior, motor function, and cognition was evaluated using the following tasks: elevated plus maze, open field, novel place/novel object, sociability test, and spontaneous alternation Y-maze in the order listed, and as previously described unless otherwise indicated (Elmore et al., 2014; Elmore et al., 2015; Spangenberg et al., 2019; Spangenberg et al., 2016). Testing was conducted at 28 days recovery (i.e. after CSF1Ri removal and microglial repopulation).

#### Sociability test

The Crawley’s or Three-Chamber Sociability test assesses general sociability, or time spent with another rodent. In brief, animals were placed in a Three-chamber Sociability Test box (19 cm x 45 cm) with two dividing walls made of clear Plexiglas allowing free access to each chamber. During habituation, the subject mouse is placed in the middle chamber for 5 min for adaption. During testing (24 hr after habituation), a stranger mouse (inside a wire containment cup) is placed in one of the side chambers, and the subject mouse was placed in the center chamber and allowed to access and explore all three chambers for 10 min. The placement of the stranger mouse in the left and right chambers is systemically altered between trials. The duration of time spent in each chamber, velocity, and distance traveled was measured. *Spontaneous Alternation Y-Maze:* For this task, mice were placed in a Y-maze (35.2 cm arm length x 5 cm width x 20 cm sidewall height). Each animal was allowed to freely explore the arena for 8 min. Distinct intra-maze visual cues were positioned at the end of each arm for spatial orientation. Spontaneous alternation, which measures the willingness of an animal to explore new environments, was measured by the number of triads, or entry of all three arms in a consecutive sequence (i.e. ABC and not BAB). Unless otherwise indicated, behavioral readouts for all tasks were calculated from video using the EthoVision XT 14 tracking system (Noldus, Leesburg, VA).

### Data analysis and statistics

Statistical analysis was performed with Prism Graph Pad (v.8.1.1, GraphPad Software, San Diego, CA). To compare two groups, the unpaired Student’s t-test was used. To compare multiple groups, a one-way ANOVA with Tukey’s posthoc test was performed. For all analyses, statistical significance was accepted at p < 0.05. All bar graphs are represented as means +/- SEM and significance expressed as follows: *p < 0.05, **p< 0.01, ***p < 0.001. n is given as the number of mice within each group.

## Data Availability

Sequencing data have been deposited in GEO under accession code GSE166092, and can be explored in an interactive fashion at http://rnaseq.mind.uci.edu/green/. All other data generated or analysed during this study are included in the manuscript and support files. The following dataset was generated: GreenKN HohsfieldLA SoniN 2021Subventricular zone/white matter microglia reconstitute the empty adult microglial niche in a dynamic waveNCBI Gene Expression OmnibusGSE16609210.7554/eLife.66738PMC842595034423781

## References

[bib1] Askew K, Li K, Olmos-Alonso A, Garcia-Moreno F, Liang Y, Richardson P, Tipton T, Chapman MA, Riecken K, Beccari S, Sierra A, Molnár Z, Cragg MS, Garaschuk O, Perry VH, Gomez-Nicola D (2017). Coupled proliferation and apoptosis maintain the rapid turnover of microglia in the adult brain. Cell Reports.

[bib2] Baufeld C, O'Loughlin E, Calcagno N, Madore C, Butovsky O (2018). Differential contribution of microglia and monocytes in neurodegenerative diseases. Journal of Neural Transmission.

[bib3] Benmamar-Badel A, Owens T, Wlodarczyk A (2020). Protective microglial subset in development, aging, and disease: lessons from transcriptomic studies. Frontiers in Immunology.

[bib4] Bennett ML, Bennett FC, Liddelow SA, Ajami B, Zamanian JL, Fernhoff NB, Mulinyawe SB, Bohlen CJ, Adil A, Tucker A, Weissman IL, Chang EF, Li G, Grant GA, Hayden Gephart MG, Barres BA (2016). New tools for studying microglia in the mouse and human CNS. PNAS.

[bib5] Blériot C, Chakarov S, Ginhoux F (2020). Determinants of resident tissue macrophage identity and function. Immunity.

[bib6] Blighe K (2019). https://github.com/kevinblighe/EnhancedVolcano.

[bib7] Bohlen CJ, Bennett FC, Tucker AF, Collins HY, Mulinyawe SB, Barres BA (2017). Diverse requirements for microglial survival, specification, and function revealed by Defined-Medium cultures. Neuron.

[bib8] Böttcher C, Schlickeiser S, Sneeboer MAM, Kunkel D, Knop A, Paza E, Fidzinski P, Kraus L, Snijders GJL, Kahn RS, Schulz AR, Mei HE, Hol EM, Siegmund B, Glauben R, Spruth EJ, de Witte LD, Priller J, NBB-Psy (2019). Human microglia regional heterogeneity and phenotypes determined by multiplexed single-cell mass cytometry. Nature Neuroscience.

[bib9] Bruttger J, Karram K, Wörtge S, Regen T, Marini F, Hoppmann N, Klein M, Blank T, Yona S, Wolf Y, Mack M, Pinteaux E, Müller W, Zipp F, Binder H, Bopp T, Prinz M, Jung S, Waisman A (2015). Genetic cell ablation reveals clusters of local Self-Renewing microglia in the mammalian central nervous system. Immunity.

[bib10] Butovsky O, Jedrychowski MP, Moore CS, Cialic R, Lanser AJ, Gabriely G, Koeglsperger T, Dake B, Wu PM, Doykan CE, Fanek Z, Liu L, Chen Z, Rothstein JD, Ransohoff RM, Gygi SP, Antel JP, Weiner HL (2014). Identification of a unique TGF-β-dependent molecular and functional signature in microglia. Nature Neuroscience.

[bib11] Butovsky O, Weiner HL (2018). Microglial signatures and their role in health and disease. Nature Reviews Neuroscience.

[bib12] Buttgereit A, Lelios I, Yu X, Vrohlings M, Krakoski NR, Gautier EL, Nishinakamura R, Becher B, Greter M (2016). Sall1 is a transcriptional regulator defining microglia identity and function. Nature Immunology.

[bib13] Cabungcal J-H, Steullet P, Morishita H, Kraftsik R, Cuenod M, Hensch TK, Do KQ (2013). Perineuronal nets protect fast-spiking interneurons against oxidative stress. PNAS.

[bib14] Carlson M (2018). Bioconductor.

[bib15] Cecchini MG, Dominguez MG, Mocci S, Wetterwald A, Felix R, Fleisch H, Chisholm O, Hofstetter W, Pollard JW, Stanley ER (1994). Role of colony stimulating factor-1 in the establishment and regulation of tissue macrophages during postnatal development of the mouse. Development.

[bib16] Chu HX, Arumugam TV, Gelderblom M, Magnus T, Drummond GR, Sobey CG (2014). Role of CCR2 in inflammatory conditions of the central nervous system. Journal of Cerebral Blood Flow & Metabolism.

[bib17] Conesa A, Nueda MJ, Ferrer A, Talón M (2006). maSigPro: a method to identify significantly differential expression profiles in time-course microarray experiments. Bioinformatics.

[bib18] Crapser JD, Spangenberg EE, Barahona RA, Arreola MA, Hohsfield LA, Green KN (2020a). Microglia facilitate loss of perineuronal nets in the Alzheimer's disease brain. EBioMedicine.

[bib19] Crapser JD, Ochaba J, Soni N, Reidling JC, Thompson LM, Green KN (2020b). Microglial depletion prevents extracellular matrix changes and striatal volume reduction in a model of Huntington's disease. Brain.

[bib20] Crapser JD, Arreola MA, Tsourmas KI, Green KN (2021). Microglia as hackers of the matrix: sculpting synapses and the extracellular space. Cellular & Molecular Immunology.

[bib21] Cronk JC, Filiano AJ, Louveau A, Marin I, Marsh R, Ji E, Goldman DH, Smirnov I, Geraci N, Acton S, Overall CC, Kipnis J (2018). Peripherally derived macrophages can engraft the brain independent of irradiation and maintain an identity distinct from microglia. Journal of Experimental Medicine.

[bib22] Dai XM, Ryan GR, Hapel AJ, Dominguez MG, Russell RG, Kapp S, Sylvestre V, Stanley ER (2002). Targeted disruption of the mouse colony-stimulating factor 1 receptor gene results in Osteopetrosis, mononuclear phagocyte deficiency, increased primitive progenitor cell frequencies, and reproductive defects. Blood.

[bib23] Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S, Batut P, Chaisson M, Gingeras TR (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics.

[bib24] Domen J, Gandy KL, Weissman IL (1998). Systemic overexpression of BCL-2 in the hematopoietic system protects transgenic mice from the consequences of lethal irradiation. Blood.

[bib25] Dubbelaar ML, Kracht L, Eggen BJL, Boddeke E (2018). The kaleidoscope of microglial phenotypes. Frontiers in Immunology.

[bib26] Easley-Neal C, Foreman O, Sharma N, Zarrin AA, Weimer RM (2019). CSF1R ligands IL-34 and CSF1 are differentially required for microglia development and maintenance in white and gray matter brain regions. Frontiers in Immunology.

[bib27] Eglitis MA, Mezey E (1997). Hematopoietic cells differentiate into both microglia and macroglia in the brains of adult mice. PNAS.

[bib28] Elmore MR, Najafi AR, Koike MA, Dagher NN, Spangenberg EE, Rice RA, Kitazawa M, Matusow B, Nguyen H, West BL, Green KN (2014). Colony-stimulating factor 1 receptor signaling is necessary for microglia viability, unmasking a microglia progenitor cell in the adult brain. Neuron.

[bib29] Elmore MR, Lee RJ, West BL, Green KN (2015). Characterizing newly repopulated microglia in the adult mouse: impacts on animal behavior, cell morphology, and neuroinflammation. PLOS ONE.

[bib30] Elmore MRP, Hohsfield LA, Kramár EA, Soreq L, Lee RJ, Pham ST, Najafi AR, Spangenberg EE, Wood MA, West BL, Green KN (2018). Replacement of microglia in the aged brain reverses cognitive, synaptic, and neuronal deficits in mice. Aging Cell.

[bib31] Fonseca MI, Chu SH, Hernandez MX, Fang MJ, Modarresi L, Selvan P, MacGregor GR, Tenner AJ (2017). Cell-specific deletion of C1qa identifies microglia as the dominant source of C1q in mouse brain. Journal of Neuroinflammation.

[bib32] Ge R, Tornero D, Hirota M, Monni E, Laterza C, Lindvall O, Kokaia Z (2017). Choroid plexus-cerebrospinal fluid route for monocyte-derived macrophages after stroke. Journal of Neuroinflammation.

[bib33] Ginhoux F, Greter M, Leboeuf M, Nandi S, See P, Gokhan S, Mehler MF, Conway SJ, Ng LG, Stanley ER, Samokhvalov IM, Merad M (2010). Fate mapping analysis reveals that adult microglia derive from primitive macrophages. Science.

[bib34] Ginhoux F, Lim S, Hoeffel G, Low D, Huber T (2013). Origin and differentiation of microglia. Frontiers in Cellular Neuroscience.

[bib35] Ginhoux F, Prinz M (2015). Origin of microglia: current concepts and past controversies. Cold Spring Harbor Perspectives in Biology.

[bib36] Goings GE, Kozlowski DA, Szele FG (2006). Differential activation of microglia in Neurogenic versus non-neurogenic regions of the forebrain. Glia.

[bib37] Goldmann T, Wieghofer P, Müller PF, Wolf Y, Varol D, Yona S, Brendecke SM, Kierdorf K, Staszewski O, Datta M, Luedde T, Heikenwalder M, Jung S, Prinz M (2013). A new type of microglia gene targeting shows TAK1 to be pivotal in CNS autoimmune inflammation. Nature Neuroscience.

[bib38] Gosselin D, Link VM, Romanoski CE, Fonseca GJ, Eichenfield DZ, Spann NJ, Stender JD, Chun HB, Garner H, Geissmann F, Glass CK (2014). Environment drives selection and function of enhancers controlling tissue-specific macrophage identities. Cell.

[bib39] Hagan N, Kane JL, Grover D, Woodworth L, Madore C, Saleh J, Sancho J, Liu J, Li Y, Proto J, Zelic M, Mahan A, Kothe M, Scholte AA, Fitzgerald M, Gisevius B, Haghikia A, Butovsky O, Ofengeim D (2020). CSF1R signaling is a regulator of pathogenesis in progressive MS. Cell Death & Disease.

[bib40] Hagemeyer N, Hanft KM, Akriditou MA, Unger N, Park ES, Stanley ER, Staszewski O, Dimou L, Prinz M (2017). Microglia contribute to normal myelinogenesis and to oligodendrocyte progenitor maintenance during adulthood. Acta Neuropathologica.

[bib41] Hammond TR, Dufort C, Dissing-Olesen L, Giera S, Young A, Wysoker A, Walker AJ, Gergits F, Segel M, Nemesh J, Marsh SE, Saunders A, Macosko E, Ginhoux F, Chen J, Franklin RJM, Piao X, McCarroll SA, Stevens B (2019). Single-Cell RNA sequencing of microglia throughout the mouse lifespan and in the injured brain reveals complex Cell-State changes. Immunity.

[bib42] Han J, Harris RA, Zhang XM (2017). An updated assessment of microglia depletion: current concepts and future directions. Molecular Brain.

[bib43] Huang Y, Xu Z, Xiong S, Sun F, Qin G, Hu G, Wang J, Zhao L, Liang YX, Wu T, Lu Z, Humayun MS, So KF, Pan Y, Li N, Yuan TF, Rao Y, Peng B (2018). Repopulated microglia are solely derived from the proliferation of residual microglia after acute depletion. Nature Neuroscience.

[bib44] Jordão MJC, Sankowski R, Brendecke SM, Sagar, Locatelli G, Tai YH, Tay TL, Schramm E, Armbruster S, Hagemeyer N, Groß O, Mai D, Çiçek Ö, Falk T, Kerschensteiner M, Grün D, Prinz M (2019). Single-cell profiling identifies myeloid cell subsets with distinct fates during neuroinflammation. Science.

[bib45] Keren-Shaul H, Spinrad A, Weiner A, Matcovitch-Natan O, Dvir-Szternfeld R, Ulland TK, David E, Baruch K, Lara-Astaiso D, Toth B, Itzkovitz S, Colonna M, Schwartz M, Amit I (2017). A unique microglia type associated with restricting development of alzheimer's Disease. Cell.

[bib46] Kierdorf K, Erny D, Goldmann T, Sander V, Schulz C, Perdiguero EG, Wieghofer P, Heinrich A, Riemke P, Hölscher C, Müller DN, Luckow B, Brocker T, Debowski K, Fritz G, Opdenakker G, Diefenbach A, Biber K, Heikenwalder M, Geissmann F, Rosenbauer F, Prinz M (2013). Microglia emerge from erythromyeloid precursors via pu.1- and Irf8-dependent pathways. Nature Neuroscience.

[bib47] Kierdorf K, Masuda T, Jordão MJC, Prinz M (2019). Macrophages at CNS interfaces: ontogeny and function in health and disease. Nature Reviews Neuroscience.

[bib48] Krasemann S, Madore C, Cialic R, Baufeld C, Calcagno N, El Fatimy R, Beckers L, O'Loughlin E, Xu Y, Fanek Z, Greco DJ, Smith ST, Tweet G, Humulock Z, Zrzavy T, Conde-Sanroman P, Gacias M, Weng Z, Chen H, Tjon E, Mazaheri F, Hartmann K, Madi A, Ulrich JD, Glatzel M, Worthmann A, Heeren J, Budnik B, Lemere C, Ikezu T, Heppner FL, Litvak V, Holtzman DM, Lassmann H, Weiner HL, Ochando J, Haass C, Butovsky O (2017). The TREM2-APOE pathway drives the transcriptional phenotype of dysfunctional microglia in neurodegenerative diseases. Immunity.

[bib49] Kuil LE, Oosterhof N, Ferrero G, Mikulášová T, Hason M, Dekker J, Rovira M, van der Linde HC, van Strien PM, de Pater E, Schaaf G, Bindels EM, Wittamer V, van Ham TJ (2020). Zebrafish macrophage developmental arrest underlies depletion of microglia and reveals Csf1r-independent metaphocytes. eLife.

[bib50] Lagasse E, Weissman IL (1997). Enforced expression of Bcl-2 in monocytes rescues macrophages and partially reverses osteopetrosis in op/op mice. Cell.

[bib51] Lavin Y, Winter D, Blecher-Gonen R, David E, Keren-Shaul H, Merad M, Jung S, Amit I (2014). Tissue-resident macrophage enhancer landscapes are shaped by the local microenvironment. Cell.

[bib52] Lei F, Cui N, Zhou C, Chodosh J, Vavvas DG, Paschalis EI (2020). CSF1R inhibition by a small-molecule inhibitor is not microglia specific; affecting hematopoiesis and the function of macrophages. PNAS.

[bib53] Lelli A, Gervais A, Colin C, Chéret C, Ruiz de Almodovar C, Carmeliet P, Krause KH, Boillée S, Mallat M (2013). The NADPH oxidase Nox2 regulates VEGFR1/CSF-1R-mediated microglial chemotaxis and promotes early postnatal infiltration of phagocytes in the subventricular zone of the mouse cerebral cortex. Glia.

[bib54] Li Q, Cheng Z, Zhou L, Darmanis S, Neff NF, Okamoto J, Gulati G, Bennett ML, Sun LO, Clarke LE, Marschallinger J, Yu G, Quake SR, Wyss-Coray T, Barres BA (2019). Developmental heterogeneity of microglia and brain myeloid cells revealed by deep Single-Cell RNA sequencing. Neuron.

[bib55] Liao Y, Smyth GK, Shi W (2019). The R package rsubread is easier, faster, cheaper and better for alignment and quantification of RNA sequencing reads. Nucleic Acids Research.

[bib56] Liu YJ, Spangenberg EE, Tang B, Holmes TC, Green KN, Xu X (2021). Microglia elimination increases neural circuit connectivity and activity in adult mouse cortex. The Journal of Neuroscience.

[bib57] Lopez-Atalaya JP, Askew KE, Sierra A, Gomez-Nicola D (2018). Development and maintenance of the brain's immune toolkit: Microglia and non-parenchymal brain macrophages. Developmental Neurobiology.

[bib58] Lund H, Pieber M, Parsa R, Han J, Grommisch D, Ewing E, Kular L, Needhamsen M, Espinosa A, Nilsson E, Överby AK, Butovsky O, Jagodic M, Zhang XM, Harris RA (2018). Competitive repopulation of an empty microglial niche yields functionally distinct subsets of microglia-like cells. Nature Communications.

[bib59] Marsters CM, Nesan D, Far R, Klenin N, Pittman QJ, Kurrasch DM (2020). Embryonic microglia influence developing hypothalamic glial populations. Journal of Neuroinflammation.

[bib60] Masuda T, Sankowski R, Staszewski O, Böttcher C, Amann L, Sagar, Scheiwe C, Nessler S, Kunz P, van Loo G, Coenen VA, Reinacher PC, Michel A, Sure U, Gold R, Grün D, Priller J, Stadelmann C, Prinz M (2019). Spatial and temporal heterogeneity of mouse and human microglia at single-cell resolution. Nature.

[bib61] Matcovitch-Natan O, Winter DR, Giladi A, Vargas Aguilar S, Spinrad A, Sarrazin S, Ben-Yehuda H, David E, Zelada González F, Perrin P, Keren-Shaul H, Gury M, Lara-Astaiso D, Thaiss CA, Cohen M, Bahar Halpern K, Baruch K, Deczkowska A, Lorenzo-Vivas E, Itzkovitz S, Elinav E, Sieweke MH, Schwartz M, Amit I (2016). Microglia development follows a stepwise program to regulate brain homeostasis. Science.

[bib62] Mathys H, Adaikkan C, Gao F, Young JZ, Manet E, Hemberg M, De Jager PL, Ransohoff RM, Regev A, Tsai LH (2017). Temporal tracking of microglia activation in neurodegeneration at Single-Cell resolution. Cell Reports.

[bib63] McCarthy DJ, Chen Y, Smyth GK (2012). Differential expression analysis of multifactor RNA-Seq experiments with respect to biological variation. Nucleic Acids Research.

[bib64] Menassa DA, Gomez-Nicola D (2018). Microglial dynamics during human brain development. Frontiers in Immunology.

[bib65] Mendes MS, Le L, Atlas J, Brehm Z, Ladron-de-Guevara A, Matei E, Lamantia C, McCall MN, Majewska AK (2021). The role of P2Y12 in the kinetics of microglial self-renewal and maturation in the adult visual cortex in vivo. eLife.

[bib66] Mildner A, Schmidt H, Nitsche M, Merkler D, Hanisch UK, Mack M, Heikenwalder M, Brück W, Priller J, Prinz M (2007). Microglia in the adult brain arise from Ly-6ChiCCR2+ monocytes only under defined host conditions. Nature Neuroscience.

[bib67] Monier A, Adle-Biassette H, Delezoide AL, Evrard P, Gressens P, Verney C (2007). Entry and distribution of microglial cells in human embryonic and fetal cerebral cortex. Journal of Neuropathology and Experimental Neurology.

[bib68] Mrdjen D, Pavlovic A, Hartmann FJ, Schreiner B, Utz SG, Leung BP, Lelios I, Heppner FL, Kipnis J, Merkler D, Greter M, Becher B (2018). High-Dimensional Single-Cell mapping of central nervous system immune cells reveals distinct myeloid subsets in health, aging, and disease. Immunity.

[bib69] Najafi AR, Crapser J, Jiang S, Ng W, Mortazavi A, West BL, Green KN (2018). A limited capacity for microglial repopulation in the adult brain. Glia.

[bib70] Nemes-Baran AD, White DR, DeSilva TM (2020). Fractalkine-Dependent microglial pruning of viable oligodendrocyte progenitor cells regulates myelination. Cell Reports.

[bib71] O'Neil SM, Witcher KG, McKim DB, Godbout JP (2018). Forced turnover of aged microglia induces an intermediate phenotype but does not rebalance CNS environmental cues driving priming to immune challenge. Acta Neuropathologica Communications.

[bib72] Ogilvy S, Metcalf D, Print CG, Bath ML, Harris AW, Adams JM (1999). Constitutive Bcl-2 expression throughout the hematopoietic compartment affects multiple lineages and enhances progenitor cell survival. PNAS.

[bib73] Paschalis EI, Lei F, Zhou C, Kapoulea V, Dana R, Chodosh J, Vavvas DG, Dohlman CH (2018). Permanent neuroglial remodeling of the retina following infiltration of CSF1R inhibition-resistant peripheral monocytes. PNAS.

[bib74] Picelli S, Faridani OR, Björklund AK, Winberg G, Sagasser S, Sandberg R (2014). Full-length RNA-seq from single cells using Smart-seq2. Nature Protocols.

[bib75] Pixley FJ, Stanley ER (2004). CSF-1 regulation of the wandering macrophage: complexity in action. Trends in Cell Biology.

[bib76] Pizzorusso T, Medini P, Berardi N, Chierzi S, Fawcett JW, Maffei L (2002). Reactivation of ocular dominance plasticity in the adult visual cortex. Science.

[bib77] Priller J, Flügel A, Wehner T, Boentert M, Haas CA, Prinz M, Fernández-Klett F, Prass K, Bechmann I, de Boer BA, Frotscher M, Kreutzberg GW, Persons DA, Dirnagl U (2001). Targeting gene-modified hematopoietic cells to the central nervous system: use of green fluorescent protein uncovers microglial engraftment. Nature Medicine.

[bib78] Réu P, Khosravi A, Bernard S, Mold JE, Salehpour M, Alkass K, Perl S, Tisdale J, Possnert G, Druid H, Frisén J (2017). The lifespan and turnover of microglia in the human brain. Cell Reports.

[bib79] Ribeiro Xavier AL, Kress BT, Goldman SA, Lacerda de Menezes JR, Nedergaard M (2015). A distinct population of microglia supports adult neurogenesis in the subventricular zone. Journal of Neuroscience.

[bib80] Rice RA, Pham J, Lee RJ, Najafi AR, West BL, Green KN (2017). Microglial repopulation resolves inflammation and promotes brain recovery after injury. Glia.

[bib81] Rio-Hortega P (1932). Cytology and cellular pathology of the nervous system. Canadian Medical Association Journal.

[bib82] Rio-Hortega P (1939). The microglia. The Lancet.

[bib83] Ritchie ME, Phipson B, Wu D, Hu Y, Law CW, Shi W, Smyth GK (2015). Limma powers differential expression analyses for RNA-sequencing and microarray studies. Nucleic Acids Research.

[bib84] Robinson MD, McCarthy DJ, Smyth GK (2010). edgeR: a bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics.

[bib85] Rojo R, Sauter KA, Lefevre L, Hume DA, Pridans C (2018). Maternal tamoxifen treatment expands the macrophage population of early mouse embryos. bioRxiv.

[bib86] Rojo R, Raper A, Ozdemir DD, Lefevre L, Grabert K, Wollscheid-Lengeling E, Bradford B, Caruso M, Gazova I, Sánchez A, Lisowski ZM, Alves J, Molina-Gonzalez I, Davtyan H, Lodge RJ, Glover JD, Wallace R, Munro DAD, David E, Amit I, Miron VE, Priller J, Jenkins SJ, Hardingham GE, Blurton-Jones M, Mabbott NA, Summers KM, Hohenstein P, Hume DA, Pridans C (2019). Deletion of a Csf1r enhancer selectively impacts CSF1R expression and development of tissue macrophage populations. Nature Communications.

[bib87] Safaiyan S, Besson-Girard S, Kaya T, Cantuti-Castelvetri L, Liu L, Ji H, Schifferer M, Gouna G, Usifo F, Kannaiyan N, Fitzner D, Xiang X, Rossner MJ, Brendel M, Gokce O, Simons M (2021). White matter aging drives microglial diversity. Neuron.

[bib88] Sala Frigerio C, Wolfs L, Fattorelli N, Thrupp N, Voytyuk I, Schmidt I, Mancuso R, Chen WT, Woodbury ME, Srivastava G, Möller T, Hudry E, Das S, Saido T, Karran E, Hyman B, Perry VH, Fiers M, De Strooper B (2019). The major risk factors for alzheimer's Disease: Age, Sex, and Genes Modulate the Microglia Response to Aβ Plaques. Cell Reports.

[bib89] Salter MW, Stevens B (2017). Microglia emerge as central players in brain disease. Nature Medicine.

[bib90] Schindelin J, Arganda-Carreras I, Frise E, Kaynig V, Longair M, Pietzsch T, Preibisch S, Rueden C, Saalfeld S, Schmid B, Tinevez JY, White DJ, Hartenstein V, Eliceiri K, Tomancak P, Cardona A (2012). Fiji: an open-source platform for biological-image analysis. Nature Methods.

[bib91] Sirkis DW, Bonham LW, Yokoyama JS (2021). The role of microglia in inherited White-Matter disorders and connections to frontotemporal dementia. The Application of Clinical Genetics.

[bib92] Soetaert K (2017). R Package.

[bib93] Spangenberg EE, Lee RJ, Najafi AR, Rice RA, Elmore MR, Blurton-Jones M, West BL, Green KN (2016). Eliminating microglia in Alzheimer's mice prevents neuronal loss without modulating amyloid-β pathology. Brain.

[bib94] Spangenberg E, Severson PL, Hohsfield LA, Crapser J, Zhang J, Burton EA, Zhang Y, Spevak W, Lin J, Phan NY, Habets G, Rymar A, Tsang G, Walters J, Nespi M, Singh P, Broome S, Ibrahim P, Zhang C, Bollag G, West BL, Green KN (2019). Sustained microglial depletion with CSF1R inhibitor impairs parenchymal plaque development in an Alzheimer's disease model. Nature Communications.

[bib95] Staszewski O, Hagemeyer N (2019). Unique microglia expression profile in developing white matter. BMC Research Notes.

[bib96] Stratoulias V, Venero JL, Tremblay MÈ, Joseph B (2019). Microglial subtypes: diversity within the microglial community. The EMBO Journal.

[bib97] Swinnen N, Smolders S, Avila A, Notelaers K, Paesen R, Ameloot M, Brône B, Legendre P, Rigo JM (2013). Complex invasion pattern of the cerebral cortex bymicroglial cells during development of the mouse embryo. Glia.

[bib98] Tan YL, Yuan Y, Tian L (2020). Microglial regional heterogeneity and its role in the brain. Molecular Psychiatry.

[bib99] Tay TL, Savage JC, Hui CW, Bisht K, Tremblay MÈ (2017). Microglia across the lifespan: from origin to function in brain development, plasticity and cognition. The Journal of Physiology.

[bib100] Ueno M, Fujita Y, Tanaka T, Nakamura Y, Kikuta J, Ishii M, Yamashita T (2013). Layer V cortical neurons require microglial support for survival during postnatal development. Nature Neuroscience.

[bib101] Varvel NH, Grathwohl SA, Baumann F, Liebig C, Bosch A, Brawek B, Thal DR, Charo IF, Heppner FL, Aguzzi A, Garaschuk O, Ransohoff RM, Jucker M (2012). Microglial repopulation model reveals a robust homeostatic process for replacing CNS myeloid cells. PNAS.

[bib102] Verney C, Monier A, Fallet-Bianco C, Gressens P (2010). Early microglial colonization of the human forebrain and possible involvement in Periventricular white-matter injury of preterm infants. Journal of Anatomy.

[bib103] Waisman A, Ginhoux F, Greter M, Bruttger J (2015). Homeostasis of microglia in the adult brain: review of novel microglia depletion systems. Trends in Immunology.

[bib104] Wang Y, Cella M, Mallinson K, Ulrich JD, Young KL, Robinette ML, Gilfillan S, Krishnan GM, Sudhakar S, Zinselmeyer BH, Holtzman DM, Cirrito JR, Colonna M (2015). TREM2 lipid sensing sustains the microglial response in an Alzheimer's disease model. Cell.

[bib105] Weiskopf K, Schnorr PJ, Pang WW, Chao MP, Chhabra A, Seita J, Feng M, Weissman IL (2016). Myeloid cell origins, differentiation, and clinical implications. Microbiology Spectrum.

[bib106] Wlodarczyk A, Holtman IR, Krueger M, Yogev N, Bruttger J, Khorooshi R, Benmamar-Badel A, de Boer-Bergsma JJ, Martin NA, Karram K, Kramer I, Boddeke EW, Waisman A, Eggen BJ, Owens T (2017). A novel microglial subset plays a key role in myelinogenesis in developing brain. The EMBO Journal.

[bib107] Wolf SA, Boddeke HW, Kettenmann H (2017). Microglia in physiology and disease. Annual Review of Physiology.

[bib108] Xavier AL, Menezes JR, Goldman SA, Nedergaard M (2014). Fine-tuning the central nervous system: microglial modelling of cells and synapses. Philosophical Transactions of the Royal Society B: Biological Sciences.

[bib109] Xavier AL, Lima FR, Nedergaard M, Menezes JR (2015). Ontogeny of CX3CR1-EGFP expressing cells unveil microglia as an integral component of the postnatal subventricular zone. Frontiers in Cellular Neuroscience.

[bib110] Yu G, Wang LG, Han Y, He QY (2012). clusterProfiler: an R package for comparing biological themes among gene clusters. OMICS: A Journal of Integrative Biology.

[bib111] Zhan L, Krabbe G, Du F, Jones I, Reichert MC, Telpoukhovskaia M, Kodama L, Wang C, Cho SH, Sayed F, Li Y, Le D, Zhou Y, Shen Y, West B, Gan L (2019). Proximal recolonization by self-renewing microglia re-establishes microglial homeostasis in the adult mouse brain. PLOS Biology.

[bib112] Zhan L, Fan L, Kodama L, Sohn PD, Wong MY, Mousa GA, Zhou Y, Li Y, Gan L (2020). A MAC2-positive progenitor-like microglial population is resistant to CSF1R inhibition in adult mouse brain. eLife.

[bib113] Zhao XF, Alam MM, Liao Y, Huang T, Mathur R, Zhu X, Huang Y (2019). Targeting microglia using Cx3cr1-Cre lines: revisiting the specificity. Eneuro.

[bib114] Zheng H, Jia L, Liu CC, Rong Z, Zhong L, Yang L, Chen XF, Fryer JD, Wang X, Zhang YW, Xu H, Bu G (2017). TREM2 promotes microglial survival by activating wnt/β-Catenin pathway. The Journal of Neuroscience.

How the deposited data were processed for this re-analysis (not part of the article)

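RNA was sequenced in 46 libraries of 3 experiments on mice. The SVZ tissue experiment has 15 libraries (control, 14 day PLX3397 and 5 day recovery, n = 5 each). The WM and LPS experiment has 24 libraries of sorted CD11b+CD45 int cells, of control microglia at 0 hr (n = 3), 6 hr (n = 5) and 24 hr (n = 4) after LPS and of WM repopulating cells at the same times (n = 4 each). The GLOBAL experiment has 7 libraries of the same kind of sorted cells, 4 of control and 3 of GLOBAL repopulation. Samples were assigned to groups by their titles and by the paper's text, and each column of a table was assigned to a sample by its name. All columns of per-sample values were used, and no pair of libraries held identical values (0 such pairs).

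According to the paper's methods, the authors isolated RNA with RNeasy kits, made cDNA with the Smart-seq2 protocol and libraries with Nextera reagents, sequenced paired ends on a NextSeq500, aligned the reads to the mouse genome with STAR and counted them per gene with featureCounts of Rsubread. The authors normalized the counts with edgeR and limma, annotated the genes with org.Mm.eg.db, and kept libraries with most reads mapping to a single place. The authors deposited FPKM values in a table per experiment, with Entrez IDs and symbols, and no counts were used here. The paper calls the unit RPKM. Its text names neither the build of the mouse genome nor the annotation, so no coordinates are given. The labels of the samples describe another library protocol than the methods. The SVZ table lists 15695 genes, the table of the WM and LPS experiment 15285 and the GLOBAL table 19930. In the SVZ table, 25 symbols had been turned into dates by a spreadsheet, and these were replaced through their Entrez IDs with the symbols of NCBI's RefSeq table of GRCm38.p6. Of the Entrez IDs, 15278, 14783 and 19151 were in that table, and 85, 89 and 301 genes had no symbol. In the GLOBAL table, 31 genes share all their values with another gene. The 3 tables were normalized separately, so groups were compared only within a table, and a level set beside one of another table is described as such.

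The FPKM tables carry no read totals, but the values of genes with few reads are whole multiples of the value of a single read, which depends on the length of the gene and the depth of the library. These steps gave the depth of the libraries of a table relative to each other. Whole multiples were found for 95.7% of the low genes in the SVZ table, 98.8% in the table of the WM and LPS experiment and 99.7% in the GLOBAL table. The number of reads also needs the length of the genes, which was taken from the exons of a GENCODE annotation. It was set to the depth on which most low genes with a length agreed. These were 278 of 3400 genes in the SVZ table, 370 of 4936 in the WM and LPS experiment and 790 of 7584 in the GLOBAL table. At the next depth, 6, 7 and 12 genes agreed. The libraries had a median of 8.24 M reads in the SVZ table, 7.06 M in the WM and LPS experiment and 3.10 M in the GLOBAL experiment. The value of a single read sets the lowest level that can be seen, and genes with FPKM near it have counting error on top of the variation between mice. The low genes were used only to find the depth, and all tests were made on the FPKM values.

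Genes with FPKM of at least 1 in at least 3 samples of a table were tested, as the paper's methods state for RPKM. Comparisons were made with limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), with lmFit, eBayes with a trend of the variance on expression, and Benjamini-Hochberg adjustment over the tested genes. All groups of a table entered a single fit, so that they share an estimate of the spread. DEGs have an adjusted p under 0.05, and for WM repopulating cells against control microglia at 0 hr also a log2 fold change above 1 or below -1. The limma tests are 2-sided. A fold change on the log2(FPKM + 1) scale understates the change of genes with low FPKM. Differences between the responses of WM repopulating cells and control microglia to LPS were tested as interaction terms of the same fit. The signatures of Figure 8D were tested with limma's camera and fry. The gene lists read from Figure 8I were scored per library as the mean z-score over the list and compared with exact permutation tests. Whether a difference in these scores changed with time was also tested by permuting the residuals of a model with cell origin and time but no interaction, a test that was added after the values had been seen and was tested on simulated data. The genes of Figure 6D were expressed as percent of the control mean. A principal component analysis was made on log2(FPKM + 1) of the tested genes, centred and not scaled, and the grouping was measured with the silhouette on the first 3 components. The limma steps were tested on simulated data with 200 changed genes at the size of each table. They called 200 of the changed genes in the SVZ table, 194 in the WM and LPS experiment and 193 in the GLOBAL experiment, with 15, 17 and 10 unchanged genes called besides. Depths were recovered with Python 3.11.15 (numpy 2.4.6, pandas 2.3.3), and the plot was drawn with matplotlib 3.10.9.

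Lists of marker genes were set for erythrocytes, choroid plexus, neurons, astrocytes, oligodendrocytes, oligodendrocyte precursors, neuroblasts, endothelial cells, neutrophils, monocytes, lymphocytes, proliferation, heat shock, the unfolded protein response, immediate early genes and sex. A list was scored per library as the mean of log2(FPKM + 1) over its genes in the table, and groups were compared with 2-sided exact permutation tests, adjusted over the lists of a table. Their responses to LPS were computed and are not reported here.

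The genes named in the text follow a rule: every gene that the paper's text names for these experiments and the genes of Figures 6D and 8D, with single values only for those that a sentence of the paper names. The result of 1 such gene is not reported here. For each comparison, the rule adds the 3 largest rises and the 3 largest falls among DEGs with a mean FPKM of at least 1 whose groups do not overlap. The groups, the tests, the rule and the alternatives were set before the data were examined. The alternatives were a pseudocount of 0.1, no limit on expression, quantile normalization, eBayes without the trend, the replicate number as a block, only the groups compared in the fit, the threshold with or without the limit on the fold change, each replicate left out in turn, other set tests, other settings of the principal component analysis, and other ways to summarise and scale the gene lists. A further alternative, with protein coding and long non-coding RNA genes only, was added after the values had been seen. It takes the gene types from the RefSeq table, where 13833 of 14151, 12300 of 12684 and 16026 of 16651 tested genes have a type. The limit on gene types is stated in the paper's methods, but the tables hold genes of other types. The closing section gives the effect of the alternatives.

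Imaging, flow cytometry, Nanostring values, the bulk sequencing of Figure 10, the clustering of time courses with maSigPro and enrichment of ontology terms are not analysed here.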

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

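The test for a mislabelled library was set before its score was computed, after the silhouette of -0.329 of the same library, which had been seen, was set aside as a test. The limma fits, their alternatives and the comparisons of the marker lists between groups are those set out with the methods. All other tests in this part were chosen after the results had been seen. In each group of 4 or 5 libraries, the highest or lowest library was called apart from its group when its gap to the nearest other library, divided by the range of the group, was above Dixon's critical value. Of 371 groups of values, 33 had such a library, where chance gives 18.6. By kind of value these were 12 of 141 groups for the marker lists (7.05 by chance), 2 of 18 for depth and genes above 0 (0.9), 3 of 15 for principal components (0.75), 2 of 25 for cluster lists (1.25), 0 of 6 for the percent of control (0.3) and 14 of 166 for genes (8.3). The 33 values came from 21 libraries. Control replicate 4 of 24 hr had 4 of them and 9 libraries had 2. Of the 21 libraries, 10 were the shallowest or deepest of their group, against 9.5 expected (1-sided exact probability with each library taken as independent, p = 0.497). Depth and other causes cannot be told apart for these libraries, since small groups put many libraries at an extreme of depth by chance. The design gives no biological explanation for a single library, and none was tested.

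SVZ control replicate 1 had a choroid plexus list score of 8.54, where the other control mice had 1.95 to 2.92. A candidate explanation is choroid plexus tissue in the dissected piece, since 5 of the 5 genes of the list in the table were highest in this library among the 15. *Ttr* was at 20946 FPKM against at most 114.6 in the others, *Kcnj13* at 345 against 4.83, *Folr1* at 227 against 3.48, *Clic6* at 64.2 against 10.3 and *Kl* at 65.6 against 1.15. None of these genes is named by the study, and SVZ tissue of the other mice holds them at these lower levels. Without this library, 171 DEGs were found at 14 day PLX3397 and 168 at 5 day recovery compared to control. The same library stood apart for *Trem2* (15.5 FPKM, the other control mice between 23.9 and 26.4).

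Control replicate 3 of 6 hr had a heat shock list score of 6.17, where the others of its group had 3.83 to 4.39. *Hspa1a*, which is uncertain because of its near-identical copy *Hspa1b*, was at 458 FPKM against 5.15 to 19.9 in the other control libraries of 6 hr. The immediate early list was at 9.05 (others 7.63 to 9.02) and the unfolded protein list at 7.23 (others 6.74 to 7.07) in this library. A score was taken over the DEGs between WM repopulating cells and control microglia at 0 hr, as the mean log2(FPKM + 1) of the higher genes minus that of the lower genes. It was 0.35 in this library, 0.60 to 0.89 in the other control libraries of 6 hr and 1.67 to 2.06 in the WM libraries of 6 hr. This argues against a swap with a WM library of 6 hr. The score does not decide on a swap with a control library of another time. Stress before or during isolation stays open and was not tested. Without this library, 75 DEGs were found between WM repopulating cells and control microglia at 6 hr, where 41 were found with it. It also stood apart for *Ighj1* (16.3 FPKM), an immunoglobulin segment that is uncertain because of similar copies.

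Control replicate 4 of 24 hr stood apart in 4 values. It had the lowest number of genes above 0 (14019, with a median of 14941 in its group), an oligodendrocyte list score of 1.18, an unfolded protein list score of 8.41 and a score of 35.8 on the third principal component. Without it, the response to LPS at 24 hr differed between WM repopulating cells and control microglia for 24 genes, where 11 were found with it. No explanation was tested for this library alone.

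The other marker list scores that stood apart were those of neurons in replicate 4 of 5 day recovery (7.46), the unfolded protein response in replicate 1 of 14 day PLX3397 (5.55), sex in SVZ control replicate 5 (2.97), oligodendrocyte precursors in control replicate 5 of 6 hr (0.0265), sex in control replicate 2 of 6 hr (3.30) and in WM replicate 4 of 0 hr (2.88), endothelial cells in GLOBAL control replicate 4 (2.29) and heat shock in GLOBAL control replicate 1 (5.58). SVZ control replicate 5 was the deepest of its group at 9.52 M reads. On the principal components, WM replicate 2 of 24 hr stood apart on the second (-13.2) and control replicate 2 of 6 hr on the third (33.2). The cluster 2 score was 1.24 in WM replicate 4 of 24 hr and the cluster 7 score 0.249 in WM replicate 4 of 6 hr, in units of the z-score.

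Among genes, *Apoe* was at 2045 FPKM in WM replicate 4 of 24 hr, *Il1r2* at 586 FPKM in WM replicate 2 of 24 hr and *Il1rn* at 0.806 FPKM in WM replicate 1 of 0 hr. *Cd209a*, which has similar family members and is uncertain, was at 2.30 FPKM in control replicate 3 of 24 hr and 42.5 FPKM in WM replicate 2 of 0 hr. *Hspa1a* was at 83.6 FPKM in WM replicate 4 of 6 hr and 950.3 FPKM in WM replicate 2 of 0 hr, and *Ighj1* at 7.81 FPKM in WM replicate 3 of 6 hr, and both are uncertain because of near-identical copies. *E030042O20Rik* was at 0.783 FPKM in control replicate 5 of 6 hr. In the SVZ, *C4b* (uncertain, near-identical to *C4a*) was at 5.35 FPKM in control replicate 3, *Bzrap1* at 20.2 FPKM in replicate 5 and *Fam53b* at 12.5 FPKM in replicate 4 of 14 day PLX3397.

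The response to LPS differed between WM repopulating cells and control microglia for 3 genes at 6 hr, *Myo18b* (interaction 1.35 on the log2 scale, adjusted p = 0.0261), *E030042O20Rik* (1.56, adjusted p = 0.0315) and *Cspg4* (1.54, adjusted p = 0.0415). *Myo18b* and *Cspg4* were chosen after their values were seen. Of 100 splits drawn from the 4410 possible, 7 gave as many genes, the real one included, and another split gave 13, so a count of 3 was also reached when the libraries were grouped in other ways. Such splits can turn a difference between the cells that is present at both times into a difference in response. When the residuals of a model without a difference in response were permuted in their place, 2 of 100 arrangements gave as many genes, the real one included, with 14 in another. The count was 0 in 8 of 16 fits that each left out a library, as without control replicate 2 of 0 hr, with 913 genes at an unadjusted p under 0.05 in the fit with all libraries. *Myo18b* had an adjusted p under 0.05 in 10 of 21 settings without the block (0.00112 to 0.685) and *Cspg4* in 4 (0.000471 to 0.338), and both were above it when only the groups compared entered the fit (0.182 for each). Without control replicate 2 of 0 hr, *Myo18b* was at 0.0647. At 0 hr, *Myo18b* was at 3.99 ± 0.514 FPKM in control microglia (n = 3) and 0.321 ± 0.171 in WM repopulating cells (n = 4). At 6 hr it was at 0.617 ± 0.237 (n = 5) and 0.0785 ± 0.0541 (n = 4), lower than at 0 hr in both.

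*Cspg4* was between 1.13 and 3.93 FPKM in WM libraries of 6 hr, 0.118 and 0.319 at 0 hr and 0.538 and 1.14 at 24 hr, and at most 0.156 in control libraries of any time. It is a gene of the oligodendrocyte precursor list, but *Pdgfra* and *Gpr17*, the other genes of the list, reached at most 0.348 FPKM in the WM libraries of 6 hr, which argues against precursor cells among the sorted cells as the source. In SVZ controls, where the values were normalized separately, *Pdgfra* and *Gpr17* were above *Cspg4*. Expression by the sorted cells or by another cell stays open. Without WM replicate 1 of 6 hr, the adjusted p of *Cspg4* was 0.163.

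At 24 hr, the responses differed for 11 genes, 2 with a higher and 9 with a lower change in WM repopulating cells. They included *Ier2* (1.44), *Pole2* (-2.41), *Lig1* (-2.18) and *Gmnn* (-2.16), with all values on the log2 scale. Over the 21 other settings, the adjusted p of *Pole2* and *Lig1* was under 0.05 in each. That of *Ier2* was above it with quantile normalization (0.0667) and without WM replicate 4 of 24 hr, and that of *Gmnn* with a pseudocount of 0.1 (0.0793) and without control replicate 3 of 0 hr, among others. Of 100 splits drawn from the 1225 possible, 3 gave as many genes, the real one included, but another split gave 390. With the residuals permuted as above, 1 of 100 arrangements gave as many, and at most 2 genes were found in another. The count was 6 without control replicate 1, WM replicate 1, WM replicate 2 or WM replicate 4 of 24 hr and 24 without control replicate 4 of 24 hr. Beyond the grouping and the libraries left out, no technical explanation was tested for these genes. Fewer neutrophils or their precursors among the sorted cells, weighed below for the proliferation list, stay open for *Lig1*, *Pole2* and *Gmnn*. The difference in treatment and recovery between the mice stays open as a biological explanation.

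In the SVZ, where the paper reports on myeloid genes and a list of others, the erythrocyte list was higher at 5 day recovery than in control by 1.31 on the log2 scale (2-sided exact permutation test, p = 0.00794, adjusted p = 0.0397 over 15 lists), with each of the 5 recovery mice above each of the 5 control mice. Of the 5 genes in the table, 4 were DEGs, and these hemoglobin genes are uncertain because of near-identical copies. *Hba-a2*, *Hbb-b1* and *Hbb-bs* are among the genes of Figure 6B. *Hba-a1* had a mean of 101 FPKM at 5 day recovery and 26.6 in control, and *Hba-a2* 55.2 and 18.1. With log2 depth in the model the difference was 1.26 (SE 0.407), which argues against depth. Blood left in the tissue may bring erythrocyte and neutrophil transcripts together. The neutrophil list, of which 2 genes were in the table, was higher by 1.20 (exact p = 0.0556), so blood in the tissue and an effect of the recovery cannot be told apart, since 2 genes that miss the threshold decide neither.

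The astrocyte list was higher than in control by 0.24 at 14 day PLX3397 (exact p = 0.00794, adjusted p = 0.0298) and by 0.45 at 5 day recovery (exact p = 0.00794, adjusted p = 0.0397), in 5 of 5 mice each. *Gfap*, which the study itself names, was the only DEG of the 6 genes. At 14 day PLX3397, 4 of the 6 genes were higher with a median of 0.10, and at 5 day recovery 5 of the 6 with a median of 0.33. The most abundant gene, *Aldoc*, had means of 1027 FPKM in control, 1049 at 14 day PLX3397 and 1345 at 5 day recovery, and *Slc1a2* 74.8, 74.4 and 74.8. With log2 depth in the model the differences were 0.22 (SE 0.0634) and 0.39 (SE 0.0984), which argues against depth. Without *Gfap*, left out after its values were seen, the 5 other genes were higher by 0.07 at 14 day PLX3397 (exact p = 0.222) and by 0.26 at 5 day recovery (exact p = 0.00794). The rise at 14 day PLX3397 therefore rests on *Gfap*. Fewer microglia may raise the lists of all other cells alike, and most at 14 day PLX3397, when the fewest are left. The 5 genes without *Gfap* were compared first with the neuron list alone, which left this open, and then with the lists of 5 other cell types, with exact p values adjusted over these lists. They rose beyond the endothelial list by 0.197 at 14 day PLX3397 and 0.342 at 5 day recovery (adjusted p = 0.0198 for each), beyond the oligodendrocyte precursor list by 0.99 and 1.05 (adjusted p = 0.0198 for each) and beyond the oligodendrocyte list by 0.34 at 5 day recovery (adjusted p = 0.0265). They did not part from the oligodendrocyte list at 14 day PLX3397 (-0.26, adjusted p = 0.159), from the neuron list (0.02 and 0.16, adjusted p = 0.794 and 0.262) or from the neuroblast list (-0.03 and 0.22, adjusted p = 0.794 and 0.198). They were also higher at 5 day recovery than at 14 day PLX3397, by 0.20 (exact p = 0.0159). The lists that part had themselves fallen. The precursor list differed from control by -0.92 and -0.78, the endothelial list by -0.13 and -0.08 and the oligodendrocyte list by -0.07 at 5 day recovery. The partings therefore do not decide on a lower share of microglia. The order argues against a lower share as the whole cause of the rise of these 5 genes at 5 day recovery. At 14 day PLX3397 the explanation stays open, as does a change in any of these cell types. The dissection of the tissue was not tested, and a response of astrocytes to the loss of microglia stays open as a biological explanation.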

How the results depend on the processing

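Of the alternatives, the limit to protein coding and long non-coding RNA genes and the permutation of residuals for the cluster scores were chosen after the results had been seen, as were the tests that weigh the silhouette against its jackknife error. Leaving these alternatives and the fits without a replicate aside, 28 results were computed again in 146 fits, and 113 of these kept the direction and the side of the threshold, or a count within 1.5 times. The other 33 did not, and their values follow. Quantile normalization and the pseudocount of 0.1 left the median log2 fold change of all genes between -0.1 and 0.1 in every comparison.

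The threshold changed counts by its own construction. With a log2 fold change above 1 or below -1 required as well, there were 101 DEGs at 14 day PLX3397 and 79 at 5 day recovery compared to control, and 18 between 5 day recovery and 14 day PLX3397. In sorted cells there were 27 DEGs between WM repopulating cells and control microglia at 6 hr and 200 at 24 hr. The responses to LPS had 2381 DEGs in control microglia and 1952 in WM repopulating cells at 6 hr, and 1062 and 789 at 24 hr. With the adjusted p alone, 154 DEGs were found at 0 hr.

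When only the libraries of the groups compared entered the fit, which leaves fewer samples to estimate the spread, DEGs numbered 29 between 5 day recovery and 14 day PLX3397, 16 between WM repopulating cells and control microglia at 6 hr and 255 at 24 hr. The response to LPS differed between WM repopulating cells and control microglia for 0 genes at 6 hr (913 at an unadjusted p under 0.05 in the fit with all groups) and for 17 at 24 hr. The signature shared by DAMs, WAMs and PAMs had a mean log2 fold change of 0.37 with an adjusted p of 0.0481, and the BAM signature one of -0.58 with the same adjusted p, both under the threshold that they missed with all groups. With a pseudocount of 0.1, the response to LPS differed for 1 gene at 6 hr and 6 genes at 24 hr. The mean log2 fold change was then -0.92 for the BAM signature (adjusted p = 0.0211) and 0.43 for the signature with PAMs (adjusted p = 0.0476), and both passed the threshold. Leave-outs aside, the adjusted p ranged over the alternatives from 0.0211 to 0.205 for the BAM signature and from 0.0476 to 0.243 for the signature with PAMs. With the correlation between genes estimated from the data, the signature shared by DAMs and WAMs had the same mean of 0.61 but an adjusted p of 0.136, where its other alternatives gave 3.16e-06 to 0.0335. Quantile normalization turned the mean of the homeostatic microglia signature to -0.10, so its direction is not settled. With the 500 genes of the largest variance, the mean silhouette of the principal component analysis was 0.157, lower than with all tested genes by more than its jackknife standard error of 0.180. It was 0.327 with genes scaled to unit variance, 0.479 with the pseudocount of 0.1 and 0.432 after quantile normalization. With protein coding and long non-coding RNA genes only, 7 genes were DEGs in GLOBAL repopulation, 6 higher and 1 lower, where 0 were DEGs with all gene types (1504 at an unadjusted p under 0.05). For the pseudocount, the normalization, the correlation, the limit on gene types and the choice of genes by variance, the cause was not tested.

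The replicate numbers of the groups do not pair the samples. Neither the paper nor the labels say that a number marks a shared litter, day or batch. The deviations of same-numbered libraries from their group means correlated with r of -0.155 to 0.486 over 43 pairs, and 11 pairs were above 0.1. With the replicate number as a block, DEGs numbered 104 at 5 day recovery compared to control (101 of them among the 180 without the block), 18 between 5 day recovery and 14 day PLX3397, and 21, 2 and 211 between WM repopulating cells and control microglia at 0 hr, 6 hr and 24 hr. They numbered 2336 in the response of control microglia at 6 hr and 55 in GLOBAL repopulation, 15 higher and 40 lower. The block left 0 genes for the difference between the responses at 6 hr and 3 at 24 hr, and the other 4 counts of DEGs stayed within 1.5 times. Of 190 adjusted p values for 116 single genes, it moved 28 above 0.05 and 4 below, which were those of *Axl* in GLOBAL repopulation and of *Il1a*, *Nfkbib* and *Tnf* between WM repopulating cells and control microglia at 24 hr. Since the numbers carry no known pairing, a call lost under the block does not bear on the size of the effect.

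With each replicate left out in turn, DEGs compared to control ranged from 153 to 171 at 14 day PLX3397 and from 153 to 330 (without 5 day recovery replicate 3) at 5 day recovery. Between 5 day recovery and 14 day PLX3397 they ranged from 23 (without 14 day PLX3397 replicate 2) to 86 (without 5 day recovery replicate 3), and were 24 to 29 without 14 day PLX3397 replicates 1, 3 or 4 or 5 day recovery replicates 4 or 5. Between WM repopulating cells and control microglia there were 66 to 80 at 0 hr. At 6 hr there were 23 (without WM replicate 2) to 75 (without control replicate 3), with 26 without WM replicate 1. At 24 hr there were 291 (without WM replicate 2) to 438, with 318 without WM replicate 3. The responses to LPS had 4594 to 5510 DEGs in control microglia and 4211 to 4542 in WM repopulating cells at 6 hr, and 1934 to 2485 and 1882 to 2050 at 24 hr. The responses differed for 0 to 3 genes at 6 hr, with 1 without control replicate 3 or WM replicate 1 of 0 hr. They differed for 0 genes in 8 of the 16 fits, those without control replicate 2 or WM replicate 2 or 3 of 0 hr, control replicate 1, 2 or 4 of 6 hr, or WM replicate 1 or 4 of 6 hr. At 24 hr the responses differed for 6 genes (without control replicate 1 or WM replicate 1, 2 or 4 of 24 hr) to 24 (without control replicate 4 of 24 hr). In GLOBAL repopulation 0 to 1 genes were DEGs, with 1 without control replicate 3, control replicate 4 or GLOBAL replicate 2.

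The mean log2 fold change of the signatures at 0 hr ranged from 1.08 to 1.24 for DAMs, from 0.54 to 0.72 for DAMs and WAMs, and from 0.28 to 0.48 for the signature with PAMs, which passed the threshold without control replicate 1 or WM replicate 4 (adjusted p = 0.0154 and 0.0314). For BAMs it ranged from -0.88 to -0.34, and it passed the threshold without control replicate 3 or WM replicate 2 (adjusted p = 0.00799 and 0.0451). That of homeostatic microglia ranged from -0.00996 (without control replicate 1) to 0.0932, and that of HSC/BM-derived cells from -0.10 (without control replicate 3) to 0.28 (without control replicate 1), with -0.04 without control replicate 2, -0.05 without WM replicate 2 and -0.00210 without WM replicate 3, so neither has a settled direction. In the SVZ, the average percent of control at 5 day recovery ranged from 3.11% to 3.88% for the 5 genes named as lowest and from 64.2% to 73.98% for the 5 genes named as highest. The change in the z-score between 0 hr and 24 hr ranged from 0.584 to 0.741 for cluster 2, 0.570 to 0.725 for cluster 3, -1.34 to -1.03 for cluster 5, 0.256 to 0.407 for cluster 7 and -1.21 to -0.728 for cluster 8, with an adjusted p above 0.05 in each of these fits. These adjusted p values come from permuting labels within each time, which says little where a difference is present at both times. In simulated scores with a difference of 1 at both times and an even spread, this test found 0% of changes of 0.7. Permuting the residuals found 97% and called 5.4% without a change. At 0 hr, the difference in clusters 2, 5, 7 and 8 was smaller in size than in cluster 3. With a simulated difference of 0.25 at both times, permuting labels found 36.2% with an even spread and 15% with an uneven spread. With an uneven spread, permuting the residuals found 34.8% and called 7% without a change, so its p values may be somewhat low where the spread differs between groups. With the residuals permuted, the changes of 0.657, 0.674, -1.17, 0.317 and -1.01 for clusters 2, 3, 5, 7 and 8 passed the threshold (adjusted p = 0.0228 at most), where the labels gave adjusted p values of 0.123 to 0.429 with all libraries. With a library left out as well, 1 of the 75 adjusted p values was above 0.05, that of cluster 8 without control replicate 3 of 0 hr (0.0781).

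Of 104 results for single genes that were computed under each alternative, the other alternatives, the block included, changed 36 of 621 fits, 33 to an adjusted p above 0.05 and 3 below it, and turned 0 directions. Leaving out a replicate changed 69 of 914 fits, 65 to an adjusted p above 0.05 and 3 below it, and turned the direction in 1. That gene was *Cd52* at 5 day recovery compared to control, with a log2 fold change of -0.0223 without control replicate 3 and 0.227 at most. These causes were not tested.

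The depth limits what can be said of low genes. In the GLOBAL libraries a read on a gene of 2 kb is worth up to 0.227 FPKM, more than the 0.109 FPKM of the SVZ libraries and the 0.0955 FPKM of the sorted libraries of the LPS experiment, so a difference in a gene near this level is not detectable there. In simulated data of the size of the GLOBAL table, 193 of 200 changed genes were called. The simulated changes were large and in well expressed genes, so smaller changes were not covered. The DEGs of WM repopulation had a mean log2 fold change of 0.51 in the same direction in GLOBAL repopulation. The number of samples therefore stays open as a reason for the 0 DEGs of GLOBAL repopulation.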

Differences from the paper's values

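The tests with protein coding and long non-coding RNA genes only were chosen after the results had been seen. For GLOBAL repopulation compared to control, the paper's number of DEGs is 25, and here 0 genes had an adjusted p under 0.05 (1504 at an unadjusted p under 0.05). None of the alternatives set before the data were examined closed the gap. The number was 0 with a pseudocount of 0.1, without the expression limit, with quantile normalization, without the trend and with the limit on the fold change, and 0 to 1 with each library left out in turn. The replicate number as a block gave more than the paper's number. With protein coding and long non-coding RNA genes only, an alternative chosen after seeing the values, it was 7, which does not close the gap either.

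The first principal component of the 24 sorted-cell libraries holds about 28% of the variance in Fig. 8G, read by eye, and 45.5% here. With genes scaled to unit variance it held 29.7% and with a pseudocount of 0.1 36.98%, both within 1.5 times of the paper's value. With the 500 genes of the largest variance (68.3%) and with quantile normalization (45.4%), the values stayed apart. The next components did not differ from the figure with all tested genes.

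The paper states around 10 M reads per sample, and the steps in the FPKM values gave a median of 3.10 M reads in the GLOBAL libraries. The paper's number is of sequenced reads and the recovered number is of reads counted for FPKM, so they are not on one scale. No alternative was set for this number.

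Other counts lay within 1.5 times of the paper's in the reported setting, though not under every alternative. At 5 day recovery compared to control, the paper's number of DEGs is 227, and 180 were found here, 239 without the expression limit and 210 without 5 day recovery replicate 2. With only the groups compared (145), with the limit on the fold change (79) and with the replicate number as a block, it was more than 1.5 times below the paper's number. Figure 6B shows 4 columns for 5 day recovery, where 5 mice were used here, and with each of these mice left out in turn the number was 153 to 330, and that of DEGs between 5 day recovery and 14 day PLX3397 was 29 to 86. For WM repopulating cells against control microglia at 0 hr, the paper's number is 69, and 99 were found here. Without WM replicate 1 or WM replicate 4 it was 69. With the adjusted p alone (154) it was more than 1.5 times above the paper's number, and with the block more than 1.5 times below.

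The paper names 15 non-myeloid genes as upregulated at 5 day recovery compared to the elimination time point. All were higher here, but 0 passed an adjusted p of 0.05 (2338 genes at an unadjusted p under 0.05). *Rab14* passed it in 2 of 16 settings, without 5 day recovery replicate 1 (0.0482) and without 5 day recovery replicate 3 (0.0492), and its adjusted p ranged from 0.0482 to 0.175 over the settings without the block. The other 14 genes passed it in 0. The paper calls *Ccl12* the most upregulated gene of early WM repopulation without naming the comparison. Here it was number 10 of the 41 genes higher at 5 day recovery than at 14 day PLX3397, with *Lyz2* first (log2 fold change 2.33). *Ccl12* is listed at 0 FPKM in all 5 libraries of 14 day PLX3397, so its place depends on the pseudocount of 1, and with a pseudocount of 0.1 it was number 3 of 46 genes, with *C1qa* first. Among the 32 genes of Figure 6D, *Ccl12* had the highest percent of control. The genes that the paper names as enriched held places 32, 31, 30, 27 and 26, with *Cd74* and *C5ar1* between, and those named as least enriched held places 1, 2, 4, 7 and 9.

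Among the genes that the paper gives as higher in WM repopulating cells at 0 hr, *Cst7* had an adjusted p under 0.05 only without WM replicate 3 (0.0144, with a range of 0.0144 to 0.239 over the settings without the block). *H2-D1* (0.00405, with a range of 0.00405 to 0.380) and *H2-K1* (0.0194, with a range of 0.0194 to 0.444) had one only when the fit held the groups compared alone, and both are uncertain because MHC genes are near-identical in parts. *Apoe*, *Ctsd*, *Itgax*, *B2m*, *Lyz2* and *Lpl* had one in 0 of 13 settings. Of the 11 cathepsin genes, *Ctsh* was the only one with an adjusted p under 0.05 in any of these settings, and *Ctsb* (log2 fold change -0.08), *Ctsf* (-0.02) and *Ctsk* (-0.49) were lower in WM repopulating cells. The paper gives *Sall1* and *P2ry12* as lower in WM repopulating cells, and they were lower here, but had an adjusted p under 0.05 in 0 of 13 settings (1514 genes at an unadjusted p under 0.05 at 0 hr).

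The paper describes the genes of cluster 3 as different between WM repopulating cells and control microglia at all times. Of its 13 genes named in the text, 3 passed the threshold at 0 hr, 3 at 6 hr and 11 at 24 hr. *Ccrl2* also passed it at 0 hr with only the groups compared (0.0364, with a range of 0.0364 to 0.424), *Scimp* at 6 hr without control replicate 2 (0.0276, with a range of 0.0276 to 0.494) and *Tlr3* at 6 hr without control replicate 5 (0.0328, with a range of 0.0328 to 0.433). Of the 18 genes that the paper names for clusters 2 and 7, 2 passed the threshold at 24 hr, *Nlrp3* and *Ctss*, and *Ctss* was under it in 5 of 13 settings without the block (0.0111 to 0.244) and not with the block. *Il1a* (0.0117, with a range of 0.0117 to 0.338) and *Nfkbib* (0.00535, with a range of 0.00535 to 0.130) passed it with only the groups compared and with the replicate number as a block. *Tnf* passed it with the block alone, with 0.0650 to 0.370 in the other settings. For the difference between the responses at 24 hr, 0 of these 18 genes passed the threshold (1105 of all genes at an unadjusted p under 0.05), and *Ccl4* did with only the groups compared (0.0481, with a range of 0.0481 to 0.856 over the settings without the block).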

Other observations

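The comparisons of the marker lists between groups are those set out with the methods. The rest of the tests in this part were chosen after the results had been seen. For the fall of the proliferation list, a correlation was computed first and a model with both lists was added after it, and both are given.

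The libraries of each comparison were split in other ways into groups of the same sizes, up to 100 splits, and the real split is included in each count. At 14 day PLX3397 compared to control, 1 of 100 splits gave as many DEGs (at most 1 DEG in another split), at 5 day recovery 2 of 100 (more than the 180 of the real split in another) and between these groups 1 of 100 (3). For WM repopulating cells against control microglia, 1 of 35 splits gave as many at 0 hr (11), 1 of 100 at 6 hr (32) and 1 of 35 at 24 hr (3). For the response to LPS, 1 of 56 splits did so in control microglia at 6 hr (2961) and 1 of 35 at 24 hr (1232), and 1 of 35 in WM repopulating cells at each time (2 in another split at both). For GLOBAL repopulation, where 0 genes were DEGs and 1504 had an unadjusted p under 0.05, 35 of 35 splits gave as many, and at most 1 gene was found. For the mean log2 fold change of the signatures in either direction, 1 of 35 splits was as large for DAMs and 1 for DAMs and WAMs, 3 for the signature with PAMs, 6 for BAMs, 18 for homeostatic microglia and 31 for HSC/BM-derived cells. The share of the WM DEGs with the same direction in GLOBAL repopulation, 75.8%, was reached by 7 of 35 splits of the GLOBAL libraries, with 81.1% in another split. The number of these DEGs with an unadjusted p under 0.05 in GLOBAL repopulation, 48, was reached by 1 of 35 (34 in another).

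Oligodendrocyte precursor genes were lower in the SVZ after PLX3397. The list of 3 genes fell by 0.92 at 14 day PLX3397 (2-sided exact permutation test, p = 0.00794, adjusted p = 0.0298) and by 0.78 at 5 day recovery (exact p = 0.00794, adjusted p = 0.0397), with each of the 5 mice below each control mouse. *Pdgfra* had means of 5.20 FPKM in control, 2.10 at 14 day PLX3397 and 4.24 at 5 day recovery, *Cspg4* 2.94, 1.26 and 1.82, and *Gpr17* 6.69, 3.02 and 1.71. *Pdgfra* and *Cspg4* were DEGs at 14 day PLX3397 and *Gpr17* was one at 5 day recovery. Less white matter in the dissected tissue would lower oligodendrocyte genes as well, but the oligodendrocyte list was higher by 0.33 at 14 day PLX3397 (exact p = 0.0556), and the precursor list minus the oligodendrocyte list was lower by 1.24 (exact p = 0.00794). Microglia as the source of these transcripts would need a high level in sorted control microglia, but the mean score of the 3 genes was 0.0311 there at 0 hr and 0.791 (0.738 to 0.863) in the control libraries of the GLOBAL experiment, against 2.51 (2.28 to 2.64) in SVZ controls. These tables were normalized separately. With log2 depth in the model the difference was -0.97 (SE 0.12), which argues against depth. An effect of the inhibitor or of the loss of microglia on precursor cells may be proposed as a hypothesis, found and tested on the same mice. The paper does not report it for these libraries.

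Some small RNA genes were lower in WM repopulating cells than in control microglia at 24 hr. Of 95 such genes tested, 44 were lower and 51 higher, 14 were DEGs and 12 of these were lower, the longest with 319 bases of exon. They were *Rnu11*, *Rnu12*, *Rnu1a1*, *Rnu2-10*, *Rnu3b1*, *Rnu5g*, *Rny3*, *Rpph1*, *Snord104*, *Snord118*, *Snord13* and *Vaultrc5*, chosen after their values were seen, and they are uncertain because many have near-identical copies. Their median log2 fold change was -1.68 at 24 hr, -0.40 at 0 hr (2 with an adjusted p under 0.05) and -0.19 at 6 hr (1). From 0 hr to 24 hr it was 1.88 in control microglia and 0.40 in WM repopulating cells. The small RNA genes that were not DEGs had a median of 0.16. A bias against short genes was weighed as an explanation. In its favor, 146 other genes under 500 bases of exon had a median of -0.25, below all of 10000 random lists of the same size and expression, and -0.26 without the 9 ribosomal protein genes among them. Against it, all 91 small RNA genes under this length, DEGs included, had a median of 0.09, and the shift of the other short genes is smaller than the fall of the 12 genes. As mean log2(FPKM + 1) per library, the small RNA genes differed by -0.148 (2-sided exact permutation test, p = 0.257) and the other short genes by -0.228 (exact p = 0.0286), a difference between them of 0.0807 (exact p = 0.686). With the median over the genes in place of the mean this difference was 0.358 (exact p = 0.114), and over the genes above the median expression of each list it was 0.318 with the mean (exact p = 0.0571) and 0.365 with the median (exact p = 0.0286, the smallest that 4 against 4 libraries allow). A length bias and a change in the small RNAs themselves therefore cannot be told apart for the 12 genes, since the small RNA genes went both ways and parted from the other short genes by more than the spread between libraries in only 1 of these 4 comparisons.

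The proliferation list was lower in WM repopulating cells than in control microglia at 24 hr by 0.72 (log2 scale, 2-sided exact permutation test, p = 0.0286, the smallest that 4 against 4 libraries allow, adjusted p = 0.0762 over 16 lists). This does not pass the correction, which a list alone cannot pass in this design, and each of the 4 WM libraries was below each control library. Its mean was 1.14 in control microglia at 0 hr, 2.25 at 6 hr and 2.31 at 24 hr, and 1.55, 2.23 and 1.59 in WM repopulating cells. The difference at 24 hr departed from that at 0 hr by -1.12 (permutation p = 0.00129, 2-sided, from 1e+05 permutations of the residuals of a model without this change). Of the 10 genes, 9 were lower at 24 hr and *Mki67* and *Top2a* were DEGs. Fewer neutrophils or their precursors among the sorted cells may lower the list. Across the 24 libraries it correlated with the neutrophil list (Pearson's r = 0.625, permutation p = 0.0214; Spearman's rho = 0.483, p = 0.0410, both 2-sided with 1e+05 permutations within groups), and r was 0.481 without the 2 libraries farthest from the median. With the neutrophil list in the model, the difference at 24 hr was still -0.54 (SE 0.185), which argues against neutrophils as the whole cause and leaves a part of it open.

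The immediate early list was higher in WM repopulating cells at 24 hr by 1.36 (exact p = 0.0286, adjusted p = 0.0762) in 4 of 4 libraries, which does not pass the correction in the same design. Of its 10 genes, 10 were higher and 6 were DEGs, and *Ier2* is also in cluster 3 of the paper. Stress during isolation may raise these genes together with heat shock genes, but the heat shock list differed by -0.70 (exact p = 0.229), within the spread of the libraries, so stress and a response to LPS cannot be told apart.

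Neutrophil genes were present in the sorted libraries. Of the 6 genes of the list, 5 had an FPKM of at least 1 in each of the 24 libraries and *Ly6g* in 16. *S100a8* ranged from 282 to 10186 FPKM (median 2405), *S100a9* from 62.1 to 3275, *Ngp* from 36.9 to 2092, *Camp* from 30.7 to 1335 and *Retnlg* from 3.63 to 974. *Ly6g* ranged from 0 to 17.6 FPKM (median 3.18). Neutrophils among the sorted cells may be the source. Sorted neutrophils and RNA from broken cells cannot be told apart, since both would bring these 5 genes to every library. Between WM repopulating cells and control microglia the list differed by 0.04 at 0 hr (exact p = 1), -0.81 at 6 hr (exact p = 0.405) and -0.93 at 24 hr (exact p = 0.0857, adjusted p = 0.171). These libraries cannot exclude a difference.

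Replicate 2 of control microglia at 6 hr, which stood apart on the third principal component, had *Ccl3* at 10342 FPKM (822 to 1334 in the other 4), *Ccl4* at 20471 FPKM (717 to 1486) and *Il1b* at 1238 FPKM (87.5 to 131). These genes were chosen after their values were seen, and no explanation was tested.

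For the other lists in the SVZ, the differences from control at 14 day PLX3397 and 5 day recovery were -1.33 and -1.56 for choroid plexus, which rest on control replicate 1, 0.05 and 0.10 for neurons, 0.10 and 0.04 for neuroblasts and -0.13 and -0.08 for endothelial cells. They were 0.03 and -0.02 for proliferation, -0.31 and 0.11 for heat shock, -0.26 and -0.16 for immediate early genes and 0.02 and -0.07 for sex, and for oligodendrocytes -0.07 at 5 day recovery, for erythrocytes -0.15 and for neutrophils -0.19 at 14 day PLX3397. None of these had an adjusted p under 0.05. The unfolded protein list was lower at 14 day PLX3397 (-0.29, adjusted p = 0.0298) and the gene of the monocyte list in the table as well (-0.25, adjusted p = 0.0298), with 0.16 and -0.34 at 5 day recovery (adjusted p = 0.289 and 0.0893). Between 5 day recovery and 14 day PLX3397, heat shock rose by 0.42, the unfolded protein list by 0.45 and erythrocytes by 1.46 (adjusted p = 0.0397 for each). Genes of these lists overlap with others: *Cldn11*, hemoglobin genes and several unfolded protein genes are shown in Figure 6B.

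In WM repopulating cells against control microglia, the smallest adjusted p of any list was 0.0762. With 16 lists and a smallest exact p of 0.0286 at 0 hr and 24 hr and 0.00794 at 6 hr, a list alone cannot reach an adjusted p of 0.05, so these values do not show that a list was unchanged. At 0 hr, 6 hr and 24 hr, the differences were 0.14, -0.07 and 0.09 for erythrocytes, 0.98, 0.33 and -0.20 for choroid plexus, 0.00, 0.14 and 0.03 for neurons, -0.22, -0.10 and -0.23 for astrocytes, -0.29, 0.07 and 0.10 for oligodendrocytes, 0.17, 0.56 and 0.25 for oligodendrocyte precursors and -0.09, -0.25 and -0.35 for neuroblasts. They were -0.43, -0.21 and -0.58 for endothelial cells, 0.16, -0.02 and -0.47 for monocytes, 1.04, 0.25 and 0.02 for lymphocytes, 0.07, 0.05 and -0.58 for the unfolded protein response and -0.03, -0.02 and 0.04 for sex. At 0 hr and 6 hr they were 0.41 and -0.02 for proliferation, 0.77 and -0.27 for heat shock and 0.42 and 0.47 for immediate early genes. *Cspg4*, of the precursor list, was the only gene of that list past the expression limit.

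In GLOBAL repopulation, the smallest adjusted p of any list was 0.152, and the smallest exact p that 3 against 4 libraries allow, 0.0286, is too large for a list alone to pass the correction. The differences from control were -1.01 for erythrocytes, 0.08 for choroid plexus, 0.06 for neurons, -0.21 for astrocytes, 0.12 for oligodendrocytes, -0.04 for oligodendrocyte precursors, -0.26 for neuroblasts, -0.80 for endothelial cells, -1.44 for neutrophils, -0.92 for monocytes, 0.15 for lymphocytes, -0.51 for proliferation, 1.33 for heat shock, 0.07 for the unfolded protein response, 0.21 for immediate early genes and 0.30 for sex.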
